# Tig1 regulates proximo-distal identity during salamander limb regeneration

**DOI:** 10.1038/s41467-022-28755-1

**Published:** 2022-03-03

**Authors:** Catarina R. Oliveira, Dunja Knapp, Ahmed Elewa, Tobias Gerber, Sandra G. Gonzalez Malagon, Phillip B. Gates, Hannah E. Walters, Andreas Petzold, Hernan Arce, Rodrigo C. Cordoba, Elaiyaraja Subramanian, Osvaldo Chara, Elly M. Tanaka, András Simon, Maximina H. Yun

**Keywords:** Regeneration, Body patterning, Pattern formation

## Abstract

Salamander limb regeneration is an accurate process which gives rise exclusively to the missing structures, irrespective of the amputation level. This suggests that cells in the stump have an awareness of their spatial location, a property termed positional identity. Little is known about how positional identity is encoded, in salamanders or other biological systems. Through single-cell RNAseq analysis, we identified Tig1/Rarres1 as a potential determinant of proximal identity. Tig1 encodes a conserved cell surface molecule, is regulated by retinoic acid and exhibits a graded expression along the proximo-distal axis of the limb. Its overexpression leads to regeneration defects in the distal elements and elicits proximal displacement of blastema cells, while its neutralisation blocks proximo-distal cell surface interactions. Critically, Tig1 reprogrammes distal cells to a proximal identity, upregulating Prod1 and inhibiting Hoxa13 and distal transcriptional networks. Thus, Tig1 is a central cell surface determinant of proximal identity in the salamander limb.

## Abstract (web summary)

The mechanisms by which cells determine their position within the 3D space are poorly understood. Research in salamanders offers fresh insights into this question, uncovering Tig1 as a central determinant of proximo-distal identity in regeneration.

## Introduction

The mechanisms by which cells determine their position within a biological structure are central to the correct development and regeneration of tissues and organs. Despite their importance, they remain poorly understood. Significant insights into this problem originate from the study of salamander limb regeneration, a powerful model for probing the mechanisms underlying positional information^1–3^. In salamanders, the amputation of a limb elicits the generation of a mass of progenitor cells—named blastema—which subsequently grows and re-patterns, invariably giving rise to the structures distal to its level of origin^4^. This indicates that mature cells within the limb stump retain a memory of their location along the proximo-distal (PD) axis which blastema cells are able to interpret in order to regenerate only the missing parts, a property termed positional identity^5^. Elegant blastema juxtaposition experiments offered first clues into the nature of PD identity, suggesting that it is encoded as a proximo-distal gradient of molecules along the limb and manifested at the cell surface level. First, grafting of a distal blastema onto the site of a proximal one leads to the displacement of the distal blastema to its level of origin along the PD axis as regeneration proceeds^6^, indicating an initial recognition of PD disparity at the cell surface. Second, apposing proximal and distal blastemas in culture results in the engulfment of the distal blastema by the proximal one, indicating the existence of differential adhesive properties between cells of different PD identities and therefore underscoring the importance of cell surface interactions^7^. Third, grafting of a wrist blastema onto a shoulder stump elicits regenerative growth from the shoulder stump, while wrist blastema cells contribute to the hand structures^8^. Similarly, transplantation of distal blastema cells to proximal blastemas results in translocation of distal cells and their contribution to hand elements, indicating that PD identity is manifested on an individual cell basis and is a stable feature of cell identity^9^. Additional clues into the nature of PD identity came from classical experiments addressing the effect of retinoic acid (RA) and its derivatives on limb regeneration. Notably, exposing a wrist blastema to increasing doses of retinoic acid leads to regeneration of more proximal elements in a dose-dependent manner, resulting in tandem limb duplications at the highest retinoic acid concentrations^5,10^. Thus, retinoic acid is able to reprogramme positional identity towards proximal values.

From these seminal findings, an approach for identifying a mediator of proximal identity was proposed^11^: it would exhibit a graded expression along the PD axis, be present at the cell surface, and be upregulated by retinoic acid. This led to the identification of the GPI-anchored cell-surface molecule Prod1^11^ in newts, which fulfils all said criteria. Indeed, newt Prod1 was shown to mediate the engulfment activity of proximal blastemas when juxtaposed to distal ones and thus cell affinity, an important aspect of proximal identity^11^. Subsequently, axolotl Prod1 overexpression in early blastemas was shown to affect the patterning of distal elements during limb regeneration and, notably, its focal overexpression in cells of distal domains led to their translocation to proximal positions within the limb^9^. Further, axolotl Prod1 expression was shown to be regulated by Meis homeobox transcription factors^12^, critical targets of retinoic acid during proximo-distal patterning of the vertebrate limb^13^. Altogether, these experiments associated Prod1 to the acquisition of proximal identity. Given its PD distribution along the mature limb, it was proposed that Prod1 is part of the positional memory system that confers mature limb cells their spatial identity and determines the extent of regeneration^14^. As such a system would determine how much to regenerate based on the levels of PD factors, direct or indirect connections to growth control mechanisms are to be expected. Indeed, Prod1 was found to interact with a Schwann-cell-derived factor of the anterogradient protein family, nAG, which acts as a mitogen for blastema cells^15^, providing a link between positional determination and growth regulation.

To date, Prod1 is considered the best example of a molecule encoding positional information^3^. However, important questions remain unanswered. First, it is unclear whether Prod1 reprogrammes cells to a proximal identity, as it could be expected from a PD determinant, or simply regulates their adhesive properties such that they translocate to proximal locations. Second, axolotl Prod1 lacks a membrane anchor, despite exhibiting the ability to regulate aspects of cell affinity associated to proximalisation^16^. This raises the possibility that, in order to achieve a graded distribution along the PD axis and execute its functions, Prod1 interacts with additional, as yet unidentified proximo-distal identity factors. In view of these considerations, we set out to identify components of the PD determination system.

In this work, we identify Tig1 as a PD regulator. We demonstrate that *Tig1* is a RA-responsive gene encoding a cell surface molecule, which exhibits graded expression along the PD axis of the mature limb. We show that Tig1 fulfils functional criteria attributed to a proximal determinant, including the ability to reprogramme blastema cells to a proximal identity. Thus, our results implicate Tig1 in the regulation of proximo-distal identity during salamander limb regeneration.

## Results

### Tig1, a potential cell surface determinant of proximal identity

To identify molecules involved in the PD identity system, we performed principal component analysis on a single-cell RNAseq dataset of connective tissue cells during axolotl limb regeneration^17^. This particular tissue type was selected given that it is implicated in the establishment of PD identity during limb regeneration, in contrast to other types such as muscle, which appears to be positionally naïve^18^. Through this approach, we identified a principal component (PC3) that modelled the proximo-distal axis based on the expression profile of the key developmental markers Hoxa13^+^ (distal) and Meis2^+^ (proximal) cells (Supplementary Fig. 1a, b and Supplementary Data 1, 2). By mining the transcriptome of single cells at the Meis2^+^ end of this component, we identified the axolotl homologue of *Tig1* (Tazarotene-induced gene 1), also known as *Rarres1* (Retinoic Acid Receptor Responder 1), as a highly enriched gene in modelled proximal cells (Supplementary Fig. 1a–c). A limitation of this dataset is the absence of important PD markers such as Prod1, as it was not originally included in the transcriptome used. To overcome this, we analysed a recently published scRNAseq dataset of axolotl limb regeneration^19^, in which we were able to detect Prod1 expression in the connective tissue compartment. As above, we identified a principal component (PC1), which modelled the PD axis based on the distribution of Hoxa13/Hoxd13 (distal) and Meis1/Prod1 (proximal) in connective tissue cells of the early blastema stage (Fig. 1a, b). Further, a uniform manifold approximation and projection (UMAP) performed to visualise cellular heterogeneity revealed a clear separation of cells based on their expression of PD markers (Fig. 1c), with Tig1^+^ cells found at the same area as those expressing Meis1, Meis2 and Prod1 (Fig. 1c). Next, we calculated ‘distal’ and ‘proximal’ scores for each cell based on the expression of Hoxa13/Hoxd13 for the former and Meis1/Meis2/Prod1 for the latter (Fig. 1d and Supplementary Data 3). Notably, Tig1 is differentially expressed along the proximo-distal axis with enrichment in proximal cells (Fig. 1e), raising the possibility that it could constitute a proximal determinant.

**Fig. 1:**
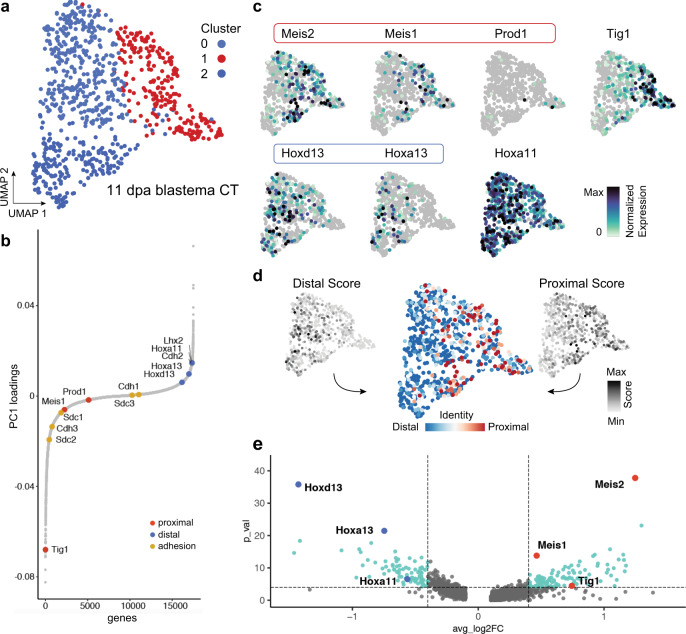
Single-cell transcriptomics identifies Tig1 as a marker for proximal limb identity in connective tissue cells of early limb blastemas. **a** UMAP embedding of single-cell transcriptomic data from connective tissue cells at 11 days postamputation^19^. This corresponds to an early blastema regeneration stage (8–9 cm snout-to-tail axolotls). Each dot represents a single cell; colours indicate results of Louvain clustering of single cells. **b** Contribution of axolotl genes to PC1. Genes are presented as dots and are ordered based on their contribution to PC1. Genes associated with the proximal (red) and distal (blue) axes, or with cell adhesion (yellow) are indicated. **c** Gene expression for genes of the proximal-distal axis are shown as feature on top of the UMAP embedding. Encircled genes are used to calculate a proximal and distal score (see **d**). **d** Distal (left) and proximal (right) scores were calculated for each cell and visualised on the UMAP embedding. Scores were combined to obtain proximal-distal identity assignments (centre) for each cell as indicated on the embedding. **e** Volcano plot visualisation of genes that are differentially expressed between the 100 most proximal and the 100 most distal cells identified by the scoring in **d**. Relevant proximal (red) and distal (blue) genes are highlighted. *P* values (Wilcoxon rank-sum test) are shown as −Log_10_ and the *p* value cutoff is 0.0001 (horizontal dotted line) and the fold change (FC) cutoffs are 0.4 and −0.4 (vertical dotted lines).

To experimentally test this notion, we performed qRT-PCR gene expression studies in mature and regenerating limbs. As suggested by our in silico analysis, Tig1 is expressed in a graded fashion along the PD axis of the mature axolotl limb, reaching the highest level in the upper arm and decreasing towards the hand (Fig. 2a). Of note, this is also observed in the limbs of *Notophthalmus viridescens* newts (Supplementary Fig. 2). Thus, similar to Prod1, Tig1 fulfils a key criterion associated with a molecular determinant of proximal identity, namely graded expression along the mature limb.

**Fig. 2:**
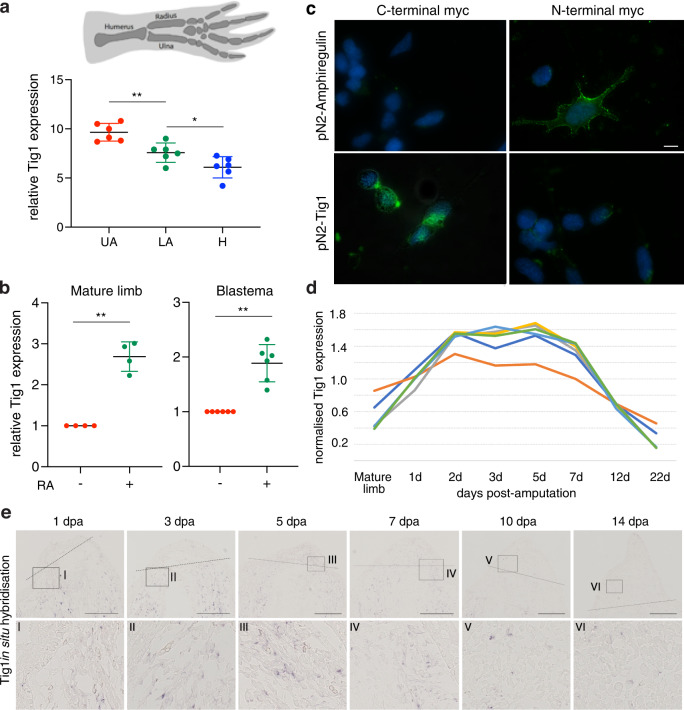
The retinoic acid-responsive gene Tig1 encodes a cell surface protein and is differentially expressed along the proximo-distal axis of the axolotl limb. **a** Tig1 expression along the proximo-distal axis of the mature axolotl limb, relative to Ef1-α (UA upper arm, LA lower arm, H hand, qRT-PCR, *n* = 6 biologically independent samples). Adj. *p* values: *p = 0.0491, **p = 0.0068 (one-way ANOVA followed by Tukey’s multiple comparison test). **b** Expression of axolotl Tig1 in mature or regenerating (mid bud stage) limbs 48 h after retinoic acid (RA) treatment (100 µg/g body weight), relative to DMSO treated samples, normalised against Ef1-α expression; qRT-PCR, *n* = 4 (mature limb) or *n* = 6 (regenerating limb) biologically independent samples). **p = 0.0025 (mature limb), **p = 0.0014 (blastema) (two-tailed paired *t*-test). **c** Representative images of AL1 cells after electroporation with the indicated myc-tagged constructs and live-cell staining using anti-myc antibodies. Scale bar: 20 µm. **d** Microarray^54^ analysis of Tig1 gene expression for the indicated bulk tissues and days post limb amputation. Note the upregulation of Tig1 during the first 7 days after amputation. Results were obtained with six independent microarray probes, each one showing the mean of three biological replicates. Note the consistent expression profile obtained with each one. **e** Expression of axolotl Tig1 during limb regeneration from an upper arm amputation (7.5 cm snout-to-tail axolotls) by in situ hybridisation. Representative images show blastema (upper row) or corresponding magnified area (lower row). No signal is detected in the mature limb using ISH. Scale bar: 500 µm. Each experiment was independently repeated three times with similar results (**c**, **e**). Error bars represent the standard error of the mean (SEM) (**a**, **b**). Source data are provided as a Source Data file.

Human TIG1 is an RA-responsive putative tumour suppressor^20,21^ which exhibits structural resemblance to CD38 (Supplementary Fig. 3a), a retinoid-responsive surface molecule found in immune cells^22^. Comparative protein sequence analysis (Supplementary Fig. 3b) indicates that axolotl TIG1 exhibits substantial sequence similarity (57%) with its human counterpart. Further, the most significant protein features of human TIG1, namely a transmembrane ‘latexin’ domain -present in the carboxypeptidase inhibitor Latexin and highly conserved among vertebrates-, and a hyaluronic acid-binding motif^21,23^, are all present in axolotl TIG1 (Supplementary Fig. 3b). These observations raise the possibility that axolotl Tig1 is an RA-responsive gene encoding a cell surface protein, thus fulfilling important criteria^11^ for a factor involved in the determination of proximo-distal identity. Indeed, axolotl Tig1 expression is upregulated by RA in vivo, in both normal and regenerating limb tissues (Fig. 2b). In agreement, several RA regulatory elements (RXRA; RXRB, RXRG; RARA and RARG) and MEIS binding sites (MEIS1 and MEIS2) are present in the axolotl Tig1 promoter (Supplementary Data 4). Of note, RA-dependent Tig1 induction is observed in connective tissue-derived *Am*AL1 cells, but not in the myogenic line *Nv*A1 (Supplementary Fig. 4). To determine its cellular localisation, axolotl Tig1 was expressed in *Am*AL1 cells as a fusion protein carrying a myc tag in either its C- or N-terminus (Supplementary Fig. 5a), followed by live-cell staining with anti-myc antibodies (Fig. 2c). While no myc-derived signal is detected upon expression of N-terminal myc-Tig1, a distinct cell surface staining is observed following expression of the C-terminal tagged Tig1 (Fig. 2c). The opposite pattern is observed for myc-tagged forms of axolotl Amphiregulin, a known surface protein whose N-terminus faces the extracellular space (Fig. 2c). Similar results were observed in 293 T cells (Supplementary Fig. 5b). Together, these observations indicate that axolotl TIG1 localises to the cell surface, with its C-terminus, which comprises the majority of its protein sequence, facing the extracellular space.

While little is known about the biological functions of Tig1 in any context, in vitro studies suggest that human Tig1 has a negative impact on cell proliferation^21^. This is particularly interesting in light of the fact that Prod1 has also been shown to impair proliferation^9^. To test whether this is also the case for axolotl Tig1, pN2-Tig1 or empty pN2 vectors were electroporated together with a fluorescent reporter into mid bud blastemas, followed by systemic EdU injection and subsequent analysis of EdU incorporation (Supplementary Fig. 6a). As the latexin domain had been proposed to be important for Tig1 function^23^, we generated a Tig1 mutant version (Tig1^P155A^) in which the critical cis-proline residue within the latexin domain was mutated to an alanine. Overexpression of either Tig1 or Tig1^P155A^ led to significant decreases in EdU incorporation by blastema cells (Supplementary Fig. 6b, c), suggesting that the function of Tig1 as a negative regulator of cell proliferation is conserved in the axolotl and that an intact latexin domain is dispensable for it. Together, the aforementioned observations draw important parallels between Tig1 and Prod1, and thus pinpoint Tig1 as a candidate regulator of proximal identity during regeneration.

### Tig1 misexpression disrupts regeneration of distal structures

To gain insights into the functions of Tig1, we first examined its expression throughout limb regeneration. Notably, Tig1 expression is upregulated during the first 7 days postamputation (dpa, Fig. 2d, e and Supplementary Fig. 7), coinciding with the establishment of proximal identities^24^, followed by a strong downregulation that is maintained until the end of the process (Supplementary Fig. 8), in agreement with the previous reports^17^. These observations are recapitulated by in situ hybridisation analysis, which also reveals that Tig1 expression is restricted to the proximal blastema and adjacent stump tissue (Fig. 2e and Supplementary Fig. 9). Regeneration of lower and upper arms follow a similar pattern, however, Tig1 levels start to decrease earlier (noticeable at 10 dpa) in the lower arm (Supplementary Figs. 10, 11). Further, Tig1 expression is primarily detected in connective tissue cells (Supplementary Fig. 12), as suggested by our transcriptomic analysis (Fig. 1 and Supplementary Fig. 1).

Next, we sought to disrupt the endogenous expression dynamics by overexpressing Tig1 from the mid bud stage onwards, when it is normally downregulated (Fig. 3a). Significantly, increasing the levels of Tig1 via baculovirus(Bv)-mediated transduction, which preferentially targets connective tissue cells^25^, leads to impaired regeneration of distal elements (Fig. 3a, b). Defects induced by Tig1 overexpression include fusion and shortening of digits (5/21), morphological alterations in the lower arm elements radius and ulna, namely the uneven thickness of the elements (2/21) and elongated or fused distal epiphysis (6/21), as well as malformations of carpals and metacarpals (11/21), while normal limb elements are observed in contralateral control limbs transduced with a mCherry Bv. Importantly, Tig1 transduction leads to a significant reduction in limb length (Fig. 3c), which is accompanied by shortening of the lower arm and a significant downsizing of the hand, while the length of the upper arm does not differ from the control condition (Fig. 3d). This phenotype suggests a specific effect of Tig1 in the regeneration of distal elements. Furthermore, it exhibits a striking resemblance to that resulting from overexpressing Prod1^9^ during axolotl regeneration. Taken together, these observations raise the possibility that Tig1 may be implicated in the determination of proximal identity.

**Fig. 3:**
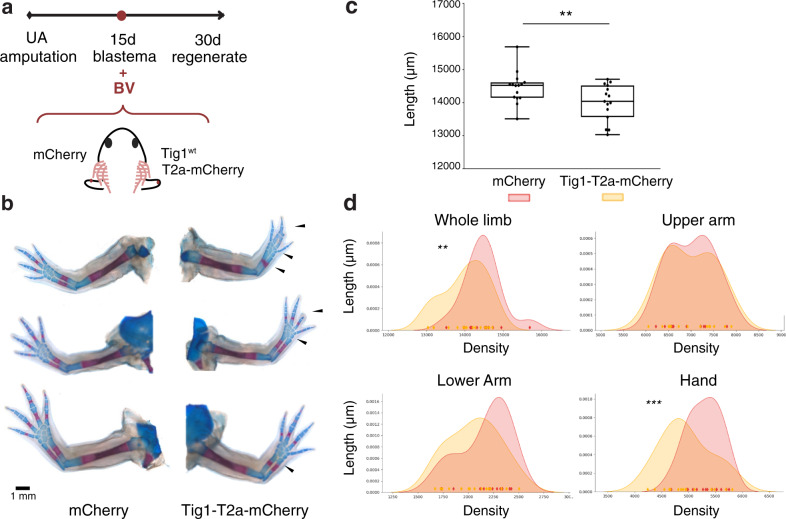
Tig1 overexpression disrupts regeneration of distal elements. **a** Schematic of the experimental approach. **b** Tig1 Bv transduction from mid bud blastema onwards leads to shortening of the regenerated limb through malformations in the distal limb elements, as analysed through Alcian blue/Alizarin red staining (*n* = 15 biologically independent animals). **c** Quantification of limb length. The box horizontal boundaries define the interquartile range (upper boundary: 75th percentile and bottom boundary: 25th percentile of dataset values), the internal line indicates Median, whiskers indicate highest and lowest value for each condition. **p = 0.0014 (two-tailed paired-matched *t*-test). **d** Kernel density estimation of lengths for the indicated limb segment. The coloured diamonds on the x axis represent individual measurements. **p = 0.0014; ***p = 0.0004 (two-tailed paired-matched *t*-test). A broadening of the distribution towards shorter lengths is observed upon Tig1 overexpression for whole limb, lower arm and hand, while no changes are observed in the upper arm. Source data are provided as a Source Data file.

### Tig1 induces proximal displacement of blastema cells

The few molecules implicated in the regulation of proximal identity to date, Prod1 and Meis1/2, are able to elicit the proximal translocation of cells when overexpressed in the early blastema^9,14^. To test whether this is also true for Tig1, we performed focal electroporations on the distal-most compartment of 4-day blastemas. Concurrent with previous reports^9^, transfection of a fluorescent reporter results in the labelling of cells that contribute to distal-most elements, digits and carpals, whilst electroporation of Prod1 leads to the displacement of the labelled cells towards proximal regions, occasionally beyond the amputation plane (Fig. 4a, b). Notably, electroporation of either form of Tig1 results in the proximal displacement of the transfected cells (Fig. 4a, b), with a stronger effect observed for Tig1^P155A^, as more animals exhibited electroporated cells in the proximal segments, including lower and upper arm. These observations show that Tig1 induces proximal displacement of blastema cells that would otherwise contribute to distal domains. In order to track changes in the frequency and distribution of cells along the PD axis, we developed an image analysis algorithm termed Meandros. This software allows the automated detection and analysis of the distribution of cells within the limb based on their fluorescence (Fig. 4c and Supplementary Fig. 13). Analysis of the scaled limb width indicates that this parameter does not change across different experimental conditions (Supplementary Fig. 14). Quantitative insights into the final location of cells along the PD axis indicate a proximal shift in fluorescence distribution after overexpression of Tig1 and Tig1^P155A^ when compared with RFP (Fig. 4d and Supplementary Fig. 15). While the majority of the cells electroporated with the control plasmid contribute to the distal hand elements, the overexpression of both wild-type and mutant Tig1 leads to a marked extension in the distribution of cells up to the lower (Tig1) and upper (Tig1^P155A^) arm levels, reinforcing the notion that Tig1 overexpression induces proximal displacement.

**Fig. 4:**
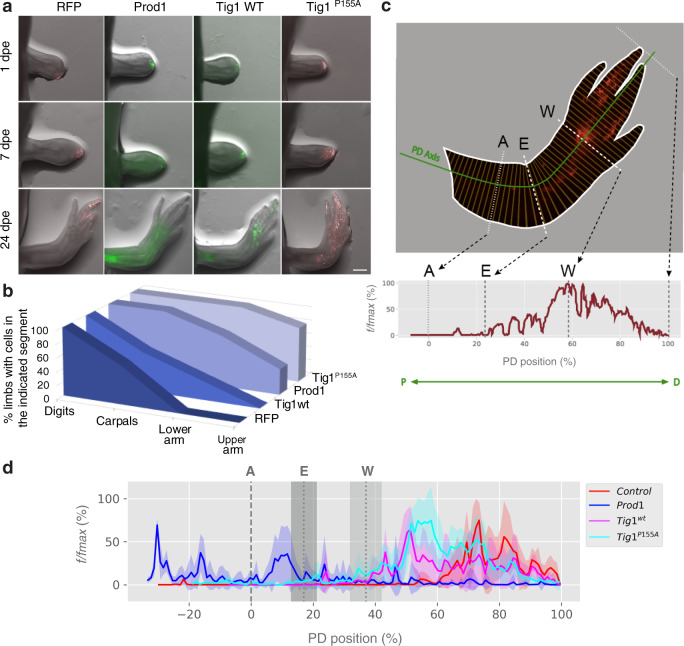
Tig1 induces distal-to-proximal displacement of blastema cells. **a** Representative images of the displacement assay. Cells in the distal third of a 4-day blastema give rise to distal elements^9^. Upon electroporation of a control vector (*n* = 7) to enable tracing during regeneration, they contribute primarily to digits (first column). Overexpression of Prod1 (*n* = 8), Tig1 or Tig1^P155A^ (*n* = 13) coupled to fluorescent proteins promotes autologous displacement of cells from distal to proximal positions during limb regeneration. dpe days post electroporation. Scale bar: 1 mm. **b** Quantification of the percentage of animals with electroporated cells found in the indicated limb segments. **c** An image analysis algorithm for the automatised quantification of cells (by fluorescence intensity) along the PD axis. *f* indicates the number of pixels whose intensity is higher than the threshold; *f/fmax* indicates the ratio between each *f* and its maximal value along the anatomical axis. **d** Distribution of fluorescence intensity along the PD axis for the indicated conditions. Coloured shading indicates standard deviation, coloured centre indicates mean. Grey shading indicates the standard deviation of the PD position corresponding to elbow (E) or wrist (W). An amputation plane. Source data are provided as a Source Data file.

Meandros analysis highlighted differences in PD distribution between Prod1 and Tig1 overexpressing cells (Supplementary Figs. 15, 16a). Furthermore, we observed that the combination of Prod1 and Tig1 expression has a differential effect on the extent of proximalisation of either factor alone (Supplementary Figs. 15, 16a). It remains an open question whether Prod1 and Tig1 act independently of each other or they synergise within the same pathway to promote proximal cell translocation. Expression data (see below) suggest that Tig1 acts upstream of Prod1. However, as dose-dependent effects remain possible, this is a notion that merits additional consideration.

While the displacement assay is indicative of the participation of Tig1 in determining the positional outcome of cells, it does not inform on the cellular processes that could mediate this relocation, such as proliferation, apoptosis, migration and/or differences in cell surface tension. To address the contribution of cell proliferation to proximal displacement, we compared the effect of overexpressing Prod1, Tig1 and an anti-proliferative factor with no connection to proximalisation, p53^26^. Whereas all three molecules decrease EdU incorporation upon electroporation in blastema cells (Supplementary Fig. 17a), p53 overexpression does not lead to the proximal translocation of blastema cells (Supplementary Figs. 17b, c, 13, 15), demonstrating that the inhibition of cell proliferation per se is not sufficient to promote proximal displacement, and indicating that additional processes are at play. Given these observations, and considering that we and others^9,14^ have not detected any significant changes in apoptosis in the context of proximal displacement, it seems likely that the preferential distribution of cells towards proximal limb elements is explained by differences in migratory or cell surface tension along the PD axis. Interestingly, Tig1 overexpression negatively impacts the invasive ability of AL1 cells (Supplementary Fig. 18), which could be explained by changes in cell adhesion. Indeed, Tig1 overexpression modulates the expression of adhesion factors (as discussed below) proximally enriched in our analysis (Supplementary Fig. 1c), supporting this hypothesis.

### Tig1 mediates proximo-distal cell surface interactions

The aforementioned observations led us to functionally test the involvement of Tig1 in mediating proximo-distal differences in cell affinity. To this end, we adapted the blastema engulfment assay^7,11^ (Fig. 5a), consisting of juxtaposing blastema mesenchymal tissues derived from similar or different levels along the PD axis and analysing their behaviour ex vivo. Recapitulating the previous observations^7,11^, we found that apposing proximal (P) and distal (D) blastemas resulted in engulfment of the distal blastema by its proximal counterpart, while no engulfment took place between blastemas of the same positional value (PP or DD), or between PD blastema pairs treated with anti-Prod1 neutralising antibodies (Fig. 5b, c). To test whether Tig1 mediates such cell affinity differences, we generated custom antibodies against two non-overlapping regions of axolotl TIG1 (Supplementary Figs. 3, 16 and Supplementary Data 5, 6), and addressed the effects of apposing P and D blastemas in their presence. We found that anti-TIG1 neutralising antibodies fully abrogated the engulfment activity, indicating that Tig1 mediates PD differences in cell affinity (Fig. 5b–e). In contrast, treatment with neither a 1:200 dilution of anti-Tig1 antibodies nor with antibodies raised against the extracellular EGF-like domain of TMEFF1 (Tomoregulin)^11^, impaired PD engulfment (Fig. 5c). This implies that Tig1 underlies cell surface recognition between proximal and distal cells, providing a mechanistic explanation for its role in proximal displacement.

**Fig. 5:**
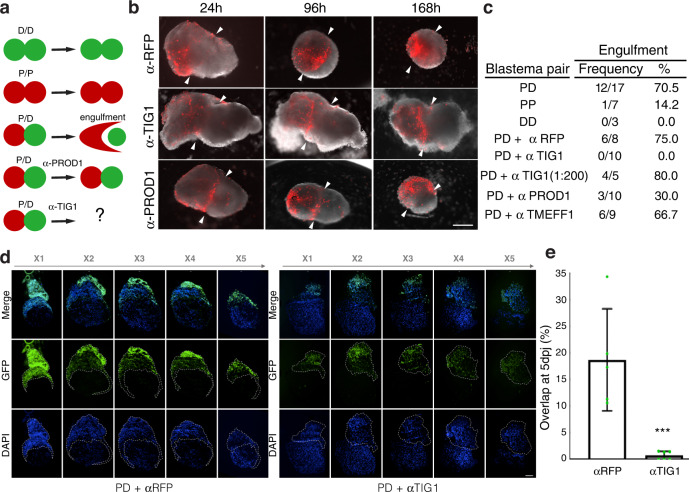
Tig1 mediates proximo-distal cell-surface interactions. **a** Schematic of the engulfment assay. Juxtaposition of proximal (P) and distal (D) blastemas results in the engulfment of the distal one by its proximal counterpart. **b** Representative images of juxtaposed proximal (red) and distal (white) blastemas at the indicated times post juxtaposition, and after the indicated treatments. Note lack of engulfment following treatment with anti-TIG1 (α-TIG1) antibodies raised against two extracellular epitopes. Scale bar: 500 µm. **c** Quantification of engulfment for the indicated pairs (pooled data from three independent experiments). For α-Prod1, α-Tig1 and α-TMEFF1, [antibody] = 20 µg/ml. **d** Images along an X-stack (x1 to x5) of representative PD blastema pairs at 5 days post juxtaposition (5dpj), following treatment with the indicated antibodies. Proximal blastemas derive from *caggs:eGFP*^*Etnka*^ axolotls. Scale bar: 200 µm. **e** Quantification of the overlap between proximal and distal blastemas at 5dpj, based on (**d**) (*n* = 5 biologically independent samples). ***p = 0.0012 (two-tailed unpaired *t*-test). Error bars represent SEM. Source data are provided as a Source Data file.

### Tig1 reprogrammes cells to a proximal identity

Whether proximal displacement mediated by Tig1 is merely caused by a change in cell affinity or is a consequence of a broader reprogramming of cellular identity towards proximal values is a critical question^9^ that remains unanswered. To address this issue, we investigated the impact of overexpressing Tig1 in cells which had already been specified to a distal identity. To exclusively label distal cells, we used a C-Ti^t/+^(*Hoxa13:Hoxa13-T2a-mCherry*)^*Etnka*^ reporter line, *Hoxa13:mCherry hereafter*, created by CRISPR/Cas9 technology^27^. In these axolotls, mCherry is fused to the C-terminus of HOXA13, separated by a T2a self-cleaving peptide, and expressed from the endogenous Hoxa13 genomic locus. Validation studies show that mCherry is exclusively detectable in the distal-most part of the limb bud/ blastema during development and regeneration (Supplementary Fig. 19), labelling the field that gives rise to the hand segment in accordance with the model of progressive specification^24,28^, thus offering the means to genetically identify blastema cells that have been specified to a distal fate based on their fluorescence. Upon the appearance of the cohort of mCherry^+^ distal cells in the regenerating limb, we electroporated Tig1 or Tig1^P155A^T2a-GFP constructs, FACS-sorted mCherry^+^/GFP^+^ (distal cells overexpressing Tig1) and mCherry^+^/GFP^−^ (distal control cells) cells at 3 or 8 days post electroporation, and performed bulk RNA sequencing analysis (Fig. 6a and Supplementary Data 7). 

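RNA of 18 libraries, each made from 300 sorted cells by the SMARTseq2 protocol, was sequenced. Control cells (mCherry+/GFP−), cells overexpressing Tig1 and cells overexpressing Tig1P155A, a form with a mutated latexin domain, each gave 3 replicate libraries at 3 dpe and 3 at 8 dpe, from 12 pooled blastemas per condition. The paper calls the libraries biological replicates and does not state whether each had its own pool. If the libraries of a group shared a pool, their spread, and the tests built on it, would leave out differences between animals. The control cells came from electroporated blastemas and carried no detectable GFP; no cells electroporated with GFP alone are among the libraries. For each library, the authors deposited the number of uniquely mapped reads that they counted on each gene model of the AmexG_v6.0-DD genome, without normalization. The totals lay between 9732514 and 23086124 counts. Mitochondrial 16S rRNA took between 13.4% and 58.1% of them, and mitochondrial genes together left between 4469274 and 17629287 counts for the other genes. Here, counts were normalized by edgeR's TMM method, and a mean for each of the 6 groups was fitted to all 18 libraries at once, which left 12 residual degrees of freedom. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. The average log2 fold change of a gene is the mean of its 4 differences from the control of the same time point (either Tig1 form, at 3 and at 8 dpe), and values scaled to library size (CPM) are means ± SD over 3 libraries. On simulated counts of 23259 genes, of which 200 were changed by 2 on the log2 scale, the test recovered 35.5% of the changed genes for Tig1 against control at 3 dpe and 83% for the average, with 5 false calls each. The changed genes were drawn from those with at least 4 CPM, as many raised as lowered. In the real counts far more genes were called and their direction depended on scaling, so these rates need not hold there. A count of 0 allowed up to between 0.0872 and 0.455 CPM in a library (3 counts). The reads carry no molecular identifiers, so these limits and all intervals given for counts cover counting error only. The gene that the paper's files pair with Tig1, LOC115479139 (AMEX60DD001823, chromosome 10p from 881792072 to 881958443), had 6.05 ± 3.01 CPM in control cells at 3 dpe and 6.36 ± 2.25 at 8 dpe. It had 375 ± 171 CPM with Tig1 and 290 ± 34.6 with Tig1P155A at 3 dpe, and 270 ± 86.6 and 249 ± 84.7 at 8 dpe, an average log2 fold change of 5.56 (SE 0.36, adjusted p = 8.67e-10), above every control library of the same time point in 12 of 12 overexpressing libraries. These counts do not separate transcripts of the electroporated plasmid from those of the cells' own gene.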

PCA analysis indicates clear segregation between control versus Tig1/Tig1^P155A^ overexpressing cells and between timepoints (Fig. 6b). 

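The separation was measured as the distance between group means of log2(CPM + 4) over the 25377 genes with at least 0.5 CPM in at least 1 library. Overexpressing and control libraries lay 166.6 apart at 3 dpe and 135.6 at 8 dpe, 151.1 on average. Over the 7056 ways to assign these labels within time points the median distance was 60.71, and only 1, the real one, was as large (exact permutation test). The one-sided p, 1 in 7056 or 1e-04 when rounded, is the smallest that these labellings can give. The choice of scale moved the distance most, to 256.4 on log2 of DESeq2-normalized counts plus 4, against a median of 119.2 there, and with each library left out in turn it stayed between 148.8 and 153.9. The first principal component held 60.8% of the variance and the second 10.3%. On the first, the 6 control libraries lay between −103 and −92.3 and the 12 overexpressing libraries between 5.11 and 78.8. Among the overexpressing libraries, those of 3 dpe lay between 52.0 and 78.8 and those of 8 dpe between 5.11 and 40.7. Control libraries of 3 dpe lay between 3.75 and 49.7 on the second component, and those of 8 dpe between −25.2 and −0.09. The distance between 3 and 8 dpe was 63.4 in control cells, 72.3 with Tig1 and 71.4 with Tig1P155A, in each case the largest of the 10 splits of 6 libraries (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).

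**Figure D1:**
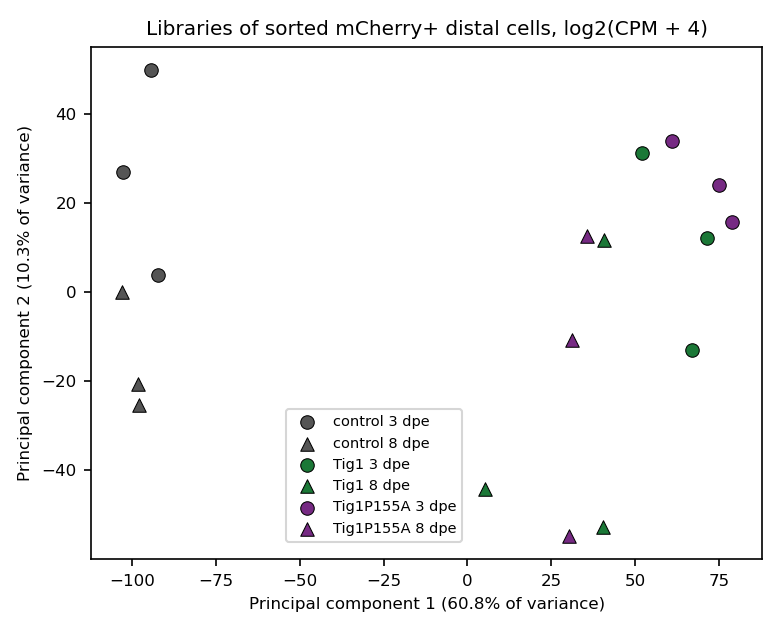
First 2 principal components of log2(CPM + 4) of the 18 libraries, 1 point per library, coloured by the kind of cell and shaped by time point, with each component's share of the variance on its axis. The 6 control libraries sit at −92.3 or lower on the first component and the 12 overexpressing libraries at 5.11 or higher.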

Overexpression of Tig1 versus Tig1^P155A^ has limited impact on clustering, suggestive of phenotypic similarities and consistent with our experimental data. This is also reflected in the differential expression analysis (Fig. 6c). 

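Libraries of the wild-type and the mutated form lay 44.59 apart on average over both time points, and the median over the 400 assignments of these labels within time points was 48.88 (exact permutation test, one-sided p = 0.92). Leaving out each library in turn gave p between 0.49 and 0.99. Between the forms, edgeR called 1 gene at 3 dpe, 0 at 8 dpe and 0 on average over both, while 1503, 1169 and 1756 genes had an unadjusted p under 0.05 and DESeq2 called 96, 22 and 76. Testing every gene with at least 1 count moved these edgeR counts most, to 432, 226 and 512. The gene called at 3 dpe, chosen after its values were seen, was LGR6 (AMEX60DD008622), with 3.34 CPM in Tig1 and 0.0793 in Tig1P155A cells (log2 fold change 5.31, SE 0.68, adjusted p = 0.00832). It was not called without Tig1P155A 3 dpe replicate 1 (adjusted p = 0.106), replicate 2 (0.076) or replicate 3 (0.215), and without Tig1 3 dpe replicate 2 there were 2 called genes. Across 11637 genes with a mean of at least 4 CPM, the log2 fold changes of the forms against control had r = 0.937 at 3 dpe and 0.956 at 8 dpe. Both forms were compared with the same control libraries, and simulated counts without any change gave 0.517 and 0.463 over 11072 genes; genes are not independent replicates. Of the genes called, 5081 at 3 dpe and 2606 at 8 dpe were called for both forms, each in the same direction.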

Notably, we found a substantial number of genes (c. 5000) whose expression significantly changed upon Tig1 overexpression (*P* < 0.001), suggesting an extensive transcriptome remodelling (Fig. 6c and Supplementary Fig. 20). 

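At an adjusted p under 0.05, 6091 of the 25377 genes tested changed with Tig1 and 6768 with Tig1P155A at 3 dpe, and 3020 and 3135 at 8 dpe. For the average of the 4 differences the number was 10182, of which 53.3% were higher than in control cells. The threshold moved the counts most: at an adjusted p under 0.001 the 4 comparisons gave 1995, 2451, 1352 and 1385 genes, and at an unadjusted p under 0.001 they gave 3349, 3846, 2130 and 2150. With each library left out in turn, the count for Tig1 at 3 dpe stayed between 4502 and 6609. How the libraries were scaled set the direction of many genes: the median average log2 fold change of the 11637 genes with at least 4 CPM was 0.04 with TMM, −0.07 with DESeq2's size factors, −0.17 without the mitochondrial genes and −0.55 with library size alone. The share of changed genes that were higher was 48.3%, 44% and 31.5% under these 3 scalings, and all log2 fold changes given for this experiment are relative to the TMM scale.

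**Figure D2:**
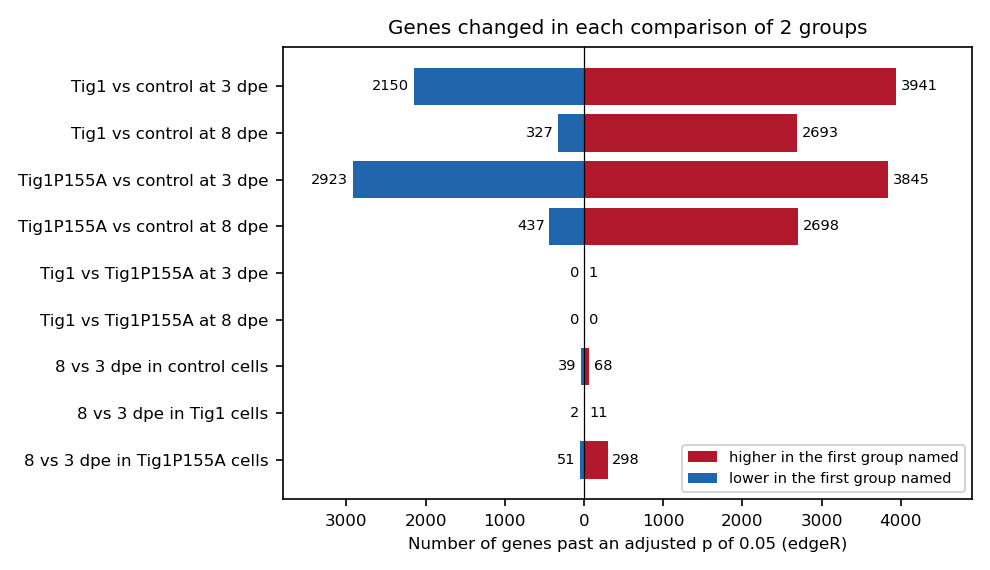
Number of genes past an adjusted p of 0.05 (edgeR) in each comparison of 2 groups, with genes higher in the group named first to the right and genes lower in it to the left. The bars are longest for the 4 comparisons with control cells.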

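Among genes with a symbol, a mean of at least 4 CPM and the same direction in all 4 comparisons with control, 5 were taken with the largest average rise and 5 with the largest average fall. Those that rose were FABP1 (AMEX60DD046133), BTLA (AMEX60DD047098), TREML1 (AMEX60DD009191), WNT8B (AMEX60DD051636) and ZDHHC2 (AMEX60DD045467), each above every control library of the same time point in 12 of 12 overexpressing libraries, with adjusted p between 3.08e-10 and 3.96e-06. Their fitted fold changes depend on the prior count, since control groups had few counts or none; against 3 counts over the group, FABP1 was at least 7120-fold higher with Tig1 and at least 7790-fold higher with Tig1P155A at 3 dpe. At 8 dpe it was 247-fold (95% counting interval 67.6 to 2050) and 337-fold (92.8 to 2790) higher than 2 counts in control cells. BTLA had 1 count in the control cells at 3 dpe, against which it was 2190-fold (393 to 86800) and 2620-fold (470 to 104000) higher, and at 8 dpe it was at least 565-fold and 725-fold higher. TREML1 was at least 845-fold and 807-fold higher at 3 dpe, and at 8 dpe 1550-fold (429 to 12800) and 513-fold (141 to 4240) higher than 2 counts. WNT8B had no count in any control library and was at least 180-fold higher in each of the 4 comparisons, and ZDHHC2, also without a count there, was at least 228-fold higher. The genes that fell were SHH, CCK (AMEX60DD022038), PI15 (AMEX60DD039930), PAX7 (AMEX60DD052322) and MMPE (AMEX60DD049502). PI15 fell by 4.81 on the log2 scale (SE 0.65, adjusted p = 8.49e-06) and MMPE fell as well (adjusted p = 3.65e-06), each below every control library of the same time point in 12 of 12. In PI15, 1 count with Tig1 at 3 dpe stood against 535 in control cells, 274-fold lower (49 to 10900). CCK had no count with Tig1 at 3 dpe, at least 305-fold lower, but fell by only 0.30 with Tig1 at 8 dpe (adjusted p = 0.935). PAX7 had no count with Tig1P155A at 8 dpe, at least 91.7-fold lower, and its average changed from −4.50 to −6.84 without Tig1 3 dpe replicate 2.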

Using K-means hierarchical clustering we grouped the top 2000 most variable genes into three main gene clusters (Fig. 6c). 

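Of the 2000 genes with the largest SD of log2(CPM + 4), k-means with 3 clusters placed 666 in a cluster that was lower in overexpressing cells, by −1.96 at 3 dpe and −1.32 at 8 dpe on average. The other clusters were higher: 918 genes by 2.41 and 2.02, and 416 genes by 4.62 and 4.18. Without any 1 control library these 2 clusters had 221 to 254 and 1118 to 1145 genes, and under the other scales 215 to 338 and 1033 to 1180, the middle one with smaller rises (0.63 and 1.10 without control 3 dpe replicate 1). A cluster of 601 to 629 genes was also lower under the other scales tried (a pseudocount of 1, values scaled to unit SD, and DESeq2-normalized counts), and one of 604 to 713 genes with each library left out in turn. Gene lists written beforehand were spread unevenly over these clusters: 12 of 17 connective tissue genes and 7 of 16 distal genes were in the lower cluster, and 12 of 17 myeloid genes were in the highest cluster and 3 in the middle one.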

Gene Ontology enrichment analysis of the three groups revealed the main GO term categories for each cluster. Cluster A (genes activated by Tig1) is enriched in GO terms related to developmental and tissue morphogenesis processes (Fig. 6d), whereas clusters B (genes activated by Tig1 at all timepoints) and C (genes activated by Tig1 but primarily at 8dpe) are enriched in the immune system and actin cytoskeleton remodelling processes respectively (Supplementary Fig. 21 and Supplementary Data 8).

**Fig. 6:**
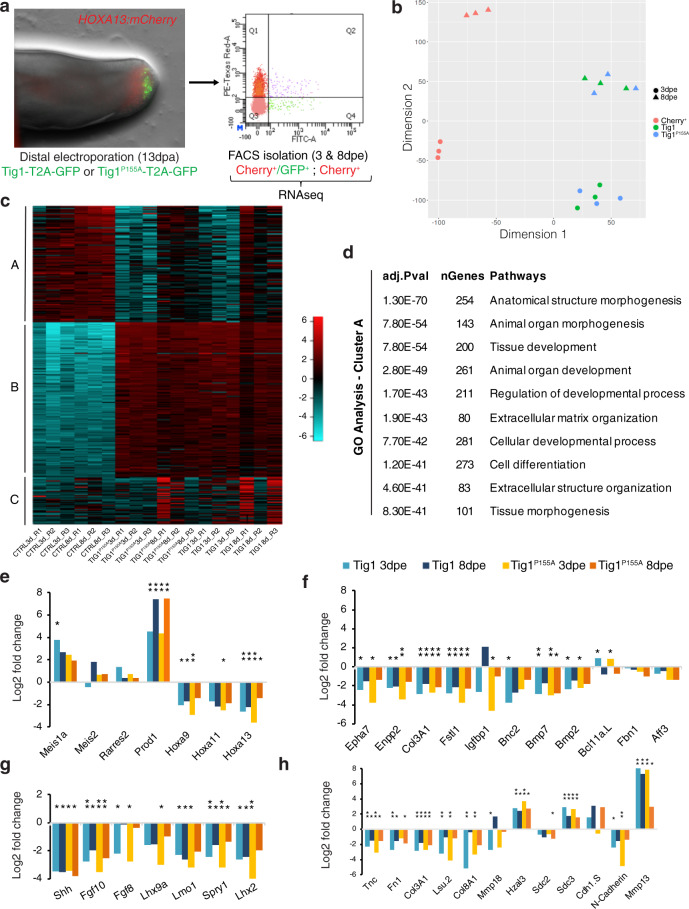
Tig1 reprogrammes distal cells to proximal identities. **a** Experimental design. Tig1-T2a-GFP or Tig1^P155A^-T2a-GFP were electroporated in the distal, mCherry^+^ domain of late bud blastemas of *Hoxa13:mCherry*^*Etnka*^ axolotls; FACS isolation followed by bulk RNAseq analysis was carried out for the indicated cells at 3 or 8dpe. **b** tSNE plot using the first and second dimension shows consistent behaviour between replicates and separation between treatments. **c** Heatmap of the 2000 most differentially expressed genes between conditions. **d** GO enrichment analysis of Biological Process for three gene groups determined by K-means hierarchical clustering, displaying the top ten enriched terms for cluster A. The enriched pathways are listed with their corresponding adjusted *p* values and the number of genes. The *p* values are corrected for multiple testing using a false discovery rate (FDR). **e**–**h** Tig1 overexpression in distal cells promotes a transcriptome shift toward proximal identity. Bars represent ratios of gene expression in Tig1 overexpressing cells versus control cells. **e** Relative gene expression changes in PD markers. Note that Tig1 overexpression leads to the upregulation of proximal factors Meis1a and Prod1 and the downregulation of distal genes including the master regulator Hoxa13 (**e**) and its downstream network (**f**). mCherry protein persists in distal cells even if Hoxa13 is downregulated. **g** Relative gene expression changes in genes associated with blastema growth. **h** Relative gene expression changes in cell adhesion/matrix remodelling factors. Adj. *p* values: *p < 0.05; **p < 0.001. Source data (including exact Adj. *p* values for **e**–**h**) are provided as a Source Data file.

Critically, in depth analysis of gene expression changes caused by Tig1 overexpression revealed effects in genes related to the establishment of the proximo-distal axis. 

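Prod1 (PROD1, AMEX60DD028208, chromosome 3p from 722854759 to 722913067) had 2.28 ± 2.26 CPM in control cells at 3 dpe, 69.4 ± 28.1 with Tig1 and 60.8 ± 24.8 with Tig1P155A. These are log2 fold changes of 4.93 (SE 0.84, adjusted p = 3.72e-04) and 4.74 (SE 0.84, adjusted p = 4.17e-04). At 8 dpe it had no count in control cells and 6.70 ± 3.84 CPM with Tig1 and 6.83 ± 3.45 with Tig1P155A, at least 197-fold higher with either form (3 counts over the group). All 12 overexpressing libraries lay above every control library of the same time point, and they also held more transcripts of 17 genes of myeloid cells. Meis1 (MEIS1, AMEX60DD035598) had 3 counts in control cells at 3 dpe, against which it was 26.7-fold higher with Tig1 (95% counting interval 8.51 to 135) and 13.1-fold higher with Tig1P155A (4.01 to 68). Its average rise had an adjusted p of 0.00969, and 9 of 12 overexpressing libraries lay above every such control. Of the single comparisons, only Tig1 at 3 dpe was past the threshold (4.75, adjusted p = 0.0356). It was not past it without control 3 dpe replicate 1 (0.117) or replicate 2 (0.129) or Tig1 3 dpe replicate 2 (0.112), with library size alone (0.0665) or with the replicate number in the model (0.0695), and without control 3 dpe replicate 3 the value was 7.50, while Tig1P155A at 3 dpe (0.117) passed it without control 3 dpe replicate 3 (0.0477). At 8 dpe, its log2 fold changes were 3.23 (SE 1.38, adjusted p = 0.154) with Tig1 and 2.26 (adjusted p = 0.315) with Tig1P155A. The former was 1.36 without Tig1 8 dpe replicate 1, and the latter −0.06 without Tig1P155A 8 dpe replicate 1. Meis2 (MEIS2, AMEX60DD012146) was not detectably changed on average (log2 fold change 0.64, SE 1.34, adjusted p = 0.779). Its sign turned without Tig1 3 dpe replicate 2 (−0.005), Tig1 8 dpe replicate 1 (−0.14) or Tig1P155A 3 dpe replicate 2 (−0.33). Hoxa13 (HoxA13, chromosome 2p from 873462809 to 873465329) fell from 90.1 ± 22.5 CPM in control cells to 14.4 ± 13.2 with Tig1 and 6.65 ± 3.86 with Tig1P155A at 3 dpe. At 8 dpe it fell from 82.9 ± 2.23 to 16.4 ± 4.45 and 29.5 ± 11.0. Its average log2 fold change was −2.56 (SE 0.33, adjusted p = 6.09e-06), below every control library of the same time point in 12 of 12. Among its single comparisons, Tig1P155A at 8 dpe was not past the threshold (−1.49, adjusted p = 0.109), except without Tig1 3 dpe replicate 1 (0.0479) or replicate 3 (0.0409), with DESeq2 (0.0392) or with every gene with a count tested (0.00309), and Tig1 at 8 dpe (−2.34, adjusted p = 0.0115) was not without Tig1 8 dpe replicate 2 (0.0657). The mean of 17 connective tissue genes fell by 2.16 on the log2 scale in the same libraries, and Hoxa13 relative to it fell by 0.592 (two-sided exact permutation test within time points, p = 0.147). Hoxa9 (HoxA9), whose group means differ from the paper's by up to 3.8 on the log2 scale, changed by −1.94 on average (SE 0.66, adjusted p = 0.025), below every control library of the same time point in 10 of 12. That call was lost without control 3 dpe replicate 1 (adjusted p = 0.066) or control 8 dpe replicate 2 (0.0594). Hoxa11 (HoxA11) changed by −1.91 (SE 0.67, adjusted p = 0.0291), below every such control in 12 of 12, and was not called without control 3 dpe replicate 1 (0.0504), control 3 dpe replicate 2 (0.0533) or control 8 dpe replicate 2 (0.0555).

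**Figure D3:**
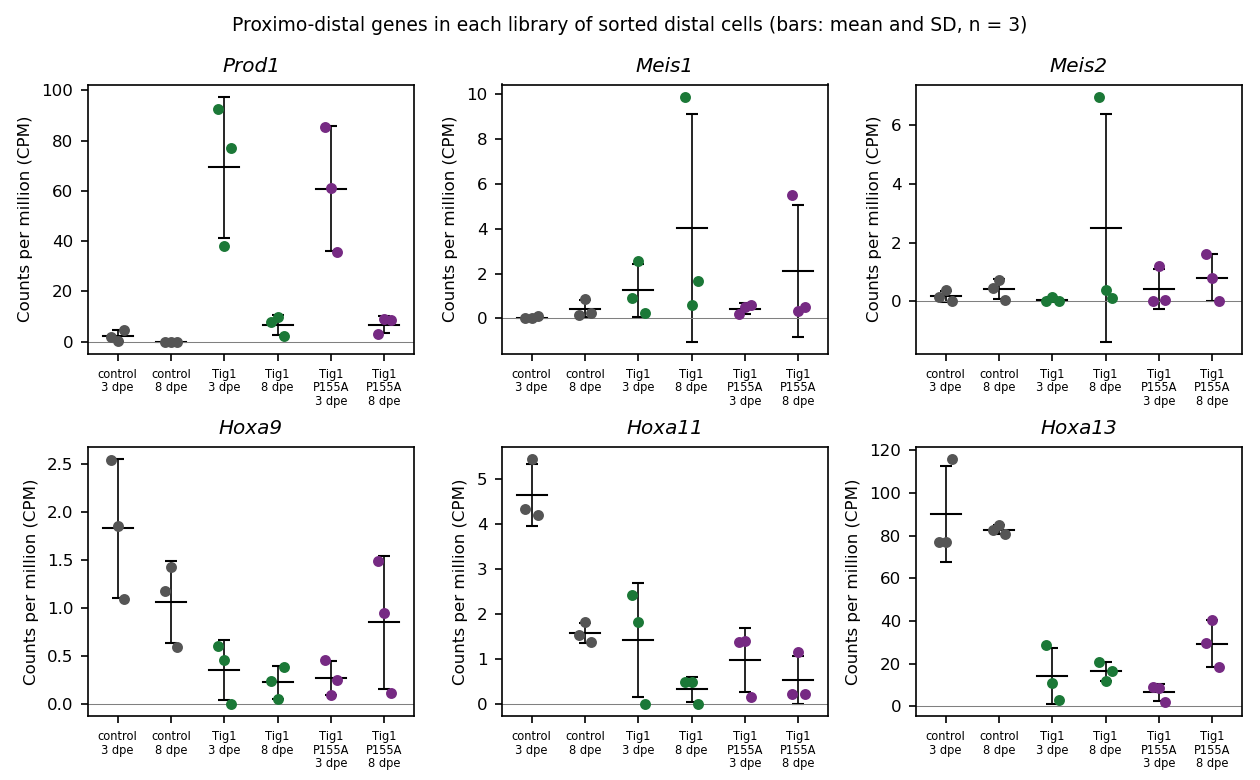
CPM (linear axis) of the proximo-distal genes in each library (points) of the 6 groups, with bars for the mean and SD of 3 libraries. Prod1 sits higher and Hoxa13 lower in each of the 12 overexpressing libraries than in each control library of the same time point.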

Tig1 overexpression results in a significant upregulation of the proximalisation factor *Prod1*, a moderate upregulation of the proximal regulator *Meis1*, and the downregulation of *Hoxa* genes, in particular, the distal marker Hoxa13 compared to control cells (Fig. 6e). Consistent with the latter, a network of 11 genes known to be either co-regulated or direct targets of Hoxa13 is also downregulated in response to either of the Tig1 forms (Fig. 6f). Among these are bone morphogenetic protein (BMP) genes *Bmp2* and *Bmp7*, important for sustaining progressive regeneration and formation of distal elements^28^. In addition, elevated Tig1 levels promote the downregulation of morphogenetic factors associated with blastema growth and patterning, including *Lhx9*, *Lmo1*, *Spry1* and *Lhx2* (Fig. 6g), which are known to be expressed in the distal portion of the developing and regenerating vertebrate limb and are downregulated in the axolotl limb upon proximalising doses of RA^29^. 

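Of these 11 genes, 9 have a row under their symbol that passed the filter, 1 (Bmp2) was matched by a looser spelling and 1 (Fbn1) holds no counts under its symbol. The row nearest to the paper's group means for Fbn1, LOC102059433 (AMEX60DD003755), chosen after the values were seen, changed by −0.62 (adjusted p = 0.612). It changed by 0.12 without control 8 dpe replicate 3 and by −1.99 without Tig1P155A 3 dpe replicate 3 (0.0768). Among the 9, 7 were lower on average in overexpressing cells, 0 were higher and 2 did not pass the threshold; adjusted over the list alone the number was also 7, which is not independent evidence, since the study showed these genes for the same samples. The fall was largest in Epha7 (EPHA7, AMEX60DD033914; −3.32, SE 0.68, adjusted p = 0.000686), below every control library of the same time point in 11 of 12 overexpressing libraries. With Tig1P155A at 3 dpe it had 2 counts against 317 in control cells, 101-fold lower (95% counting interval 27.6 to 834). Fstl1 (FSTL1, AMEX60DD046943) changed by −2.72 (SE 0.28, adjusted p = 3.65e-07), Enpp2 (ENPP2, AMEX60DD040394) by −2.41 (SE 0.47, adjusted p = 0.000421), Col3A1 (COL3A1) by −2.35 and Bnc2 (BNC2, AMEX60DD043399) by −2.16, each below every such control in 12 of 12. Igfbp1 (IGFBP1, AMEX60DD038153) changed by −1.76 on average (adjusted p = 0.00159), below every such control in 7 of 12, but with Tig1 at 8 dpe by 0.37 (adjusted p = 0.777). The sign of this last value was not stable: it ranged from −0.45 to 1.4 over the alternatives set before the data were examined. The group means of the rows EPHA7, IGFBP1 and BNC2 differ from the paper's by up to 4.7, 5.8 and 5.5 on the log2 scale. Bcl11a (BCL11A, AMEX60DD035398) showed no detectable average change (0.13, SE 0.20, adjusted p = 0.686): 5 overexpressing libraries lay above and 6 below all controls of their time point. At 3 dpe it was 0.95 with Tig1 (adjusted p = 0.0417) and 0.87 with Tig1P155A (0.0562). At 8 dpe it was −0.69 (0.199) and −0.63 (0.237). The call with Tig1 at 3 dpe was lost, among other settings, with library size alone (0.832), without the mitochondrial genes (0.138) and without control 3 dpe replicate 1 (0.156) or replicate 2 (0.245). Tig1P155A at 3 dpe passed without control 3 dpe replicate 3 (0.00418). Its average was −0.49 with library size alone, −0.09 without the mitochondrial genes and −0.06 without control 3 dpe replicate 2. Aff3 (AFF3, AMEX60DD047829) changed by −0.89 (SE 0.52, adjusted p = 0.19), and by −1.46 (adjusted p = 0.0377) with library size alone.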

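Bmp7 (BMP7, AMEX60DD027336, chromosome 3p from 353477612 to 354031374) fell from 12.1 ± 1.90 CPM to 1.46 ± 1.18 with Tig1 and 1.46 ± 1.41 with Tig1P155A at 3 dpe, and from 16.7 ± 3.07 to 4.91 ± 1.47 and 2.28 ± 0.91 at 8 dpe. Its average log2 fold change was −2.67 (SE 0.47, adjusted p = 0.000175), below every control library of the same time point in 12 of 12 overexpressing libraries. A row named BMP-2 (AMEX60DD035718), which was matched to Bmp2 only after the values had been seen, changed by −2.03 (SE 0.46, adjusted p = 0.00159) and lay below every such control in 11 of 12. At 8 dpe, Tig1 did not pass the threshold in either gene (adjusted p = 0.19 and 0.252), nor did Tig1P155A in BMP-2 (−1.82, adjusted p = 0.163).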

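All 7 genes of Fig. 6g have a row that passed the filter; 6 were lower on average in overexpressing cells and 0 higher, and 7 were lower when p was adjusted over the list alone, a list that the study showed for the same samples. Lhx2 (LHX2, AMEX60DD050555) changed by −2.84 (SE 0.49, adjusted p = 0.00013), Lmo1 (LMO1, AMEX60DD004749) by −2.81 (SE 0.62, adjusted p = 0.00143) and Spry1 (SPRY1, AMEX60DD044859) by −2.11 (SE 0.30, adjusted p = 1.55e-05), each below every control library of the same time point in 12 of 12. Lhx9 (LHX9, AMEX60DD018728), whose group means differ from the paper's by up to 1.3 on the log2 scale, changed by −2.14 (SE 0.55, adjusted p = 0.00479), below every such control in 11 of 12. Fgf10 (FGF10, AMEX60DD042028) went from 32.8 ± 1.96 CPM in control cells to 4.74 ± 4.26 with Tig1 and 2.85 ± 1.89 with Tig1P155A at 3 dpe (average log2 fold change −2.72, SE 0.36, adjusted p = 8.08e-06). Shh (SHH, AMEX60DD021621, chromosome 2p from 687768568 to 687801925) went from 46.7 ± 3.21 CPM to 2.53 ± 2.23 and 2.54 ± 3.17 at 3 dpe. At 8 dpe, 210 counts in control cells stood against 1 count with each form, 124-fold (95% counting interval 22 to 4920) and 149-fold (26.4 to 5910) lower. Of the 210, 172 are in control 8 dpe replicate 1, without which neither form passed the threshold at 8 dpe (−5.16, adjusted p = 0.157, and −5.25, 0.139). These calls were also lost without control 8 dpe replicate 2 or any 1 library of the form itself at 8 dpe. The average (−5.38, adjusted p = 0.000104) passed with each library left out in turn. Genes of connective tissue fell in the same libraries as well.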

Further, we observed downregulation of *Fgf8* (Fig. 6g), a negative regulator of Meis^30^ associated with the specification of the distal limb domain^31^. This inhibitory effect on distal growth provides a molecular explanation for the defects caused by Tig1 overexpression in mid bud blastemas (Fig. 3). 

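Fgf8 (FGF8, AMEX60DD052891, chromosome 8q from 640750081 to 640767989) was not called on average (log2 fold change −1.41, SE 0.65, adjusted p = 0.0902) and lay below every control library of the same time point in 6 of 12 overexpressing libraries. In control cells it had 13.9 ± 5.45 CPM at 3 dpe and 1.01 ± 0.73 at 8 dpe. With Tig1 and Tig1P155A it had 2.79 ± 4.26 and 1.72 ± 1.68 at 3 dpe (adjusted p = 0.144 and 0.0599) and 0.97 ± 0.40 and 0.83 ± 0.76 at 8 dpe (adjusted p = 0.99 and 0.934). The average passed the threshold with DESeq2 (−1.52, adjusted p = 0.0459), with library size alone (−1.90, 0.0207), with the replicate number in the model (−1.67, 0.0447) and with every gene with a count tested (−1.39, 0.0222); over the alternatives other than leaving out a library, the adjusted p lay between 0.0207 and 0.0832. It also passed without Tig1 3 dpe replicate 1 (−2.24, 0.00338), Tig1P155A 3 dpe replicate 1 (−1.68, 0.05) or Tig1P155A 8 dpe replicate 2 (−1.73, 0.0488). Tig1P155A at 3 dpe passed without Tig1 3 dpe replicate 1 (0.0184), replicate 2 (0.0368) or replicate 3 (0.0493) or Tig1P155A 3 dpe replicate 1 (0.046). It also passed with library size alone (0.0213), every gene with a count tested (0.0051), at least 1 CPM in at least 3 libraries (0.0495), DESeq2 (0.0105), the replicate number in the model (0.0265) and without the mitochondrial genes (0.0448). Tig1 at 3 dpe passed without Tig1 3 dpe replicate 1 (0.00459).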

Besides its effect on growth factors, Tig1 overexpression also promotes the downregulation of genes encoding factors that promote cell cycle progression, and the upregulation of genes encoding the tumour suppressors *Cdkn1B* and *Retinoblastoma* (Supplementary Fig. 22), consistent with the anti-proliferative effect of Tig1 (Supplementary Fig. 6). Also in agreement with the predicted functions of Tig1, a number of cell adhesion and ECM remodelling factors were found among the differentially expressed genes (Fig. 6h), suggestive of changes in cell affinity and migratory capabilities. These include the downregulation of *Tnc, Fn1, Col3A1, Lsu, Col8A1, Mmp18* and *N-cadherin*, and the upregulation of *Hzal3*, *Sdc3*, *Cdh1* and *Mmp13*. 

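A list of cell cycle genes fixed beforehand has 24 genes that passed the filter, 10 of them named in the paper for these samples and 23 with at least 4 CPM on average in control cells. All 24 were lower on average in overexpressing cells, with a median log2 fold change of −1.34 (interquartile range −1.51 to −0.97), and the median stayed negative under each scaling tried (lowest −1.91 with library size alone). As a set they were lower than other genes (camera with a preset correlation of 0.01, adjusted p = 1.74e-07 over 12 lists). That result held in fry (adjusted p = 1.60e-06) but not on average with an estimated correlation (0.0522), by which both forms passed at 3 dpe; 20 of the genes passed the threshold, 21 adjusted over the list alone. In single comparisons, edgeR called 13 with Tig1 and 18 with Tig1P155A at 3 dpe (medians −1.66 and −2.10). At 8 dpe it called 0 with either form (medians −0.72 and −0.75), while 7 had an unadjusted p under 0.05 and DESeq2 called 4 with each. Cdkn1B (CDKN1B, AMEX60DD006813, chromosome 12q from 26343198 to 26347052) rose from 49.5 ± 8.59 CPM in control cells to 121 ± 30.0 with Tig1 and 139 ± 28.0 with Tig1P155A at 3 dpe. Its average log2 fold change was 1.12 (SE 0.20, adjusted p = 0.000183) and 12 of 12 overexpressing libraries lay above every control library of the same time point; with library size alone it was 0.57 (adjusted p = 0.128). The gene named RB (AMEX60DD049018), which the paper's files pair with Retinoblastoma, rose from 33.3 ± 1.72 to 91.9 ± 16.2 and 82.6 ± 19.1 CPM at 3 dpe (average log2 fold change 1.38, SE 0.17, adjusted p = 2.9e-06), also above every such control in 12 of 12. The range of its average over all alternatives was 0.84 to 1.44. In the same libraries, connective tissue genes fell on average (median log2 fold change −2.07) and myeloid genes rose (7.06). The cell cycle genes, Cdkn1B and RB were not scaled to either list, so a different mix of sorted cells may contribute to their changes.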

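Of the 12 genes of Fig. 6h, 10 have a row that passed the filter, with COL4A1 taken for Lsu, HYAL3 for Hzal3 and CDH2 for N-cadherin. Of these, 8 were lower on average in overexpressing cells, 1 was higher and 1 did not pass the threshold (7, 2 and 1 with the row MMP7 in place of MMP13). Adjusted over the list alone 9 passed, a list that the study showed for the same samples. Connective tissue genes fell by a median of −2.07 in the same libraries and myeloid genes rose. The genes of Fig. 6h were not scaled to either, so a different mix of sorted cells may contribute to their changes. Tnc (TNC, AMEX60DD050822) changed by −2.23 (SE 0.31, adjusted p = 1.14e-05), below every control library of the same time point in 12 of 12 overexpressing libraries, N-cadherin (CDH2, AMEX60DD039579) by −2.65 (adjusted p = 0.000256) in 12 of 12, and Fn1 (FN1, AMEX60DD055420) by −1.84 (adjusted p = 0.000461) in 10 of 12. The row COL4A1 (AMEX60DD047873) changed by −2.50 (adjusted p = 0.000313) and Sdc2 (SDC2, AMEX60DD040162) by −0.84 (adjusted p = 0.011), each below every such control in 10 of 12. Col8A1 (COL8A1, AMEX60DD048332) changed by −3.09 (SE 0.57, adjusted p = 0.000266), below every such control in 9 of 12. With Tig1 at 3 dpe it had 2 counts against 400 in control cells, 103-fold lower (95% counting interval 28.2 to 850), while at 8 dpe it changed by −0.32 with Tig1 (adjusted p = 0.86). Sdc3 (SDC3, AMEX60DD005444, chromosome 11q from 788742030 to 789545931) rose from 59.2 ± 15.0 CPM in control cells to 492 ± 99.0 with Tig1 and 411 ± 109 with Tig1P155A at 3 dpe, with an average log2 fold change of 2.33 (SE 0.18, adjusted p = 9.06e-09), above every such control in 12 of 12. A row named CDH1.S (AMEX60DD017034), matched to Cdh1 only after the values had been seen, changed by 2.38 (SE 1.24, adjusted p = 0.135), above every such control in 7 of 12 and below in 2. It was called when every gene with a count was tested (adjusted p = 1.59e-08), at the same log2 fold change of 2.38. That setting moved adjusted p far at nearly unchanged fold changes in other genes too, so a call by it alone carries little weight. The row HYAL3 (AMEX60DD024174) did not change detectably (−0.51, SE 0.46, adjusted p = 0.418); its group means differ from the paper's by up to 2.3 on the log2 scale. The row MMP13 (AMEX60DD049488) was lower (−1.51, SE 0.55, adjusted p = 0.0354), below every such control in 8 of 12. That call was lost without control 3 dpe replicate 2 (0.056) or replicate 3 (0.0643), control 8 dpe replicate 2 (0.0571) or replicate 3 (0.104), Tig1 3 dpe replicate 3 (0.0568), or Tig1P155A 3 dpe replicate 1 (0.0513) or replicate 3 (0.0546). Another row, named MMP7 and chosen after its values were seen, has group means within 0.03 of the paper's for Mmp13 on the log2 scale, against 11 for the row MMP13. MMP7 had no count in control cells and was higher on average (adjusted p = 6.86e-05). It was at least 336-fold and 245-fold higher with Tig1 at 3 and 8 dpe and at least 226-fold and 6.11-fold with Tig1P155A, the last not past the threshold (0.129). No row is named Mmp18; the row COL (AMEX60DD049490), within 0.063 of its values and also chosen after they were seen, changed by −0.95 on average (adjusted p = 0.284). With Tig1 and Tig1P155A it changed by −3.07 (0.0642) and −2.69 (0.0935) at 3 dpe and by 2.21 (0.254) and −0.27 (0.943) at 8 dpe.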

Of note, *Mmp13* upregulation has been shown to occur upon proximalising RA doses^29^. Further, *Cdh1* and *Sdc3* were found to be upregulated in proximal connective tissue cells during limb regeneration according to our PCA analysis (Supplementary Fig. 1c). These observations are consistent with the acquisition of proximal ECM and cell affinity expression profiles upon Tig1 overexpression and provide a mechanistic explanation for the effect of Tig1 in the engulfment and displacement assays. 

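Between 8 and 3 dpe, 107 genes changed in control cells, 13 in Tig1 cells and 349 in Tig1P155A cells, and DESeq2 called 608, 775 and 1448; 2310, 3196 and 3400 genes had an unadjusted p under 0.05. These counts rest on single libraries. In control cells the count was 67 without control 3 dpe replicate 1, 66, 55 and 31 without control 8 dpe replicates 1, 2 and 3, 63 without Tig1P155A 3 dpe replicate 2, and 58 and 67 without Tig1P155A 8 dpe replicates 2 and 3. In Tig1 cells it was 58 and 22 without control 3 dpe replicates 1 and 3, 4 and 5 without control 8 dpe replicates 2 and 3, and 332, 0 and 0 without Tig1 3 dpe replicates 1, 2 and 3. It was 3, 37 and 3 there without Tig1 8 dpe replicates 1, 2 and 3, and 79, 40 and 93 without Tig1P155A 3 dpe replicates 1, 2 and 3. In Tig1P155A cells it was 216 and 214 without control 8 dpe replicates 2 and 3, 88 and 55 without Tig1P155A 3 dpe replicates 1 and 3, and 138 and 130 without Tig1P155A 8 dpe replicates 1 and 2.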

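The genes of Fig. 6e–h with a row that passed the filter number 31. Of these, edgeR called 2 between 8 and 3 dpe in control cells, 1 in Tig1 cells and 4 in Tig1P155A cells, DESeq2 7, 5 and 11; adjusted over the list alone there were 9, 7 and 18. The smallest p were those of Bcl11a in control cells (log2 fold change 2.29, SE 0.34, adjusted p = 0.00403), Col8A1 in Tig1 cells (adjusted p = 0.0281, with 2 counts at 3 dpe) and Tnc in Tig1P155A cells (3.36, SE 0.57, adjusted p = 0.00864). The edgeR count in control cells was 1 without control 8 dpe replicate 1, 2 or 3. In Tig1 cells it was 0 without control 8 dpe replicate 2, Tig1 3 dpe replicate 2 or 3, or Tig1 8 dpe replicate 1 or 3, 2 without control 3 dpe replicate 1 or Tig1P155A 3 dpe replicate 1 or 2, 3 without Tig1P155A 3 dpe replicate 3, and 5 without Tig1 3 dpe replicate 1. In Tig1P155A cells it was 7 without Tig1 3 dpe replicate 1, and 0 and 1 without Tig1P155A 3 dpe replicates 1 and 3. Whether the effect of overexpression itself differed between 8 and 3 dpe was tested as an interaction: edgeR called 0 of the 31 genes, 9 had an unadjusted p under 0.05, 3 passed adjusted over the list alone and DESeq2 called 4. The smallest interaction p was again that of Bcl11a (−1.57, SE 0.40, adjusted p = 0.154), the gene called without control 3 dpe replicate 3 (0.0311).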

Interestingly, whereas our global analysis reveals moderate dynamic changes in gene expression between 3 and 8dpe (Fig. 6b, c), no significant changes are observed for the aforementioned PD-related genes (Fig. 6e–h). This suggests that Tig1 elicits a rapid and stable transcriptome re-shaping towards proximal identity in originally distal cells, already manifest at 3 dpe. Altogether, this dataset demonstrates that Tig1 confers blastema cells proximal values and hinders distalisation.

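A list of distal genes written beforehand has 16 genes that passed the filter, 7 of them named in the paper for these samples; 15 were lower on average in overexpressing cells, with a median log2 fold change of −2.35 (interquartile range −2.75 to −1.81). As a set they were lower than other genes (camera, adjusted p = 2.41e-05), and so they were in fry (adjusted p = 0.000157) but not with an estimated correlation (0.154); 13 passed the threshold one by one and 15 adjusted over the list alone. Hoxd13 (HoxD13), a gene of this list picked after its values were seen, fell from 32.7 ± 7.62 to 6.27 ± 6.45 CPM with Tig1 at 3 dpe (average −2.74, SE 0.53, adjusted p = 0.000469). In a list of 17 connective tissue genes, of which 16 have at least 4 CPM on average in control cells and 0 are named in the paper for this experiment, 16 were lower, with a median of −2.07 (interquartile range −2.50 to −1.74; camera adjusted p = 1.74e-07, fry 1.44e-06, estimated correlation 0.0522, by which only Tig1P155A at 3 dpe passed). Distal genes relative to the connective tissue genes fell by 0.292 (two-sided exact permutation test within time points, p = 0.497). Of 7 genes in a list of proximal genes, 4 of them named in the paper, 3 were higher and 4 lower. The median of that list was −1.08 and its mean 0.24, and the set test pointed lower (camera adjusted p = 0.297, fry 0.0512). From the absence of significant changes between 3 and 8 dpe in the genes of Fig. 6e–h, the paper proposes a rapid and stable shift of the transcriptome towards proximal identity. From the dataset as a whole it concludes that Tig1 gives blastema cells proximal values and hinders their distalisation.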

### Tig1 affects the expression of proximo-distal regulators

In order to validate the RNAseq and obtain further insights into the impact of Tig1 on the expression of PD-related factors, we performed qRT-PCR analysis on *Hoxa13:mCherry* sorted cells after Tig1 electroporation, according to the conditions used for the RNAseq (Fig. 7). We observed that overexpression of either Tig1 or Tig1^P155A^ leads to the upregulation of the proximal factor *Prod1*, as well as the downregulation of *Hoxa11*, *Hoxa13*, the distal growth factor *Lxh2*, and two additional *Hoxa13*-regulated genes, *Enpp2* and *Epha7* (Fig. 7), consistent with the results of our RNAseq analysis. Interestingly, we note that Tig1 overexpression not only leads to an increase in the relative levels of Tig1 mRNA, but also to an increase in Tig1 5’UTR (not present in the pN2-Tig1 vector), indicating that increased Tig1 levels result in the upregulation of *Tig1* transcription, constituting a positive feedback loop (Fig. 7). It is noteworthy that *Meis1* expression shows an upward trend upon Tig1 overexpression even though, due to the high variability between the replicates, the increase does not reach statistical significance. An association between *Meis* and *Tig1* gene expression is also indicated by our PCA analysis of connective tissue cells at 11 dpa (Fig. 1 and Supplementary Fig. 1). Therefore, it is conceivable that *Tig1* activation is achieved through the upregulation of *Meis* factors, given that the Tig1 promoter contains Meis binding sites (Supplementary Data 4). This is a notion that merits further exploration.

**Fig. 7:**
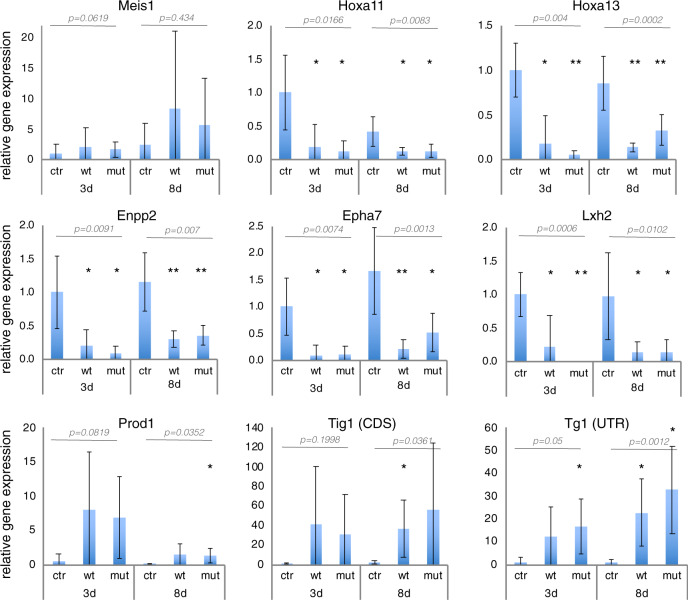
Tig1 affects the expression of proximo-distal factors Meis1, Prod1 and Hoxa13. qRT-PCR quantification of the expression of the indicated factors in FACS-sorted blastema cells from *Hoxa13:mCherry* axolotls at 3 or 8 days post electroporation with the indicated constructs, relative to the control sample at 3 dpe. Rpl4 was used as a normaliser. *p* values are indicated in grey (Welch ANOVA test, group analysis); *p < 0.05; **<0.001 (Welch *t*-test for individual analysis, *p* values indicated in the figure). Error bars represent SD. Source data are provided as a Source Data file.

Lastly, we asked whether the gene expression signatures associated to Tig1 overexpression match those found in non-perturbed, proximal or distal cells from blastema connective tissue. By evaluating the contribution of Tig1 up or downregulated genes to the PC1 of early blastema connective tissue cells, we found that most Tig1-upregulated genes contribute to the proximal end of PC1, whereas downregulated genes contribute to the distal compartment (Fig. 8b). Further, we calculated a score based on Tig1 up or downregulated genes for each cell of the early blastema (Fig. 8a and Supplementary Data 9, 10), which reveals a differential clustering of cells. Cells with a high Tig1-upregulated gene score were found at the proximal side of the UMAP, whereas those with a high Tig1-downregulated gene score were located at the distal-most end. The expression of key PD markers for the top 100 cells of each condition after scoring supports a proximal identity of cells enriched in genes upregulated by Tig1 overexpression, and a distal identity of cells enriched in genes that are downregulated by Tig1 overexpression (Fig. 8c). Together, these results suggest that Tig1 is associated with and actively regulates the network of factors that modulate proximo-distal identity in the salamander limb.

**Fig. 8:**
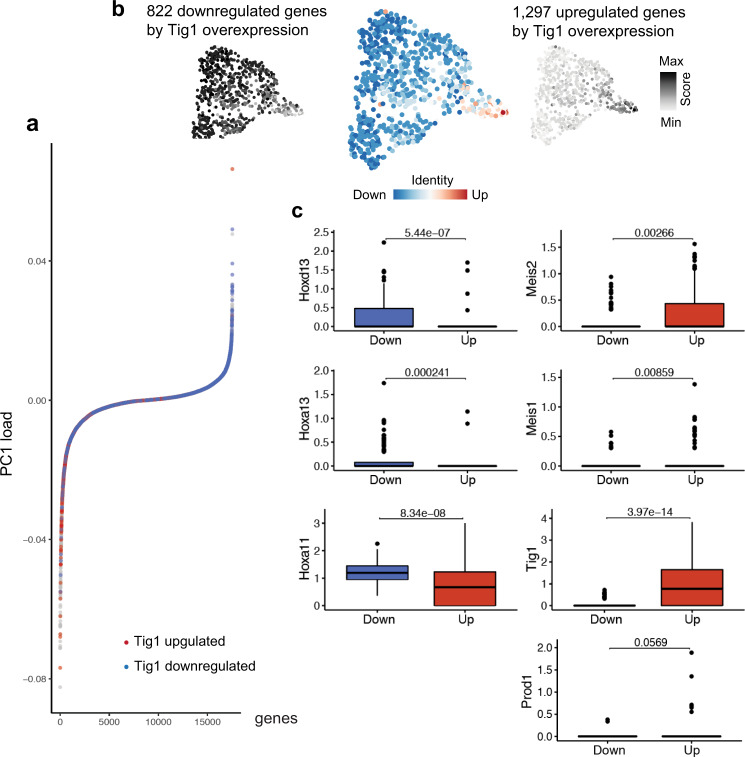
Genes up and downregulated by Tig1 map on opposite ends of the proximo-distal axis of the regenerating limb. **a** Contribution of up- and downregulated genes by Tig1 overexpression to PC1 (see Fig. 1b). Note that most genes upregulated by Tig1 overexpression map to the proximal portion of PC1, whereas genes downregulated by Tig1 overexpression contribute to the distal portion. **b** Up- and downregulated genes by Tig1 overexpression were used to calculate either an upregulation (right) or a downregulation (left) score for each cell as well. **c** Boxplots represent the gene expression levels for the given genes among the top 100 cells expressing Tig1-upregulated genes (red) and top 100 expressing Tig1-downregulated genes (blue) cells based on the scoring in (**b**). The box horizontal boundaries define the interquartile range (upper boundary: 75th percentile and bottom boundary: 25th percentile of dataset values), the internal line indicates Median, whiskers indicate highest and lowest value for each condition excluding outliers. Results of a *t*-test comparing the gene expression distributions for the two groups are shown above each boxplot panel.

## Discussion

The molecular and cellular basis of positional identity remains poorly understood^1,32^. Mechanistic knowledge is currently lacking, from the molecular factors that determine the PD nature of a cell, to their coordination and their re-specification in a regenerative context. Our study offers significant insights into this problem by identifying Tig1 as a determinant of PD identity.

Whilst a system for the specification of PD identity has been proposed to operate at the cell surface level, Prod1 remained its only presumed component. Like Prod1^11^, Tig1 is an RA-responsive factor localised to the cell surface and exhibiting graded PD expression in the mature limb. Further, Prod1 expression is regulated by Meis^12^ and, as our Tig1 promoter analysis suggests, *Tig1* is also a putative Meis target. Yet unlike Prod1, which is salamander-specific^33^ and lacks a membrane anchor in the axolotl^16^, Tig1 is highly conserved through evolution and membrane-bound, raising the possibility that it forms part of a conserved PD determination mechanism. Tig1 resembles Prod1 in that it mediates cell behaviours associated with proximal identity, including the engulfment activity of apposed proximal and distal blastemas, and the displacement of blastema cells to proximal locations. Further, like Prod1^9^, Tig1 overexpression leads to patterning defects during limb regeneration, primarily affecting distal elements. Altogether, this strongly suggests that Tig1 is involved in the determination of proximal identity. Yet, our study provides additional evidence for this notion, namely the demonstration that Tig1 is able to elicit the reprogramming of distal cells to a proximal identity.

To our knowledge, this is the first example of a cell surface molecule able to induce a global reprogramming of proximo-distal identity. Based on our observations we hypothesise that the amount of Tig1 molecules at the cell surface determines the expression levels of proximal factors such as Meis1/2 and Prod1 to confer proximal identity. This, together with its graded expression along the PD axis of the mature limb, raises the possibility that Tig1 could form part of a positional identity system encoded at the cell surface level. In this model, Tig1 levels would confer spatial coordinates to adult tissues and contribute to the sensing of PD positional disparities upon amputation, an essential component of the regenerative response^2,34^, as previously proposed for Prod1^11^. It would be of interest to address whether Prod1 and Tig1 act together in order to mediate PD disparity recognition. The existence of cell-autonomously encoded spatial information in adult cells has been well-documented in human fibroblasts, where it is epigenetically maintained^35,36^. It would thus be informative to address if Tig1 is also associated with positional information in mammals, and whether epigenetic mechanisms are responsible for the regulation of its expression as well as that of other PD factors.

Besides the regulation of proximal factors, Tig1-induced reprogramming involves a number of additional, noteworthy processes. First, it entails a marked downregulation of distal factors. Whether the prevention of distalisation is sufficient to proximalise cell identity is an important outstanding question. Second, it is associated with a marked anti-proliferative molecular signature, consistent with the fact that Tig1 counteracts proliferation. It is thus possible that a stable proximal identity is associated with a lack of cell proliferation. This is in agreement with the decrease in proliferation observed in the proximal-most regions of the late blastema^37^. Importantly, however, suppressing cell cycle progression is not sufficient to promote proximal translocation. Lastly, the mechanisms by which the levels of this cell surface factor determine broad transcriptional changes are as yet unknown. It is conceivable that cytoskeletal arrangements are involved, as Tig1 has been proposed as a modulator of microtubule dynamics^38–40^, a notion that should be addressed by further research.

Given the importance of Tig1 for the specification of proximal identity, and taking its plastic responsiveness to RA treatment in both blastema and mature limb tissues into account, we propose that Tig1 is a likely mediator of the RA-dependent proximalisation effect^10,41^. Meis1 has been proven necessary for the proximalising activity of RA in this context^14^. In light of our observations, in particular the upregulation of Tig1 upon RA treatment and the upregulation of Meis1 following an increase in Tig1 levels, forthcoming efforts should identify whether Tig1 is part of the RA-responsive molecular network which regulates proximalisation of regenerating structures.

Together, the body of evidence hereby presented indicates that Tig1 is a central regulator of proximo-distal identity. While this clearly constitutes an important step towards understanding the molecular network underlying PD determination, critical questions remain. These include the nature of the connection between Tig1 and other key factors, such as Prod1 and Meis, in the determination of PD identity, the contribution of Tig1 to a putative system of positional memory, and its mechanism of action at the cellular and molecular levels, particularly whether and how it may act as a sensor of positional disparity between cells. Future studies will provide answers to these questions, delivering fundamental insights into the mechanism underlying positional identity in a vertebrate context.

## Methods

### Animal husbandry

Procedures for care and manipulation of all animals used in this study were performed in compliance with the Animals -Scientific Procedures- Act 1986 (United Kingdom Home Office), and the laws and regulations of the State of Saxony, Germany. Axolotls (*A. mexicanum*) were obtained from Neil Hardy Aquatica (Croydon, UK) and from the axolotl Facility at TUD-CRTD Center for Regenerative Therapies Dresden (Germany). Animals were maintained in individual aquaria at ~18–20 °C, as previously described^26^. Axolotls of the leucistic (d/d) strain were used in all experiments, except for the engulfment assay, where Caggs:EGFP^42^ transgenics were also used.

### Animal procedures and tissue collection

Animals of length between 2.5 and 4 cm from snout to the cloaca (that is, between 4 and 8 cm from snout to tail tip) were used in all experiments, except for the engulfment assay, for which animals 7–10 cm from snout to cloaca were utilised.

Axolotls were anesthetised in 0.03% benzocaine (Sigma) prior to limb amputation at the mid-humerus or mid-radius/ulna level as indicated. Animals were allowed to regenerate at 20 °C and limbs or blastemas collected and processed for various assays as specified. Axolotl regeneration stages were defined as previously described^43^. For RA treatments, anaesthetised axolotls were injected i.p. with freshly made stocks of 30 mg/ml all-trans retinoic acid in DMSO, at 100 μg/g body weight. All procedures were performed using Olympus SZX10 microscopes. Injections were carried out with a Narishige micromanipulator connected to a PV820 pressure injector (WPI).

### Tig1 cloning

For cell localisation studies, *A. mexicanum* (*Am*) Tig1 and *H. sapiens* Tig1 were amplified and cloned into a pEGFP-N2 vector (Clontech) in which the eGFP sequence was removed and a myc tag added in either C- or N- terminal positions, using standard cloning techniques. For expression studies, Am TIG1 or Prod1 were cloned into a pEGFP-N2 vector (Clontech), replacing the EGFP sequence. The p53-N2 vector was previously described (Yun et al., 2013). The *Am* TIG1^P155A^ mutant version was generated using a site-directed mutagenesis kit (New England Biolabs). For baculovirus production, *Am* Tig1^wt^ and *Am* Tig1^P155A^ cDNA sequences were coupled with a T2a element followed by a reporter gene, EGFP or mCherry, and inserted into a pOEMGED baculovirus-rescuing vector (Oliveira et al. 2018). Two fragments corresponding to Tig1 gene and T2a-mCherry sequences were amplified from pN2-TIG1-myc vectors using standard PCR techniques, and integrated into a BmtI and EcoRI-HF-digested pOEMGED plasmid via Gibson assembly method (NEB), with 1:3:3 plasmid to amplicon ratio. The Tig1-T2a-EGFP cassette was then transferred to a small transfection vector derived from a SacI and SphI-HF – digested pGEM-T plasmid and ligated using classic cloning techniques. The same strategy was used to generate pOEMGED and pGMT-derived vectors containing the Tig1^P155A^ sequence.

### Displacement assay

Forelimbs of 4 cm (snout-tail length) axolotls were amputated at the distal end of the humerus. At 4 days postamputation, the distal region of blastemas was co-injected and electroporated with a reporter plasmid (pEGFP-N2 or pRFP-N2; Clontech) together with the Tig1, Tig1^P155A^, Prod1 or a p53 gene plasmids alone or in combinations as indicated (Fig. 3 and Supplementary Figs. 6, 8, 9), using a 1:3 reporter plasmid to plasmid or mix ratio, with a final DNA concentration of 2 µg/µl. Animals were carefully placed in a tightly fit 2% agarose mould in a petri dish with 0.8 PBS, and electroporated using the NepaGene Nepa II machine coupled with CUY611P3-1 electrodes (Xceltis). A bipolar poring pulse of 70 v for 5 ms and subsequent 5 bipolar transfer pulses of 50 v for 50 ms, with an interval of 999 ms and 5% decay were applied. Gene expression was accessed at 1, 7, 12, 28 dpe using light microscopy. Scoring for the localisation of cells according to the upper arm, lower arm and hand levels used to calculate the frequency of displacement phenotypes was done manually. All samples were analysed at the endpoint (28 dpe). This analysis took into consideration any identifiable cell observed at a given PD level.

### Image analysis of cell distribution along the PD axis

The spatial distribution of electroporated cells and their clones along the proximal-distal (PD) axis of the regenerating axolotl limb was quantified by using Meandros, a Python 3-based image analysis tool that we designed to extract intensity profiles from fluorescent signals spread over non-linear tissue shapes (full methods will be described elsewhere). Through a user-friendly graphical user interface (GUI), Meandros allows simultaneous handling of multiple images, analyse them and run statistical tests on the flight to finally export the analysed data and plots. Briefly, we used the following modules from Meandros: (I) ROI detection: Meandros automatically detected the initial ROI contours delimiting the borders of the regenerating limb from the brightfield of the microscopy images by using a deep neural network approach^44^, using the Mask R-CNN solution^45^ as architecture and utilising ResNet101^46^ as a backbone. When necessary, we fine-tuned this initial automatic guess by using the Ramer–Douglas–Peucker (RDP) algorithm to manually correct the ROI contours and export the corrected limits with Bézier curves. (II) PD axis determination: By using the image brightfield, we identified the PD axis by drawing a Bézier curve crossing the amputation plane, passing by the elbow and the wrist joints together with the digits tip. We arbitrarily settled the amputation plane and the distal extreme of the longest digit tip as 0 and 100% of the PD axis, respectively, and we annotated the elbow and wrist joints as anatomical landmarks for the ulterior analysis. (III) Thresholds and exclusion areas: By using the image channels depicting the fluorescent signal of interest, we selected the image-dependent intensity threshold discriminating from the background the pixels that later were quantified. When necessary, we excluded from the analysis image areas in which unspecific signal was present, such as bone autofluorescence or tissue heterogeneity-derived light diffraction artefacts, by enclosing them within a polygon. (IV) Collapsing 2D images into a 1D axis: We collapsed the 2D image information into the 1D PD axis obtained for each image. To achieve this, Meandros determined the orthogonal direction to the tangent line passing by each pixel of the PD axis. The tangent line in the pixel *i* from the PD axis was calculated from the least square line fitted to the *i* − *j*, *i* − *j* − 1, …, *i*, …, *i* + *j* − 1, *i* + *j* pixels, where *j* was set in its default value of 20. Thus, for each pixel *i* of the PD axis, Meandros determined the number of pixels belonging to the orthogonal line intersecting the domain within the ROI (*w*_*i*_), and the frequency of them with intensity higher than the previously settled threshold (*f*_*i*_). Observables: We quantified each PD profile as the spatial distribution along the PD axis coordinate *i* of the ratio between each *fi* and its maximal value along the PD axis *f*_*max*_ (*f*_*i*_/*f*_*max*_). We also quantified the local limb width profile as each *w*_*i*_ along the coordinate *i* of the PD axis.

### Engulfment assay

To generate blastemas of distinct proximal-distal values, forelimbs of 8.5 cm (snout-vent length) animals were amputated either at the stylopod at the distal end of humerus, or at the distal end of radius/ulna level. At 12 days postamputation, blastemas along with 2 mm of the adjacent stump were collected and washed twice in A-PBS (80% 1X PBS). The epidermis was carefully removed with the help of fine forceps.

When using exclusively DD white axolotls, one blastema of each pair was labelled with Fast-DiO or CM-DiI at a concentration of 0.15 mg/mL and 0.25 mg/ml, respectively, diluted in serum-free MEM and incubated for 30 min at 25 °C, and finally washed twice with A-PBS. In the other cases, the pairs consisted in one white and one GFP (Caggs:EGFP^42^) -derived blastema.

The stump segment was removed, thereby creating a basal surface corresponding to the proximal-most area of the blastemas. Blastema pairs were then transferred to wells of 24 or 96 multi-well plates and juxtaposed at their basal surface. Space in between wells was filled with water to maintain a moist environment, and the plate was incubated at 25 °C for 20 min. Blastemas retain a thin PBS layer on its surface that prevents them from drying for such a short period of time. MEM supplemented with 5% FBS was carefully added to the wells to cover the blastema pair, and incubation proceeded for 7 days at 25 °C, 5% CO_2_. Images were acquired in Zeiss Axio Zoom V16 microscope (Zeiss) and processes using Zen 2.3 (blue edition) software.

Treatment with antibodies against *Am* TIG1, *Am* PROD1, *Am* TMEFF1 or control IgG rabbit antibody (antibody section) was performed at a final concentration of 20 µg/ml in MEM supplemented with 5% FBS. The solution was added to the juxtaposed blastema pairs after a 20 min incubation period and maintained until the end of the experiment.

### Baculovirus-mediated transduction

Baculovirus-mediated transduction of axolotl tissues was performed as described elsewhere^25^. Briefly, Baculovirus was pseudotyped with *vsv-ged* gene, inserted into the rescue vector under the baculovirus polyhedrin promoter. Genes of interest (Tig1^wt^-T2a-EGFP and Tig1^P155A^-T2a-EGFP) were cloned into the baculovirus rescue vector under the *CMV* promoter using standard restriction enzyme methods. Pseudotyped baculoviruses carrying the gene of interest were generated by co-transfection of the rescue vector together with replication-incompetent baculovirus DNA into a modified *Spodoptera frugiperda* cell line (expresSF+, ProteinSciences Corporation). Upon culture expansion, recombinant baculoviruses were collected, concentrated and purified. Baculovirus titre was assessed by end-point dilution assay in SF-9 Easy Titer cells, a modified *Spodoptera frugiperda* cell line expressing a reporter *egfp* gene under the control of the baculovirus polyhedrin promoter.

Expression of the genes of interest in axolotl blastemas was achieved by injecting the corresponding baculovirus (2 µl each; Bv titre: c. 1 × 10^12^) into the upper arm blastemas as indicated. Injections were performed using a glass capillary needle pulled on a micropipette puller (Sutter Instrument Co. model P-97). Glass capillaries (1.2 mm OD, 0.9 mm ID borosilicate glass) were acquired from Harvard Apparatus.

### Bone and cartilage staining and segment measurements

Regenerates were fixed with 1% MEMFA, washed with PBS-Tween (0.2%), equilibrated for 10 min in 25 and 50% EtOH, and then incubated in alcian blue-60% EtOH solution for 1 h at 37 °C. Samples were washed for 1 h in 60% EtOH–acetic acid solution, placed in 95% EtOH for 15 min and then in 1% KOH solution for 10 min, followed by a 35 min incubation with alizarin red-1% KOH solution at room temperature. Samples were washed in 1% KOH–85% glycerol for 10 min and then overnight, and stored in 20% glycerol–PBS. Images were acquired and the length of the upper arm, lower arm and hand segments was estimated by measuring the length of the humerus, radius and ulna, and from the wrist until the tip of the second finger, respectively.

### Cell culture

Axolotl AL1 cells (initially derived by S. Roy, University of Montreal, Montreal, Canada) were grown on 0.75% gelatin-coated plastic dishes in MEM (Gibco, UK) supplemented with 10% heat-inactivated foetal calf serum (FCS, Gibco), 25% H_2_O, 2 nM l-Glutamine (Gibco), 10 μg/ml insulin (Sigma, St Louis, MO) and 100 U/ml penicillin/streptomycin (Gibco) in a humidified atmosphere of 2.5% CO_2_ at 25 °C. Cell subculture was performed as previously described^47^. 293 T cells were grown on plastic dishes in DMEM (Gibco) supplemented with 10% heat-inactivated foetal calf serum (FCS, Gibco), 2 nM l-Glutamine (Gibco) and 100 U/ml penicillin/streptomycin (Gibco) in a humidified atmosphere of 2.5% CO_2_ at 37 °C. Retinoic acid (RA; all-trans retinoic acid, 50 mg/ml stock solution, Sigma) treatment was performed as described^48^.

### AL1 cell electroporation

AL1 cell suspensions (10^5^ cells in 0.1 ml) were mixed with 2 μg of the indicated constructs (pN2-amphiregulin-myc, pN2-myc-amphiregulin, pN2-Tig1-myc and pN2-myc-Tig1) and nucleofected using a Nucleofector II (Lonza) as per manufacturer’s instructions. The nucleofected cells were added to 1.5 ml supplemented minimal medium (MEM, Gibco) and incubated at 25 °C for 20 min prior to plating into gelatin-coated dishes. Expression of myc-tagged Tig1 was confirmed through Western blot analysis, as previously described^26^. Live staining was carried out at 48 h post nucleofection.

### 293T and AL1 lipofection

Cells were grown to 70% confluency and lipofected using lipofectamine 2000 (Thermo Fisher). Briefly, 8 µl Lipofectamine solution were mixed with 200 µl OPTI-MEM (Gibco), incubated for 5 min at room temperature and added to a pre-mix of 3 µg of the indicated constructs plus 200 µl Opti-MEM. After a 20 min incubation, the 400 µl solution was added to the cells, in their own growth media (1.5 ml), drop-by-drop. Cells were incubated for 24 h prior to live staining. Volumes of lipofectamine, OPTI-MEM, penicillin-streptomycin-free media and the amount of DNA constructs lipofected were scaled according to the culture format.

### Scratch assay

AL1 cells were seeded at 80% confluence into Ibidi culture inserts and lipofected overnight. Subsequently, the culture inserts were removed (leaving a cell-free gap 500 μm in width), and cells were cultured in control or antibody-supplemented complete media. Cells were imaged every 24 h and gap closure was quantified as the % cell-free area remaining relative to the 0 h timepoint. The location of the culture insert was marked prior to removal to ensure the same field of view was imaged at each timepoint. For antibody treatments, AL1 cells were treated with a combined concentration of 2 µg/ml of equal parts of α-TIG1 antibodies, or α-RFP IgG rabbit antibody, in complete media.

### qRT-PCR

RNA was isolated from axolotl AL1 cells or indicated tissues using Tri Reagent (Sigma) and randomly primed cDNA synthesised using Superscript II (Invitrogen). Gene expression was determined by quantitative real-time PCR using the indicated primers (Supplementary Table 1). RT-PCR was carried out using iQ SYBR Green supermix (Bio-rad, Hercules, CA) on a Chromo 4 instrument running Opticon 3 software (Bio-rad). All reactions were run in triplicate and at least three independent RNA preparations were analysed for each sample.

Axolotl upper arm blastema including 500 µm of tissue proximal to the amputation plane from 4–4.5 cm nose-to-vent long animals were collected in three or four biological replicates. RNA was purified by Qiagen RNeasy mini kit and poly-dT primed cDNA was synthesised from 100 ng total RNA using Superscript III (Invitrogen). For Tig1 expression, qPCR was measured twice using two different primer pairs; one within the CDS and one within 5′UTR. Tig1 expression was normalised to the expression of the ribosomal protein Rpl4. All conditions were normalised to the mean of the intact limb levels. Statistical significance between timepoints was calculated by two-way ANOVA test using timepoint and probe as factors, assuming variances were not equal. Adjusted *p* values were calculated using Dunnett’s multiple comparison test.

For newt tissues, samples were collected from 3 to 4 years old *Notophthalmus viridescens* newts. Norgen RNA extraction kit was used for RNA isolation and cDNA was prepared using Superscript-IV kit. Expression levels relative to ef1α (Supplementary Table 1) were calculated using the Livak 2^−ΔΔCq^ method.

For FACS-sorted blastema cells: three biological replicates per condition of the libraries used for the RNA-seq experiment plus three additional replicates, prepared in the same way (see below), served as basis for the qPCR to confirm gene expression changes caused by Tig1 overexpression. The minimum number of biological replicates for each condition was 5. qPCR was carried out using iQ SYBR Green supermix (Bio-rad, Hercules, CA) on a Chromo 4 instrument running Opticon 3 software (Bio-rad). Gene expression was normalised to the ribosomal protein Rpl4. For visualising individual genes, all conditions were normalised to the mean value of the control condition at 3 dpe.

### EdU incorporation assays

To determine the percentage of cells in the S-phase, AL1 cells were sub-cultured and incubated in a growth medium supplemented with 5 µM 5-ethynyl-2′-deoxyuridine (EdU) for 24 h. Cells were then fixed in 4% PFA for 10 min and stained using Click-iT Edu Alexa Fluor 594 Imaging kit (Life Technologies) according to the manufacturer’s instructions.

To detect EdU incorporation in salamander tissues, 10 mM EdU (20 µl per animal) were administered by i.p. injection at 24 and 48 h after electroporation. Blastemas were collected 72 h post electroporation, fixed O/N in 4% PFA, embedded and cryosectioned. EdU incorporation was determined using Click-iT Edu Alexa Fluor 488 Imaging kit (Life Technologies) on tissue sections. Estimation of EdU incorporation was performed by calculating the number of EdU^+^ cells over the total number of transduced cells (RFP^+^).

### Generation of C-Ti^t/+^(*Hoxa13:Hoxa13-T2a-mCherry*)^*Etnka*^ transgenic axolotls

The endogenous HOXA13 protein was tagged at the C-terminus according to the published protocol^27^. Briefly, a portion of the Hoxa13 gene including a part of the single intron and the remaining downstream part of the CDS was amplified from the axolotl genomic DNA and inserted into the vector pGEM-T along with a DNA fragment encoding T2a-mCherry-3xnls using Gibson assembly cloning (BioLabs). The resulting vector was injected into fertilised eggs along with the CAS9 protein (MPI-CBG) and the gRNA targeting the sequence GGGGCTTTTGCGGGTTTTCC, which is present in the intron sequence within the vector and in the genome. The insertion is mediated by NHEJ and is thus expected to cause a small InDel within the intron, but it will result in a seamless Hoxa13 CDS. T2a-mCherry is followed by the pGEM-T poly(A) signal and the rest of the vector.

Validation: Ti^t/+^(*Hoxa13:mCherry*) axolotls exhibit expression of mCherry in the distal part of the developing limb bud throughout limb formation (Supplementary Fig. 10). During regeneration, mCherry expression is observed in the distal portion of the blastema from mid bud onwards, coinciding with the appearance of the Hoxa13 domain^24^ and remaining until the digit stage. The animals used in the experiment were heterozygous for the T2a-mCherry tag, to overcome any potential loss of function that could be originated from the knock-in.

### Antibodies

Polyclonal anti-*Am* TIG1 antibodies were manufactured by Eurogentec, by raising rabbit antisera against two non-overlapping peptides corresponding to residues MAQVKSVKQRLRND (154) and GSSGGRSEEGSASF (155) of the full-length axolotl TIG1 protein, using KLH as a carrier. Both reagents were analysed by solid-phase ELISA and affinity purified using their respective immobilised peptides (Supplementary Data 2, 3). IR/Odyssey-based Western blotting was performed as previously described^26^. Note that while these reagents work for Elisa and western blotting, we did not manage to find conditions suitable for immunofluorescence applications. The two affinity-purified anti-PROD1 antibodies were generated as previously described^11^. Anti- axolotl PRRX1^17^ (kind gift from Prayag Murawala, final concentration 200 ng/ml), Anti-Myc (mouse monoclonal 9E10, Sigma-Aldrich, 1:500) and anti-RFP (Rockland, 1:200) were also used in this study.

### Live-cell staining and immunofluorescence

For live-cell staining, 293 T or AL1 cells were incubated for 3 h with anti-Myc mouse monoclonal antibody (Sigma-Aldrich; 1:500), and secondary staining was performed using anti-mouse AlexaFluor568 antibodies (Invitrogen; 1:1000). Hoechst 33258 (2 μg/ml) was used for nuclei counterstaining. Samples were observed under a Zeiss Axioskop2 microscope and images were acquired with a Hamamatsu Orca camera. Whenever comparative analyses between samples were performed, all images were acquired with identical camera settings and illumination control. Image processing (contrast enhancement) was equally applied to all matched experimental and control samples using Improvision Openlab (PerkinElmer) software.

### Tissue dissociation for RNAseq

Limbs of Hoxa13:Cherry transgenics (4.5 cm snout-vent length) were amputated at the stylopod level, near the elbow. The resulting blastemas were electroporated with Tig1-T2a-GFP or Tig1^P155A^-T2a-GFP plasmids at 13 dpe, and harvested at 3 or 8 days post electroporation. Twelve blastemas were pooled per condition, washed in 0.8 PBS, and incubated in 500 µl of 1x Liberase^TM^ research-grade (Sigma-Aldrich) for 5 min at room temperature. The epidermis was removed and the blastema mesenchyme dissociated with the help of very fine forceps. The incubation proceeded at room temperature for 30 min with a rocking motion at 40 rpm. Cells in solution were gently pipetted up and down, filtered through a 70 µM Filcon (BD™ Medimachine) and collected into a falcon tube. Sytox blue (Thermo Fisher) was added at 1:2000 and the solution was kept in ice until FACS sorting (Supplementary Data 11). After sorting, cells were kept in 1x freshly-prepared lysis buffer containing RNAse inhibitor and kept at −80 °C. cDNA library preparation from 300 cells per sample (three replicates per condition) followed by SMARTseq2 sequencing was performed by CMCB-Deep sequencing facility/Dresden-concept Genome Center.

### Bioinformatic analysis

#### In silico modelling of the proximo-distal axis from scRNAseq data

Single-cell RNA-seq data from genetically labelled (via LoxP-reporter and Prrx1 limb enhancer driving expression of the Cre recombinase) FACS-sorted connective tissue cells from 3, 5, 8, 11 and 18 dpa limb blastemas^17^ were analysed as follows: gene expression (log2(transcripts per million)) was used as input for principal component analysis. The top twenty loadings of the positive and negative axes of the first nine principal components were inspected to identify principal components that segregated proximo-distal markers on separate ends (Supplementary Data 1). Principal components 3, 5 and 9 in timepoint 11 dpa had the largest distance between Meis2 (proximal) and Hoxa13 (distal), followed by PC6 and PC3 of 18 dpa. We therefore adopted PC3 of 11 dpa as a model for the proximo-distal axis based on single-cell RNAseq data.

Subsequently, a recently published single-cell RNA-seq dataset of axolotl blastema formation (GSE165901)^19^ was re-analysed. Only the blastema collected 11 days after amputation yielded enough cells with a descent expression of well-established markers (Meis1, Meis2, Hoxa13 and Hoxd13) for the proximal-distal axis. The Seurat package (v4)^49^ was used for almost all analyses and visualisations unless stated differently. Cells with a percentage of mitochondrial genes less than 10%, and over 500 but under 30,000 RNA counts, were selected. A principle component analysis was performed and the first 50 PCs were used as input for Louvain clustering (resolution of 0.8) and dimensionality reduction by a UMAP embedding. Connective tissue clusters were identified by the canonical markers Prrx1 and Col6A1 and extracted ignoring pericytes expressing Myh11 and other CT clusters that are solely characterised by low RNA counts. Obtained cells were re-clustered using the same parameters and remaining doublet clusters with epidermis cells expressing EPCAM or macrophages expressing C1QB were further filtered out. The final dataset yielded 810 pure CT cells. Cell cycle scores were obtained and regressed out together with differences in RNA/Gene counts and the percentage of mitochondrial genes during data scaling with Seurat. After running a new PCA (Fig. 1b) for the final dataset, the first 10 PCs were used as input for Louvain clustering (resolution 0.3) and UMAP embedding (Fig. 1a). Feature plots (Fig. 1c) were generated by calculating feature-specific contrast levels based on 5 and 95% quantiles of non-zero expression. Seurat’s AddModuleScore function^49^ was used to calculate a distal score based on Hoxa13 and Hoxd13 expression and a proximal score based on the expression of Meis1, Meis2 and Prod1 with five controls per bin, respectively. The scores were united by subtracting the distal score from the proximal score (Fig. 1d). A cutoff of 0.3 and −0.3 for the combined score was applied to assign a proximal or a distal identity to the cells, respectively. Afterwards, the FindMarkers function was used to identify genes that are differentially expressed between the distal and proximal cells based on a Wilcoxon rank-sum test (Supplementary Data 3). The result was visualised as a volcano plot (Fig. 1e) generated with the ‘EnhancedVolcano’ R package^50^. 

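The study's lists of genes regulated by Tig1 and detected in single cells are held here in full, as Supplementary Data 9 (1297 genes, upregulated) and Supplementary Data 10 (822 genes, downregulated), and each of their genes passed the filter on CPM. In the counts used here, 1296 of the upregulated genes (99.92%) were higher in overexpressing cells and past the threshold for the average of the 4 comparisons, with a median log2 fold change of 2.20. Of the downregulated genes, 818 (99.51%) were lower and past it, with a median of −1.57, and with each library left out in turn this share lay between 98.91% and 99.76%. Because the study chose both lists on the same libraries, this share is not independent evidence. The single-cell data with which the lists were intersected were not analysed here. Among the upregulated genes are 5 of the 17 myeloid genes, and among the downregulated ones 4 of the 17 connective tissue genes.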

Genes down- or upregulated by Tig1 overexpression (Supplementary Data 7) were intersected with the genes detected in the scRNAseq dataset which resulted in 822 downregulated and 1297 upregulated genes that are reliably detected (sum of normalised counts across all cells must be greater than 10) in the scRNAseq dataset. The AddModuleScore function was again used to assign scores based on the gene lists obtained with 100 control genes per bin, respectively. As described above the scores were united (Fig. 8) and the resulting top 100 ‘proximal’ and top 100 ‘distal’ cells were extracted to visualise the gene expression of important proximal-distal marker genes as boxplots by using the R package ‘rstatix’ and ‘ggpubr’ (Fig. 8).

#### Tig1 promoter analysis

A putative Tig1 promoter region corresponding to 40Kb upstream the start site (axolotl-omics.org) was analysed using the web interface https://molotool.autosome.ru/.

#### RNAseq reference sequence and annotation

Sequence and gene annotation of the axolotl nuclear genome assembly AmexG_v6.0-DD were downloaded from https://www.axolotl-omics.org. The gene models for the HoxA and HoxD genes were replaced with manually curated gene models (personal communication with Sergej Nowoshilow, axolotl-omics.org). Sequence and gene annotation of the mitochondrial genome assembly (NCBI GenBank, AY659991.1) and RNA spike-in control sequences (ERCC, Ambion; for quality control) were included as well.

#### RNAseq mapping and counting

RNA-seq reads were mapped against the reference using STAR (v2.7.6a; PMID:27115637) and splice sites information from the gene models. Uniquely mapped reads were converted into counts per gene model and sample using featureCounts (v2.0.1; PMID:30783653).

#### DGE analysis

Differential gene expression analysis was performed using DESeq2 package^51^. The iDEP.93 web application^52^ was used for K-means clustering and g:profiler (https://biit.cs.ut.ee/gprofiler/gost) for GO enrichment. From the initial 44224 genes in 18 samples, 19761 genes passed the filter (minimum 0.5 counts per million in at least one sample). 

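The deposited table lists 99126 gene models, of which 44224 have at least 1 count in the 18 libraries. The stated filter, applied to CPM computed from the total of each library, kept 25377 of them, and 20686 had at least 0.5 CPM in at least 3 libraries. Among the 25377 genes, 14875 carry a gene symbol, and several rows share a name, so that they have 21652 different names. The 92 rows of ERCC spike-in sequences hold no counts and were left out.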

K-means clustering across all samples was performed using the top 2000 variable genes as ranked by standard deviation. The number of clusters, k = 3 was chosen based on the elbow and tSNE method. Pathway enrichment analysis for each cluster was conducted based on Gene Ontology (GO) Biological Process database^53^. *P* values are corrected for multiple testing using false discovery rate (FDR).

### Statistical analysis

Animals in each sample group were randomly selected. Sample group size (*n*) is indicated in each figure legend, while all experiments were carried out in at least three biological replicates. Statistical analyses were performed with Prism 4.0 software. The method used for each analysis is indicated in the corresponding section.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

Supplementary data 9

Supplementary data 10

Supplementary data 11

Reporting Summary

## Data Availability

All data generated or analysed during this study are either included in this published article (and its supplementary information files) or publicly available^17,19^. The raw RNAseq data generated within this study have been deposited in the database under the Gene Ontology Omnibus (GEO)/NCBI database under accession code GSE184948. scRNA seq and bulk RNAseq analysis, as well as Tig1 antibody generation and validation information, is presented as Supplementary Material. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Tig1 regulates proximo-distal identity during salamander limb regeneration
**Source:** Nat Commun. 2022 Mar 3;13:1141. doi: 10.1038/s41467-022-28755-1
**Supplement:** Supplementary file 1 — Supplementary Information

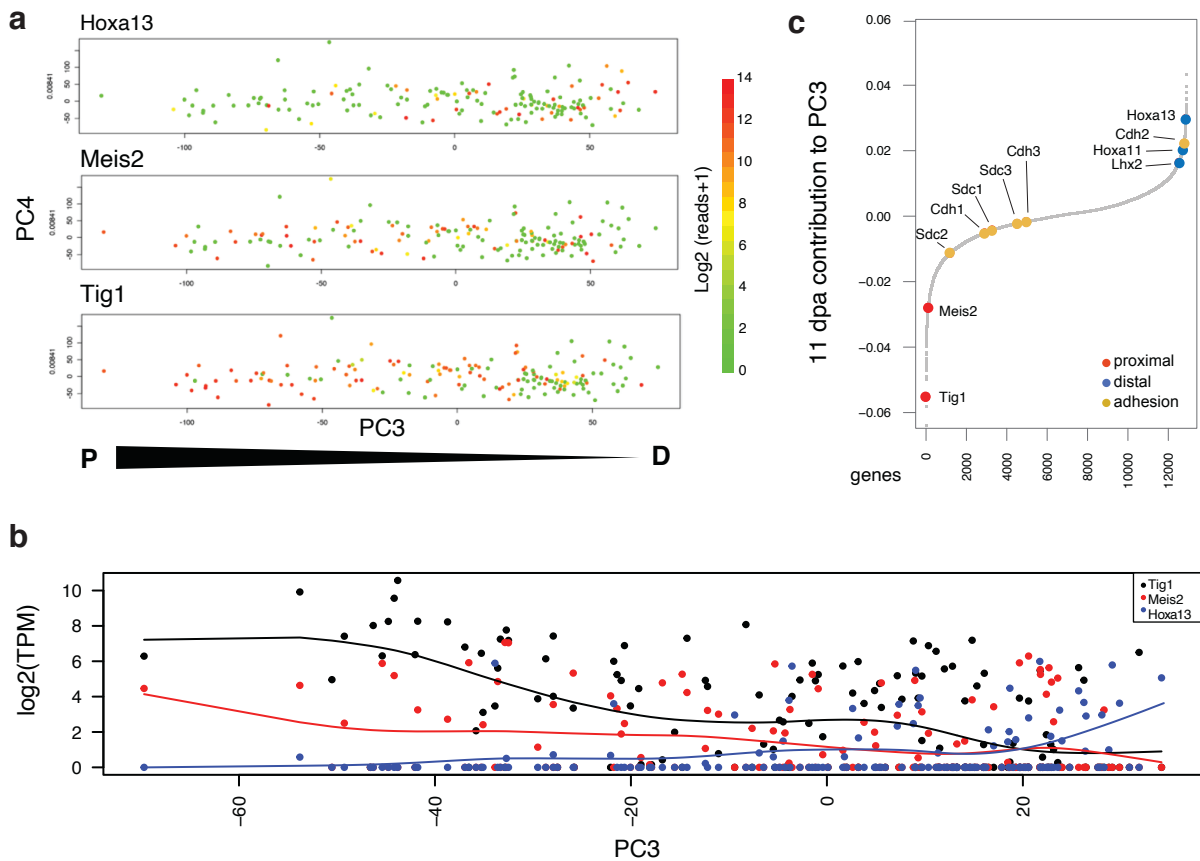

**Supplementary Fig. 1. Tig1 expression is segregated along a modelled proximodistal axis of the regenerating limb.** (a) Principal component analysis (PCA) (PC3 vs PC4) of individual connective tissue cells at 11 days post amputation (dpa), based on scRNAseq from Gerber et al17. In this dataset PC3 models the proximodistal axis in the regenerating blastema, as exemplified by the expression of Meis2 (proximal) and Hoxa13 (distal). (b) PC3 plotted against log2(transcripts per million) for the indicated genes. (c) Contributions of axolotl genes to PC3. Genes associated with the proximal (red) and distal (blue) axes, or with cell adhesion (yellow) are indicated. This scRNAseq dataset does not contain expression data for Prod1. Note that Tig1 is found at the extreme Meis2+ end of PC3. In this dataset we found 90/163 cells express Tig1, 43/163 express Hoxa13 and 61/163 express Meis2. PC3 explains 1.2% of the variance.

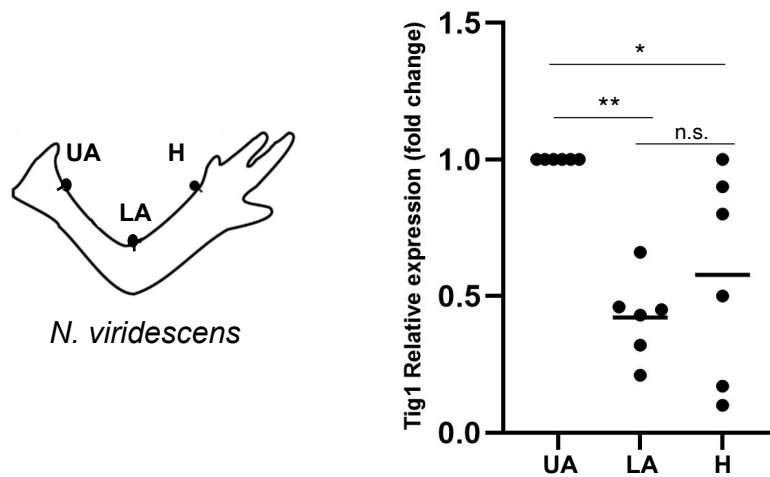

**Supplementary Fig. 2. Tig1 is expressed in gradient along the proximo-distal axis in newt limbs.**

(a) Tig1 expression along the proximo-distal axis of the mature limb of 3-4 years old *Notophthalmus viridescens* newts. Expression is relative to Ef1- $\alpha$ . UA: upper arm; LA: lower arm; H: hand; qRT-PCR (n=6 biologically independent samples). \*Adj. p=0.0498, \*\*Adj. p=0.0054 (Kruskal Wallis followed by Dunn's multiple comparison test). Source data are provided as a Source Data file.

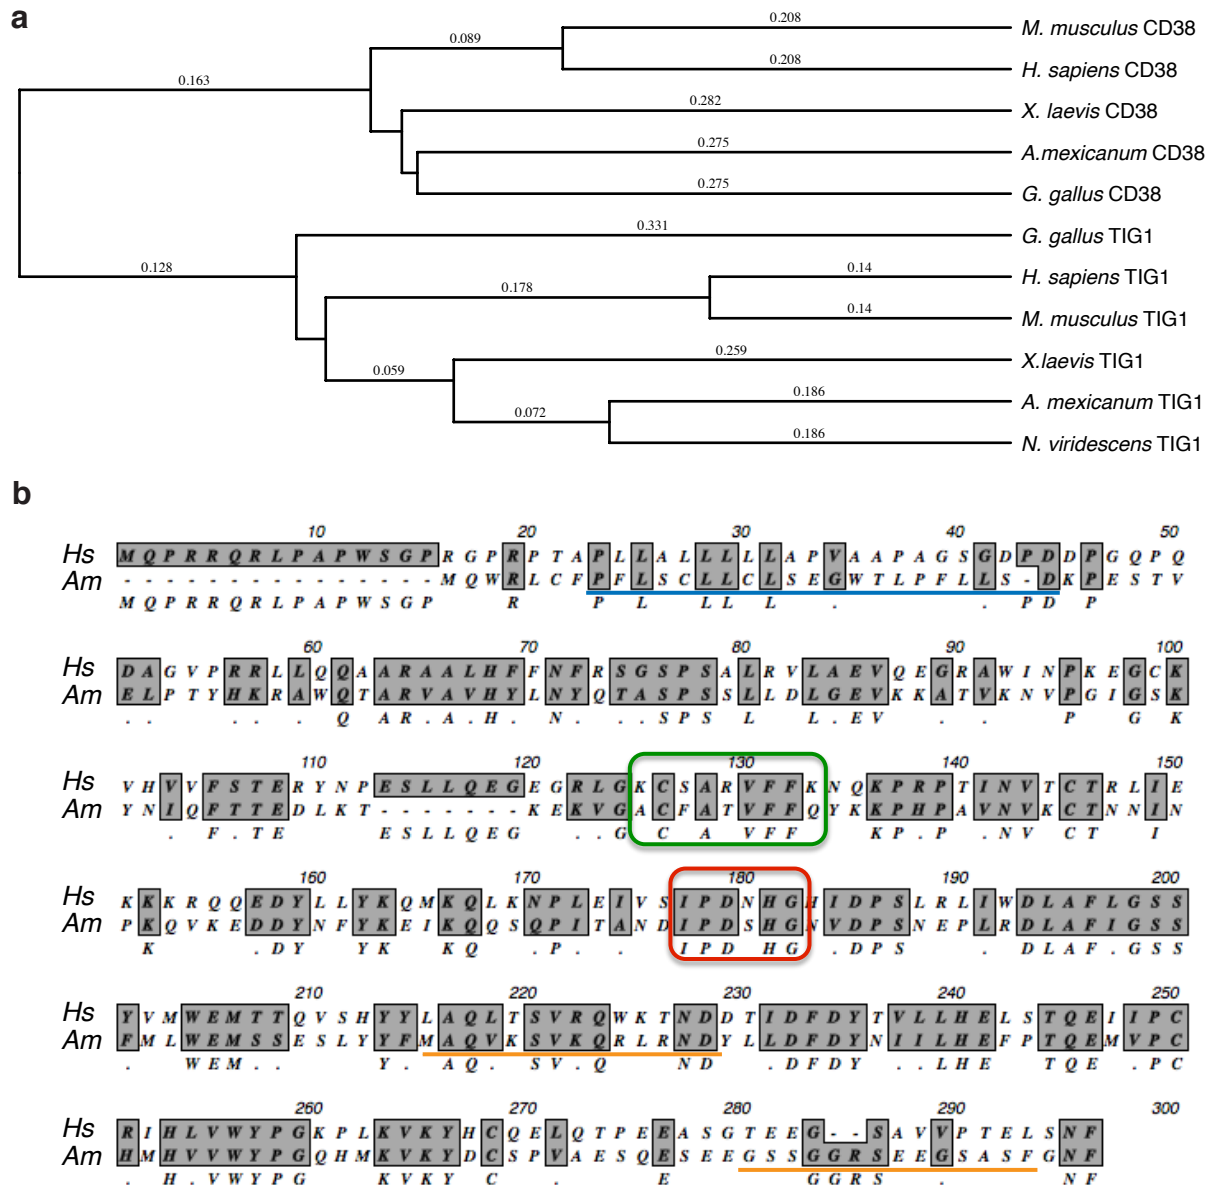

**Supplementary Fig. 3. Axolotl TIG1 protein sequence.** (a) Phylogenetic tree based on the indicated Tig1 and CD38 protein sequences, built using the unweighted pair group method with arithmetic mean (UPGMA) algorithm. (b) Sequence alignment between axolotl TIG1 and its human counterpart. Axolotl TIG1 exhibits 57% similarity at the aminoacid level, an intact latexin domain (IPDXXG, red square) and a hyaluronic acid binding motif (green square). The peptide sequences selected for subsequent antibody production are underscored in yellow. The hydrophobic tract corresponding to the transmembrane domain is underscored in blue.

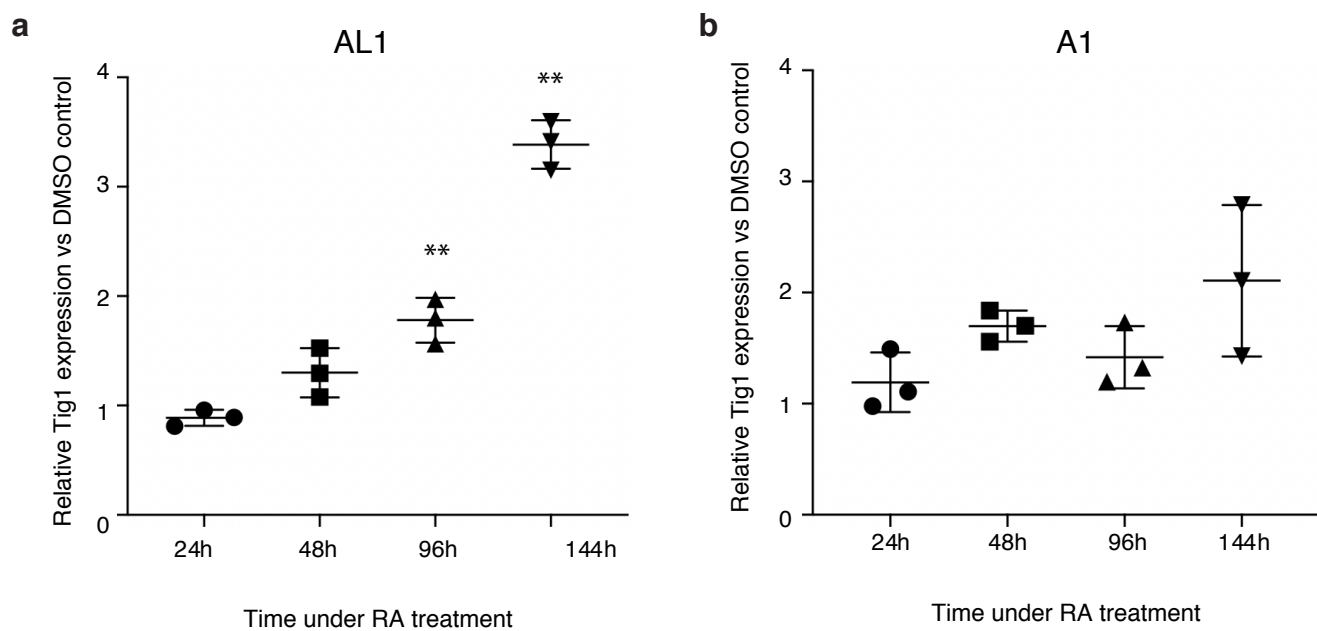

**Supplementary Fig. 4. Tig1 is upregulated by RA in cells of connective tissue origin.** (a,b) qRT-PCR analysis of Tig1 expression in connective tissue- derived axolotl AL1 cells (a) or muscle-derived newt A1 cells (b). Data represents Tig1 gene expression at the indicated times following treatment with 1x10<sup>-7</sup> M RA, relative to treatment with vehicle (DMSO). Results are normalised against Ef1- $\alpha$  (n=3 biologically independent experiments). \*\*p=0.0178 (AL1, 24h vs 96h), p=0.0116 (AL1, 24h vs 144h) (One-way ANOVA followed by Tukey's multiple comparison test). Error bars represent S.E.M. Source data are provided as a Source Data file.

**a**

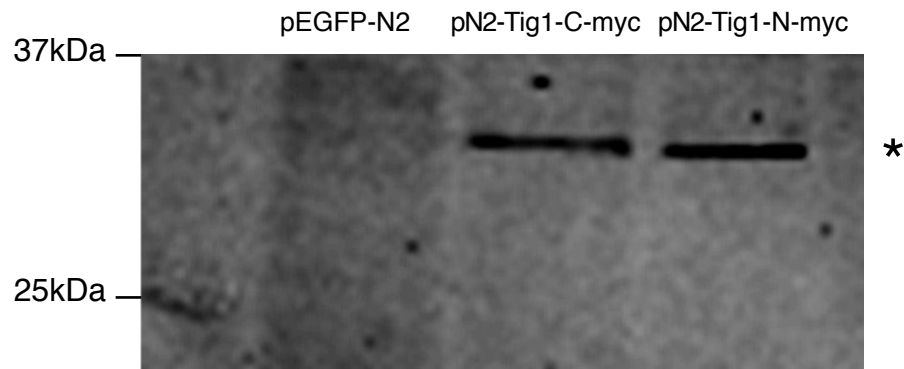

**b**

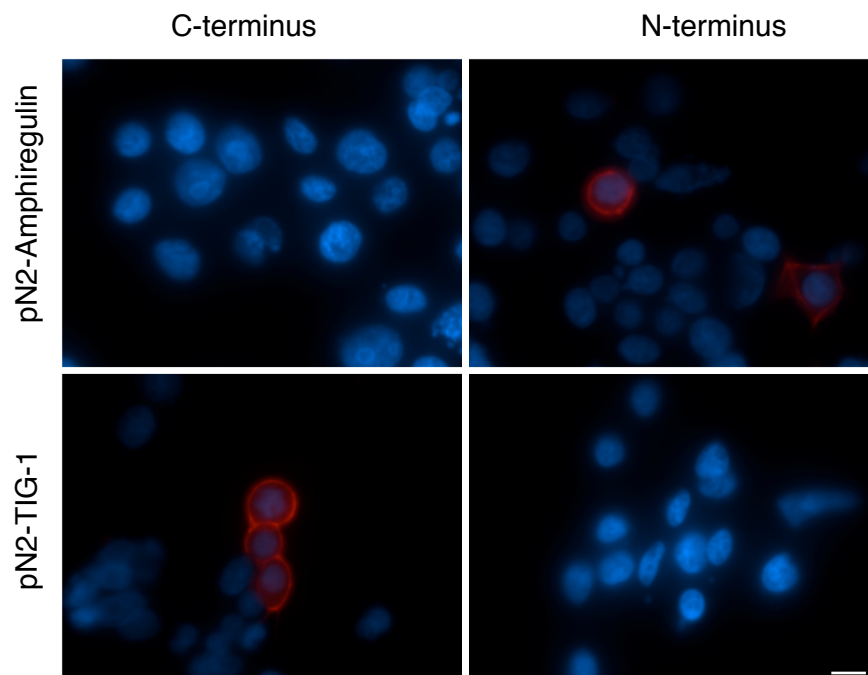

**Supplementary Fig. 5. Axolotl TIG1 localises to the cell surface exposing its C-terminus to the extracellular environment.** (a) Western blot analysis of myc-tagged protein in *AmAL1* extracts 48hs after nucleofection with the indicated vectors. Asterisk indicates the band corresponding to the TIG1-myc fusion (31kDa). (b) Representative images of 293T cells 24 hours after transfection with myc-tagged versions of axolotl amphiregulin or TIG1 followed by live cell staining using  $\alpha$ -myc antibodies. Scale bar: 20 $\mu$ m. Each experiment was independently repeated 3 times with similar results.

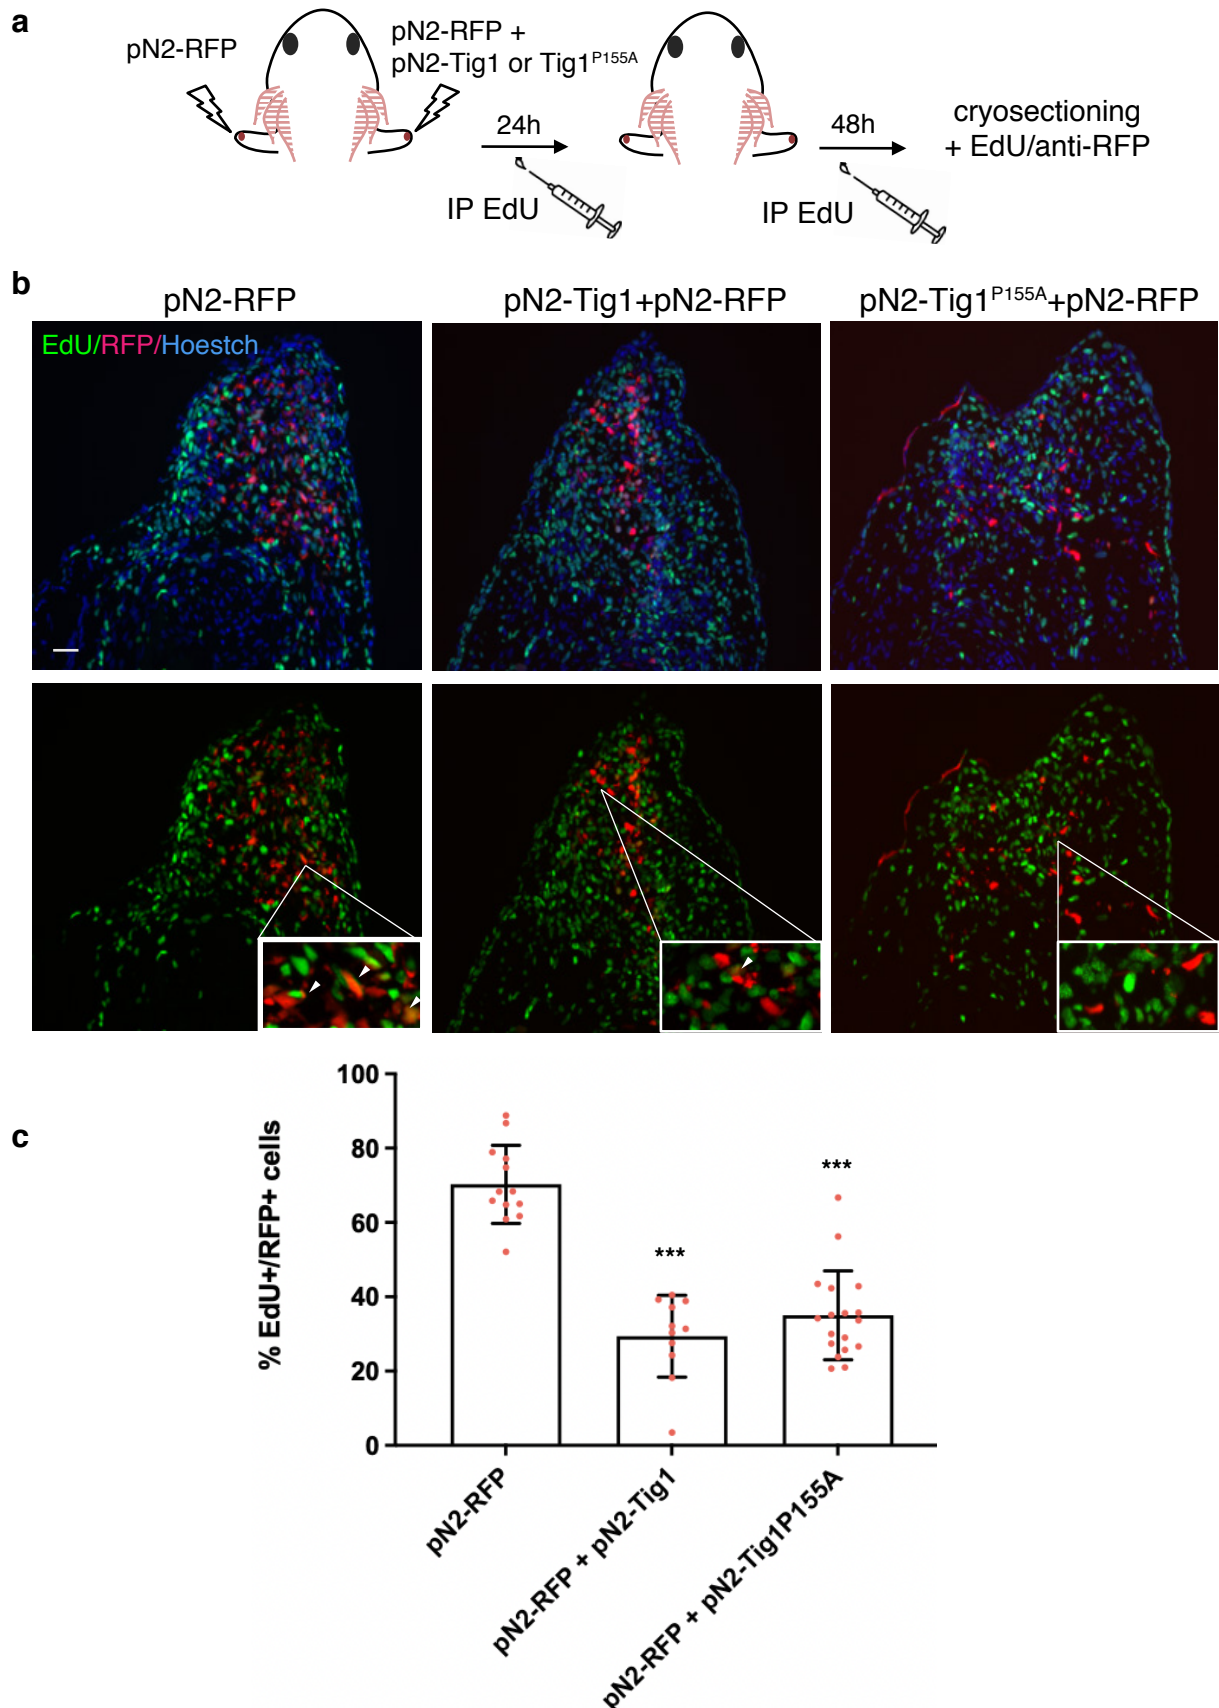

**Supplementary Fig. 6. Tig1 overexpression impairs blastema cell proliferation *in vivo*.** (a) Schematic of experimental strategy (b) Representative images of axolotl late-bud blastemas following anti-RFP immunohistochemistry and azide-mediated EdU detection, 72h after electroporation with the indicated constructs and after two EdU pulses at 24h and 48h post electroporation (n=5). Insert shows a magnification of the blastema area. Arrowheads indicate EdU+/RFP+ cells. Scale bar: 100µm. (c) Percentage of EdU+ cells among the RFP+ cell population. \*\*\*p=4.56E-09 (pN2-RFP vs pN2RFP+pN2-Tig1), p=2.38E-09 (pN2-RFP vs pN2RFP+pN2-Tig1P155A) (two-tailed paired-matched t-test). Error bars indicate S.E.M. n indicates biologically independent samples. Source data are provided as a Source Data file.

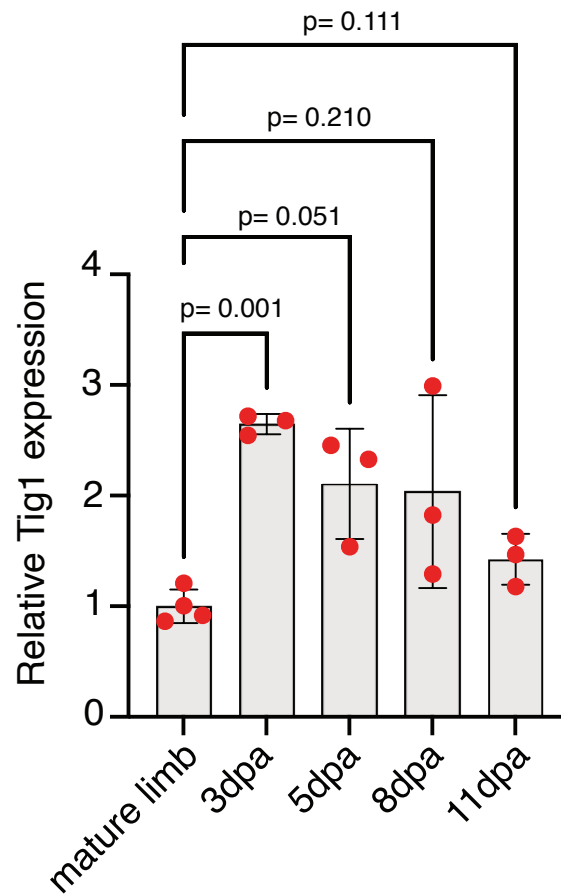

**Supplementary Fig. 7. Upregulation of Tig1 expression during early stages of axolotl limb regeneration.** Tig1 expression levels in the axolotl upper arm blastema including 500 $\mu$ m of tissue proximal to the amputation plane at the indicated times after amputation as determined by qRT-PCR. Expression is normalised to Rlp4 and visualised as fold change relative to the intact limb (mature). The chart shows the means, standard deviations and adjusted p-values corresponding to Dunnet's multiple comparison test against mature limb following 2-way ANOVA (n=3-4). The individual points represent the means of the technical replicates. Column top indicates mean, error bars indicate S.E.M. n=biologically independent experiments. Source data are provided as a Source Data file.

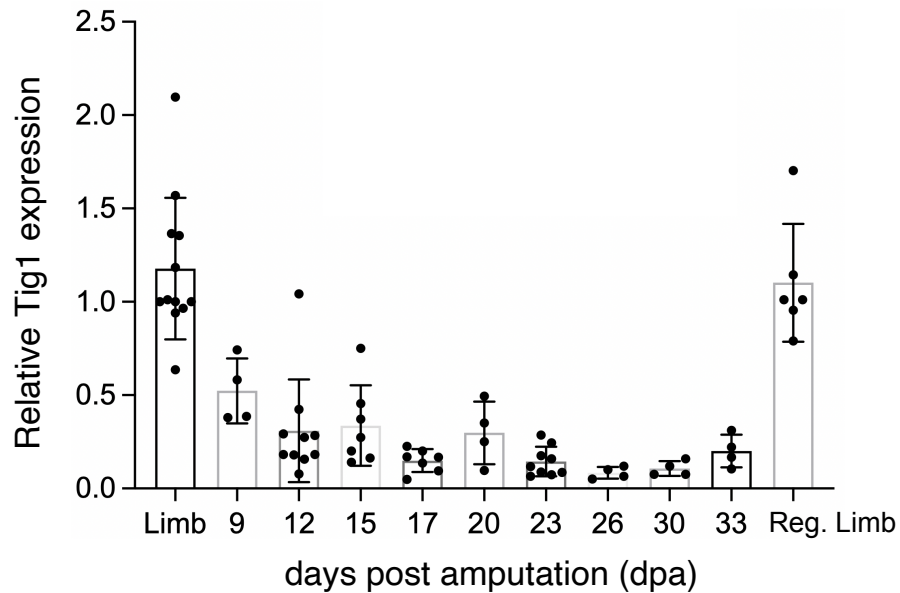

**Supplementary Fig. 8. Analysis of Tig1 gene expression during mid and late stages of axolotl limb regeneration.** Expression of Tig1 in blastema tissue during axolotl limb regeneration following amputation at the upper arm level, relative to mature limb and normalised against Ef1- $\alpha$  (qRT-PCR, n=4-11). Similar results were obtained normalising against L-27. Adj. p-values: 0.0179 (limb vs 12dpa; 0.0004 (limb vs 17dpa; <0.0001 (limb vs 23dpa); 0.0001 (limb vs 26dpa); 0.0005 (limb vs 30dpa) (Kruskal-wallis test followed by Dunns' multiple comparisons test). Column top indicates mean, error bars indicate S.E.M. n=biologically independent experiments. Source data are provided as a Source Data file.

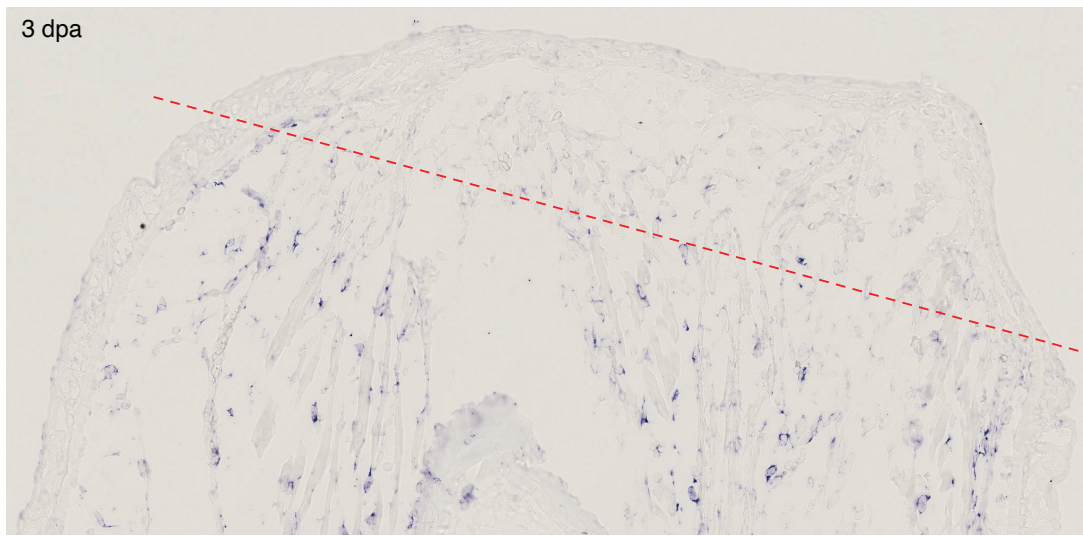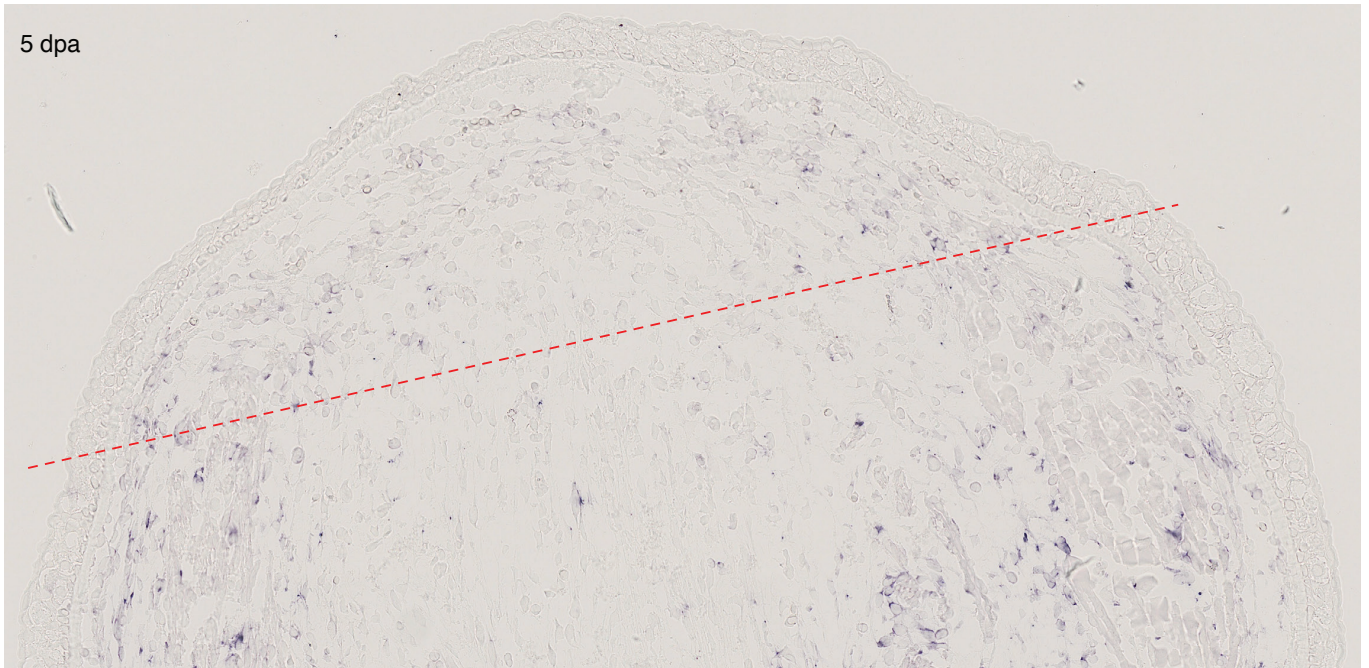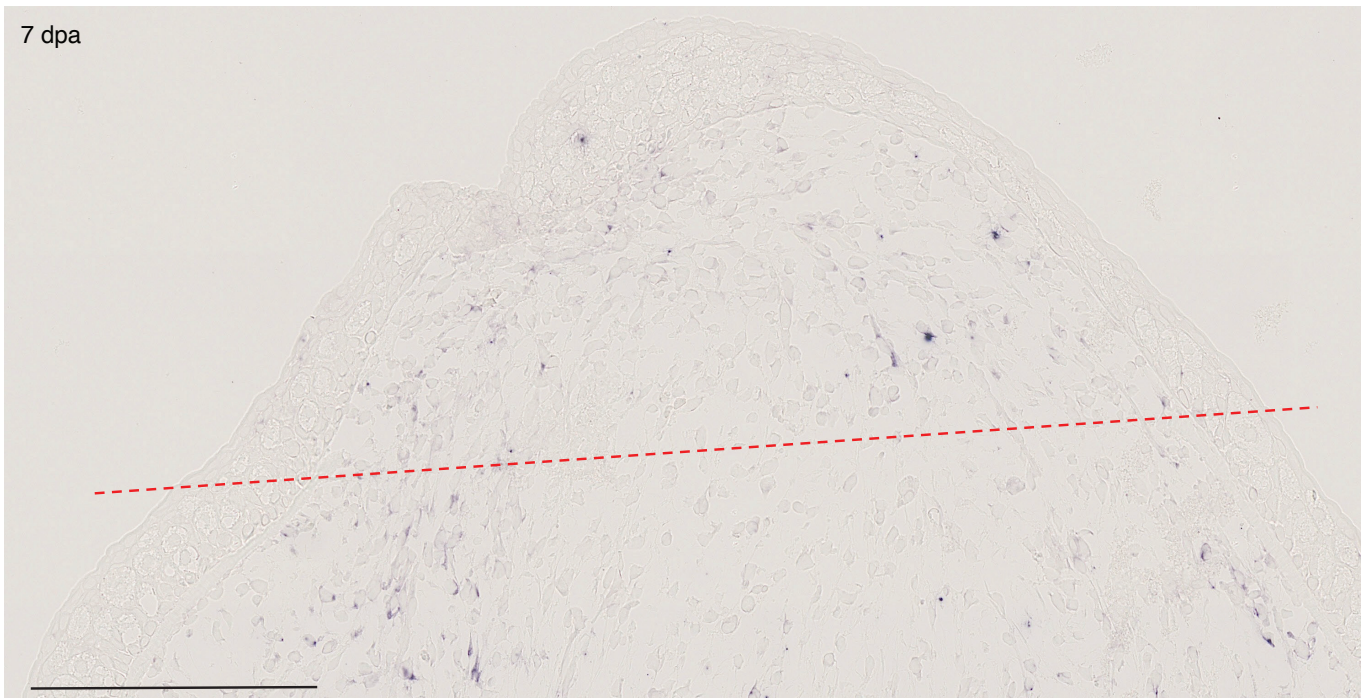

**Supplementary Fig. 9. Tig1 gene expression at 3, 5 and 7 days after upper arm amputation.** Expression of axolotl Tig1 during lower arm limb regeneration (7.5cm snout-to-tail axolotls) by in situ hybridization. Red dotted line indicates amputation plane. Scale bar: 500 $\mu$ m. Each experiment was independently repeated 4 times with similar results.

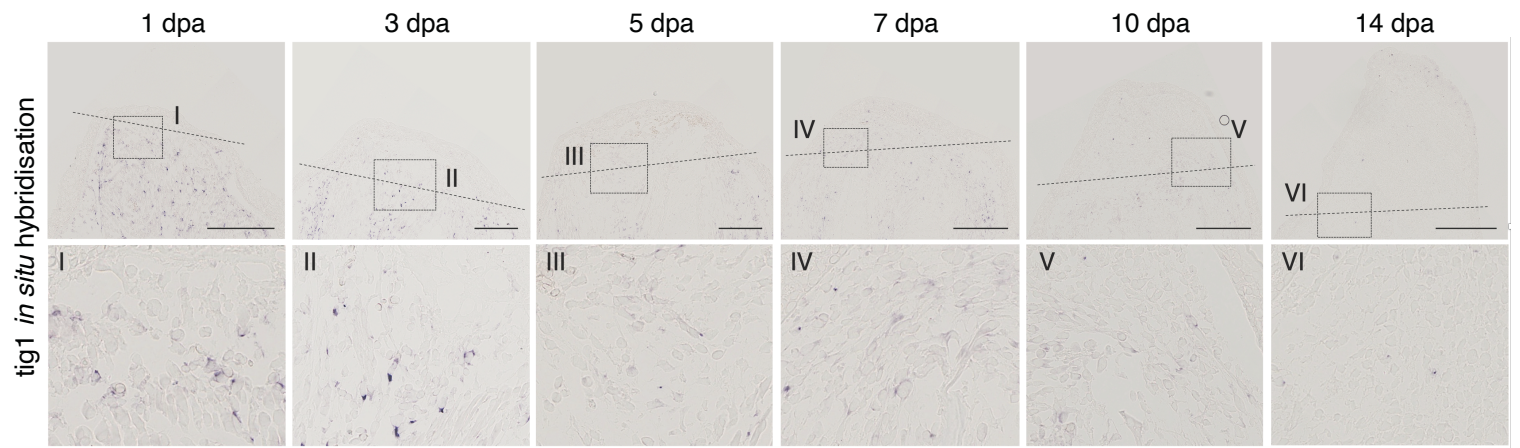

**Supplementary Fig. 10. Tig1 gene expression changes during limb regeneration following lower arm amputation.** Expression of axolotl Tig1 during lower arm limb regeneration (7.5cm snout-to-tail axolotls) by *in situ* hybridization. Representative images show blastema (upper row) or corresponding magnified area (lower row). Scale bar: 500 $\mu$ m. Scale bar: 500 $\mu$ m. Each experiment was independently repeated 3 times with similar results.

3 dpa

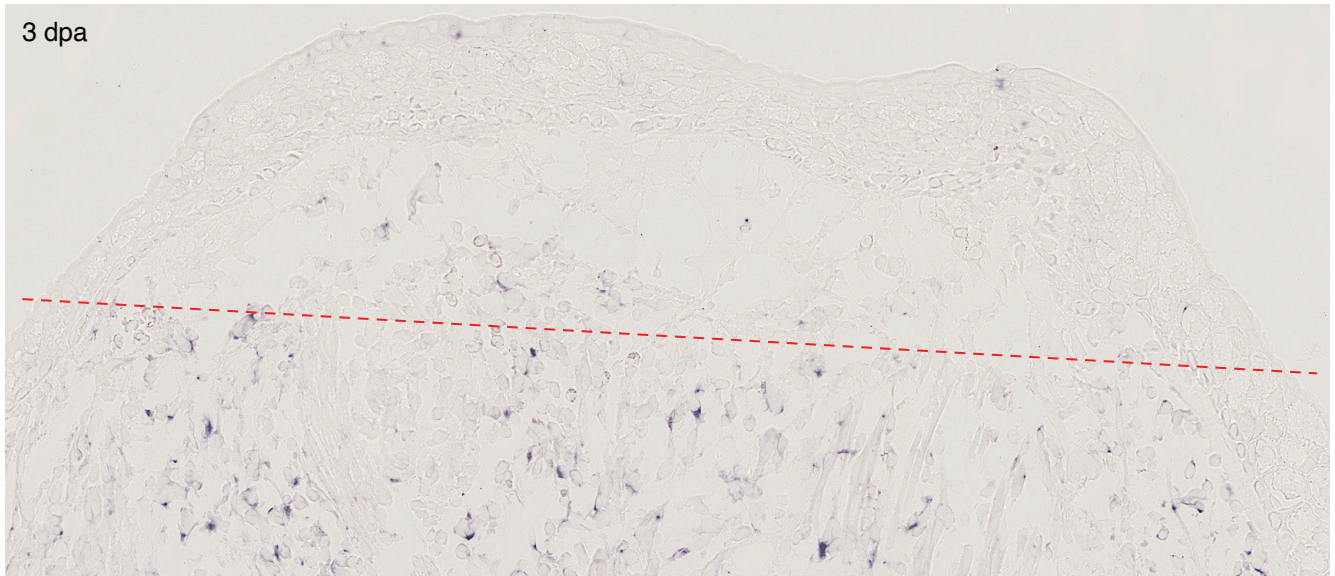

5 dpa

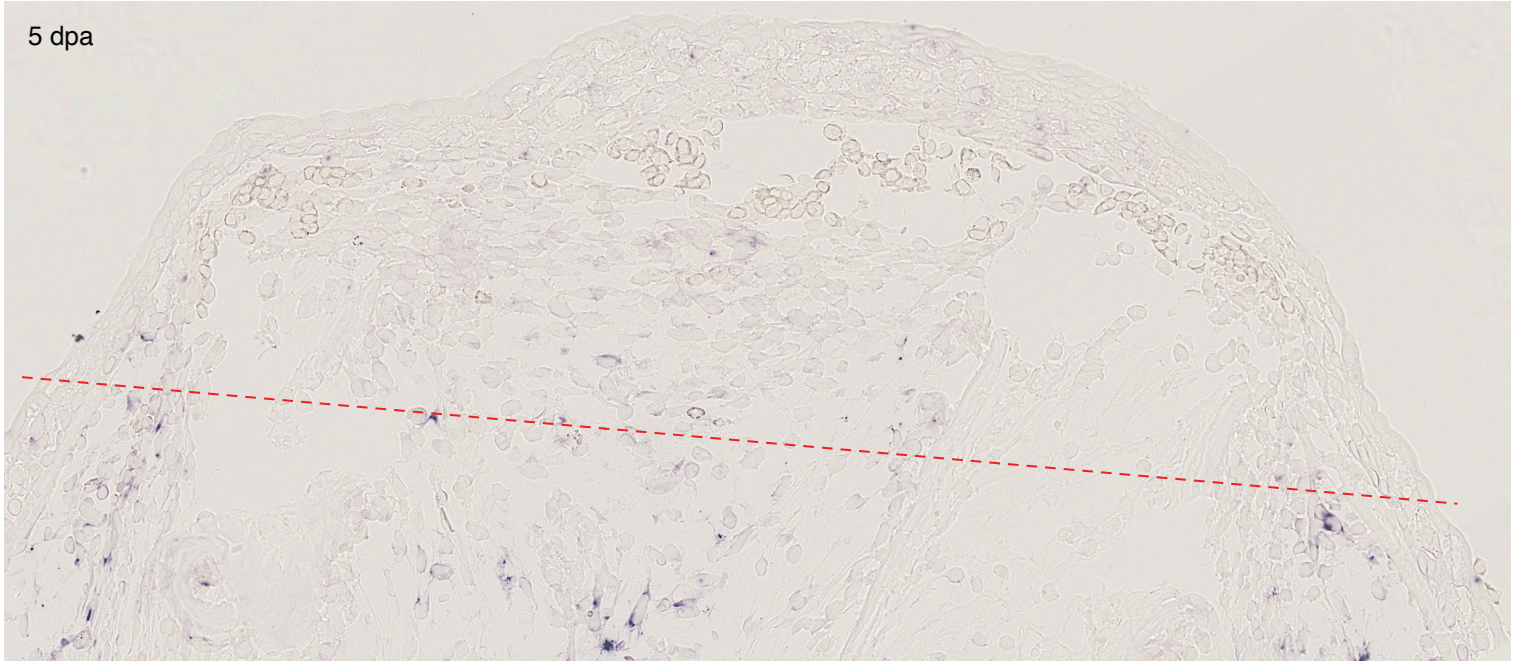

7 dpa

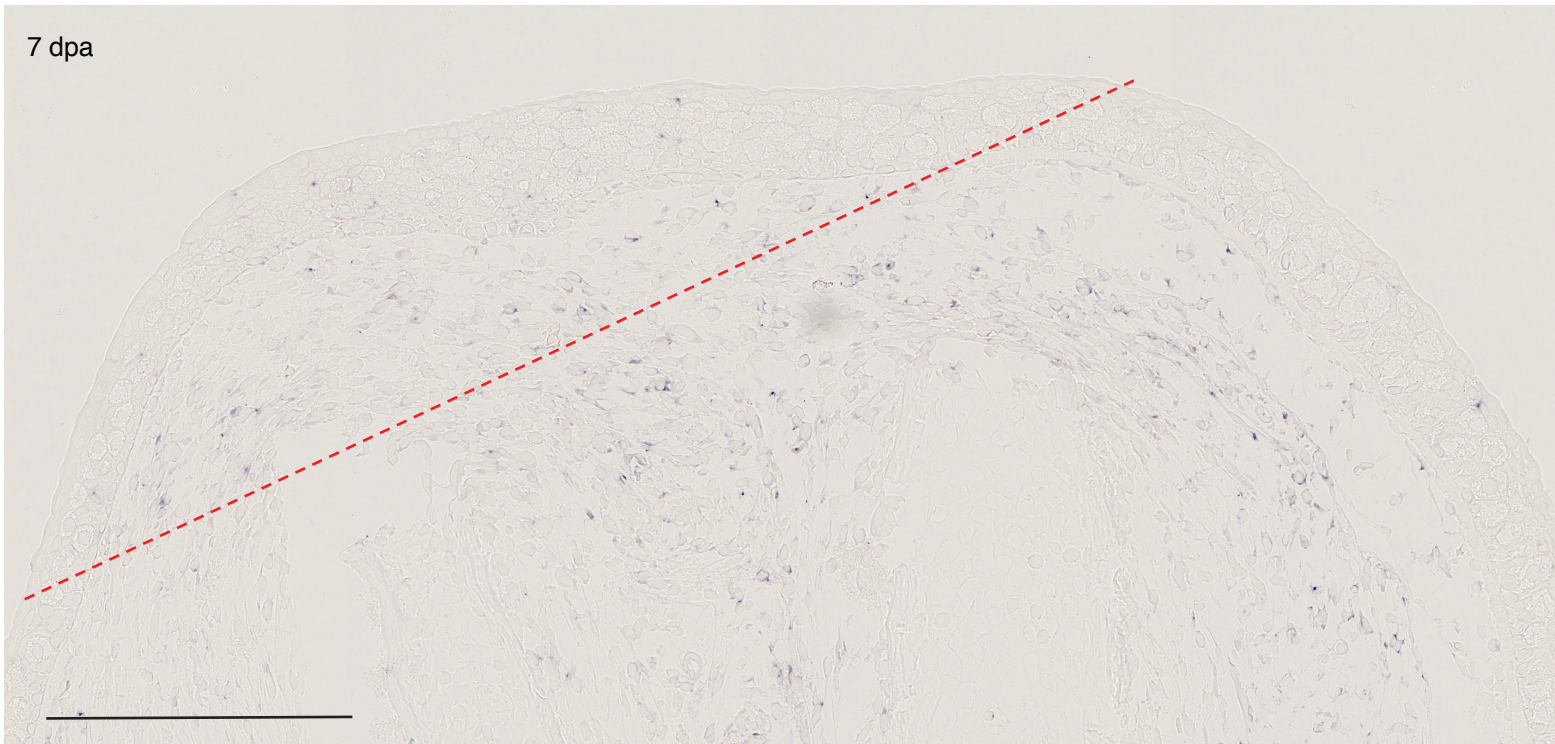

**Supplementary Fig. 11. Tigr1 gene expression at 3, 5 and 7 days after lower arm amputation.** Expression of axolotl Tigr1 during lower arm limb regeneration (7.5cm snout-to-tail axolotls) by *in situ* hybridization. Red dotted line indicates amputation plane. Scale bar: 500 $\mu$ m. Each experiment was independently repeated 3 times with similar results.

**a**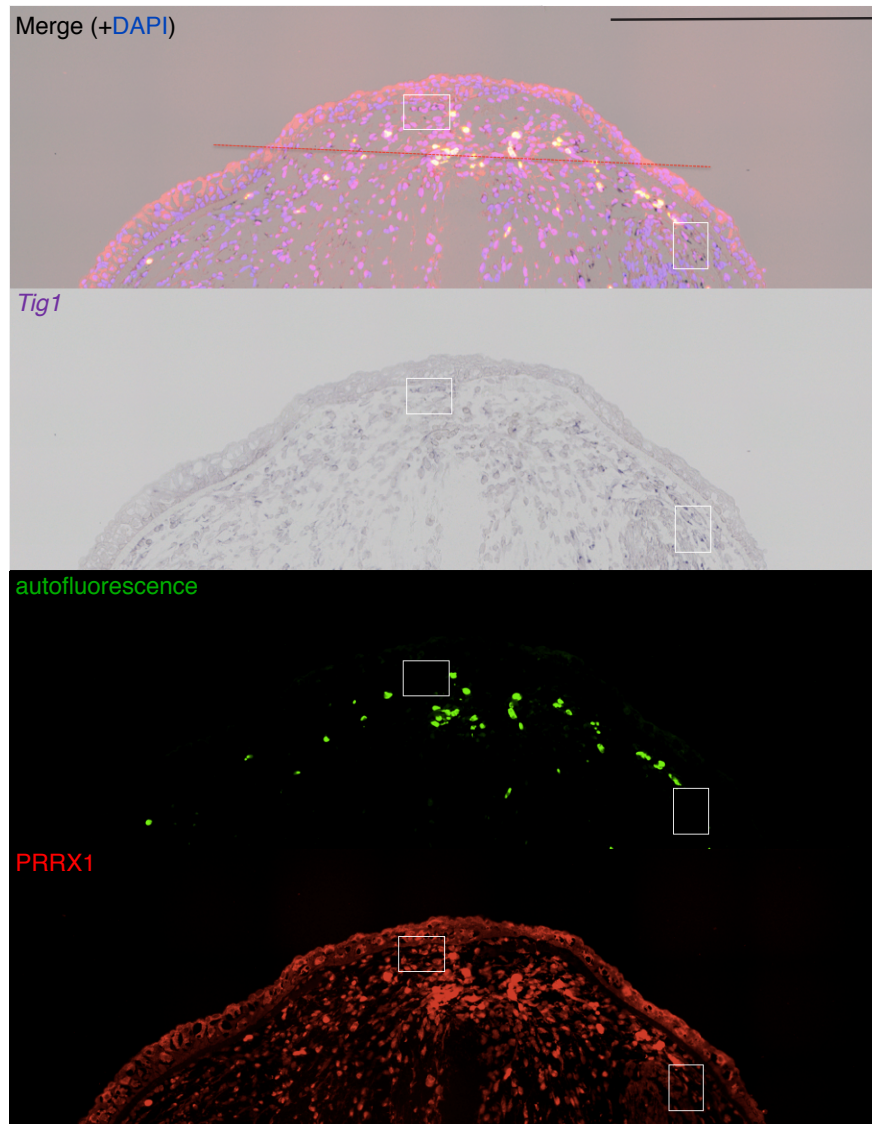**b**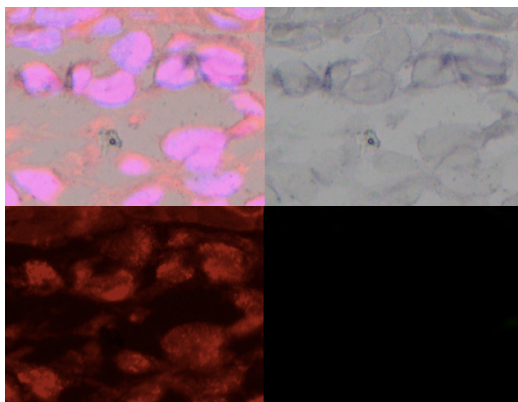**c**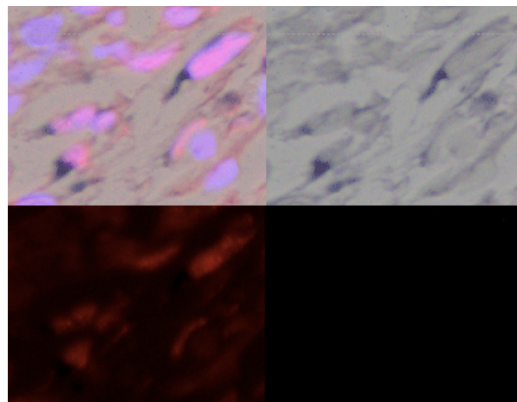

**Supplementary Fig. 12. Tig1 gene expression in connective tissue cells during limb regeneration.** (a) Representative images of an early blastema (5dpa, upper arm, 7.5cm snout-to-tail axolotls) following Tig1 *in situ* hybridization and anti-PRRX1 staining. Tissue autofluorescence (green) is also shown. Similar results were obtained at 3 and 7 dpa. In all samples analysed, 70-80% of PRRX1+ cells express Tig1. Selected magnified areas are shown in (b) and (c). Scale bar: 500 $\mu$ m. Each experiment was independently repeated 4 times with similar results.

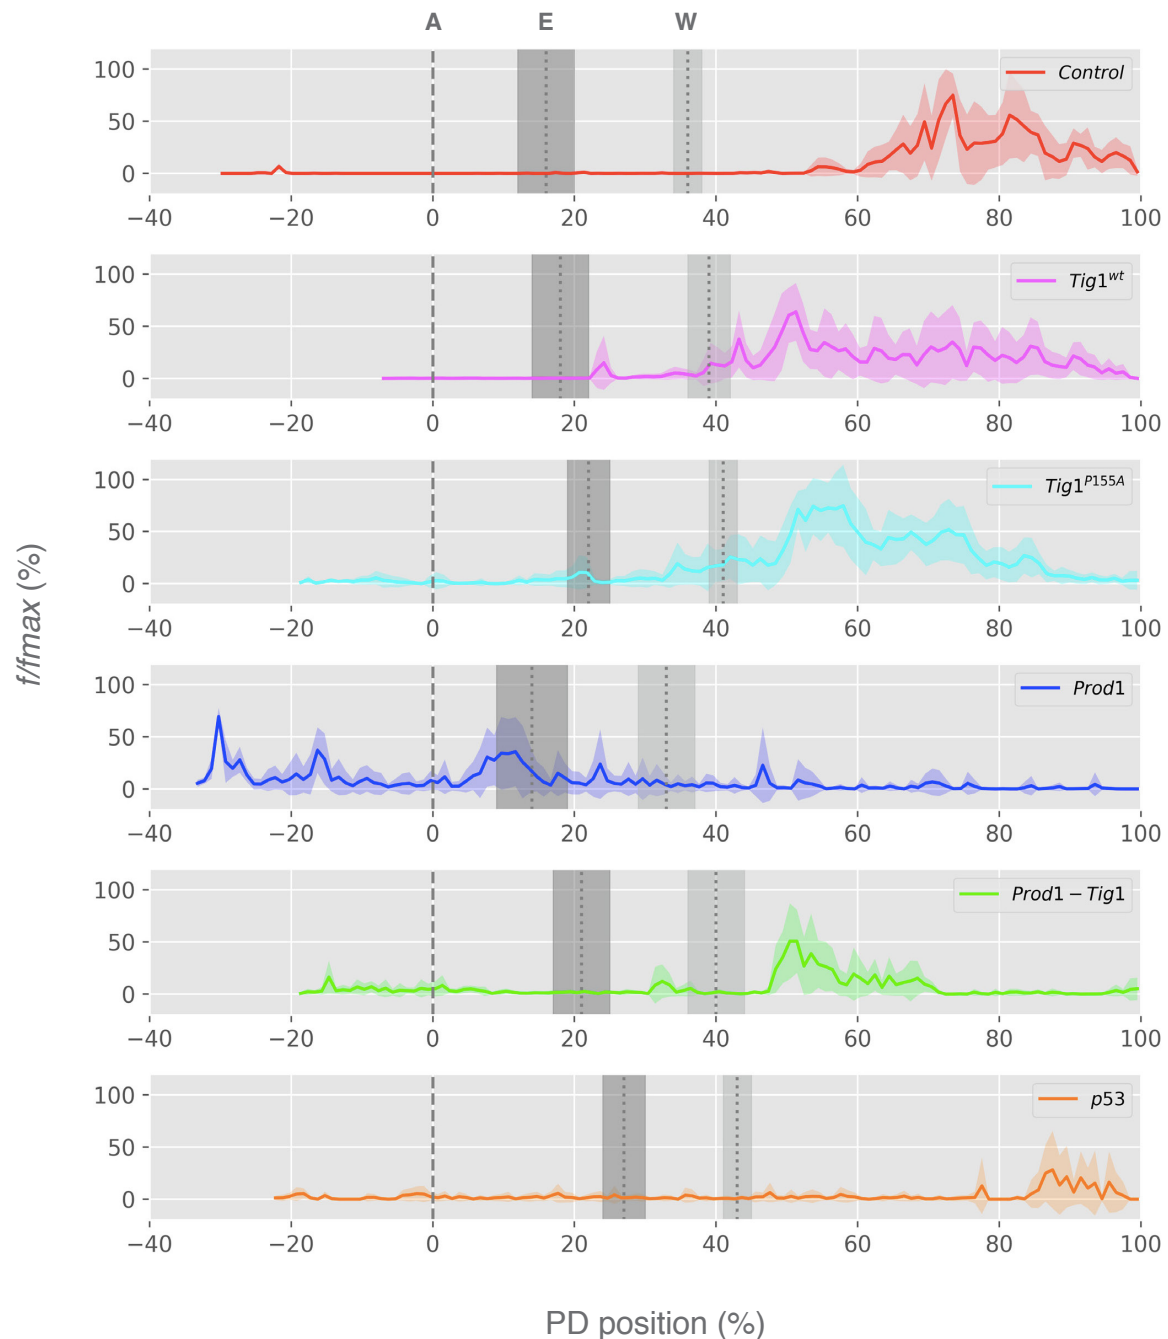

**Supplementary Fig. 13. Meandros  $f/f_{max}$  charts per experimental condition.** Plots of fluorescence distribution along the PD axis as obtained by Meandros image analysis algorithm are given for each individual condition. Dashed line at PD position=0 indicates the location of the amputation plane (A). Coloured shading indicates standard deviation of  $f/f_{max}$ , coloured center indicates mean. Grey shading indicates standard deviation of the PD position corresponding to elbow (E) or wrist (W). Control (n=3), *Tig1*<sup>wt</sup> (n=4), *Tig1*<sup>P155A</sup> (n=4), *Prod1* (n=5), *Prod1-Tig1*<sup>wt</sup> (n=3), *p53* (n=3 biologically independent experiments).

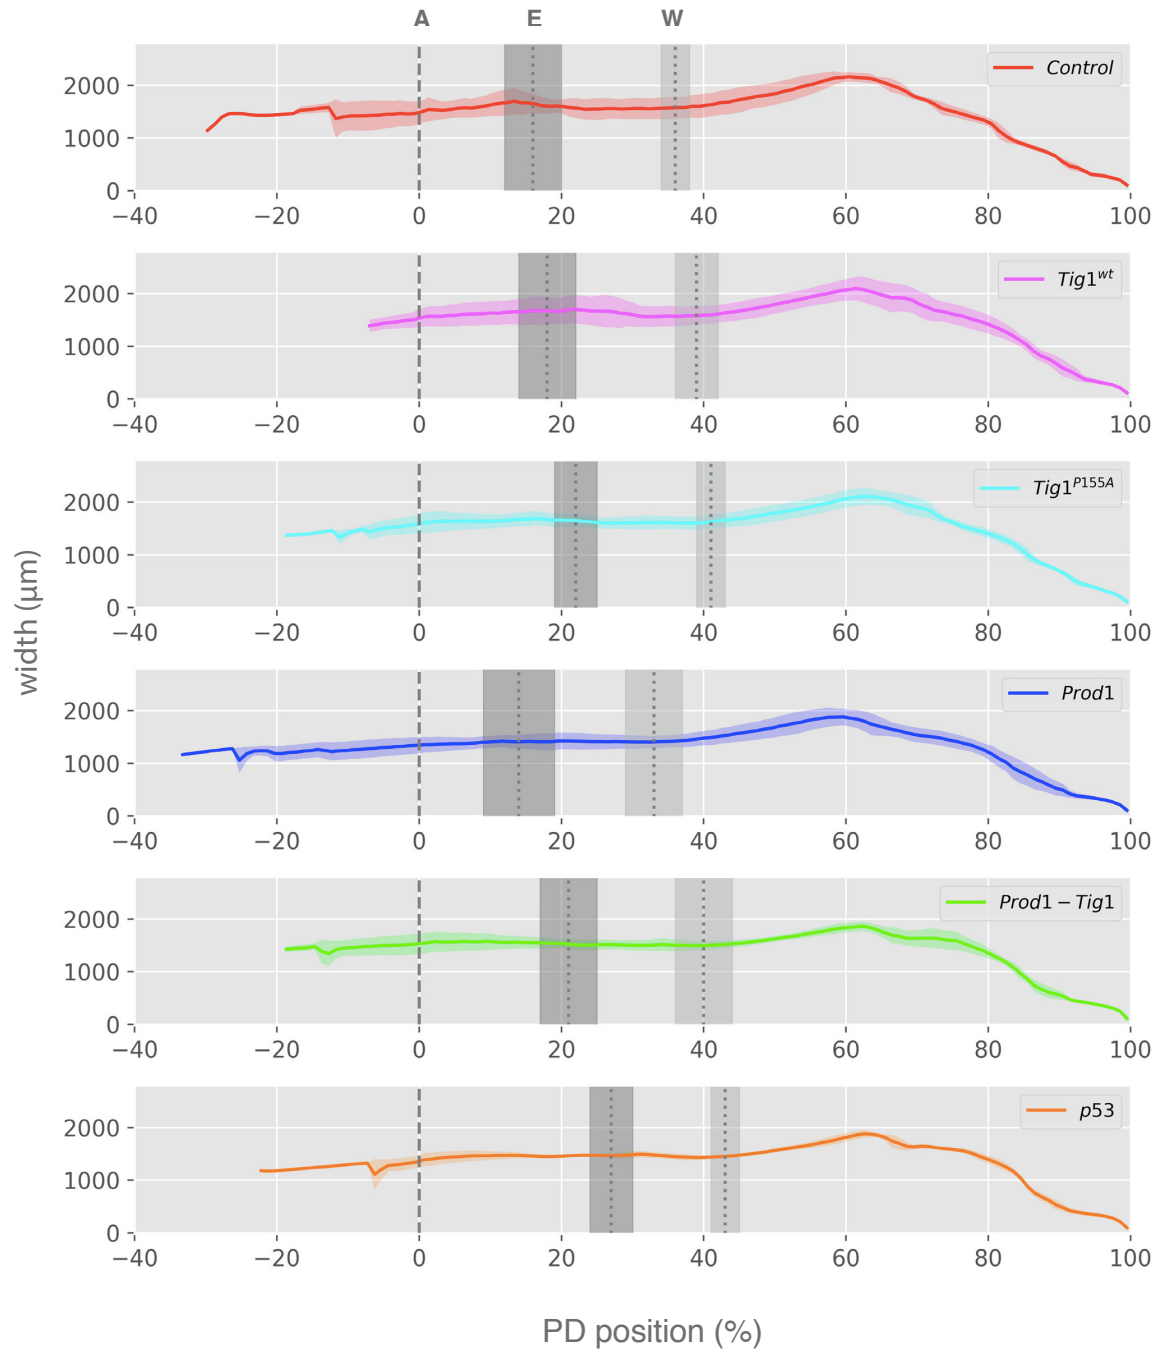

**Supplementary Fig. 14. Meandros scaled width analysis along the PD axis.** Plots representing the variation of limb width ( $\mu\text{m}$ ) along the PD axis as obtained by Meandros image analysis algorithm are given for each individual condition. Dashed line at PD position=0 indicates the location of the amputation plane (A). Coloured shading indicates standard deviation of scaled width, coloured center indicates mean. Grey shading indicates standard deviation of the PD position corresponding to elbow (E) or wrist (W).

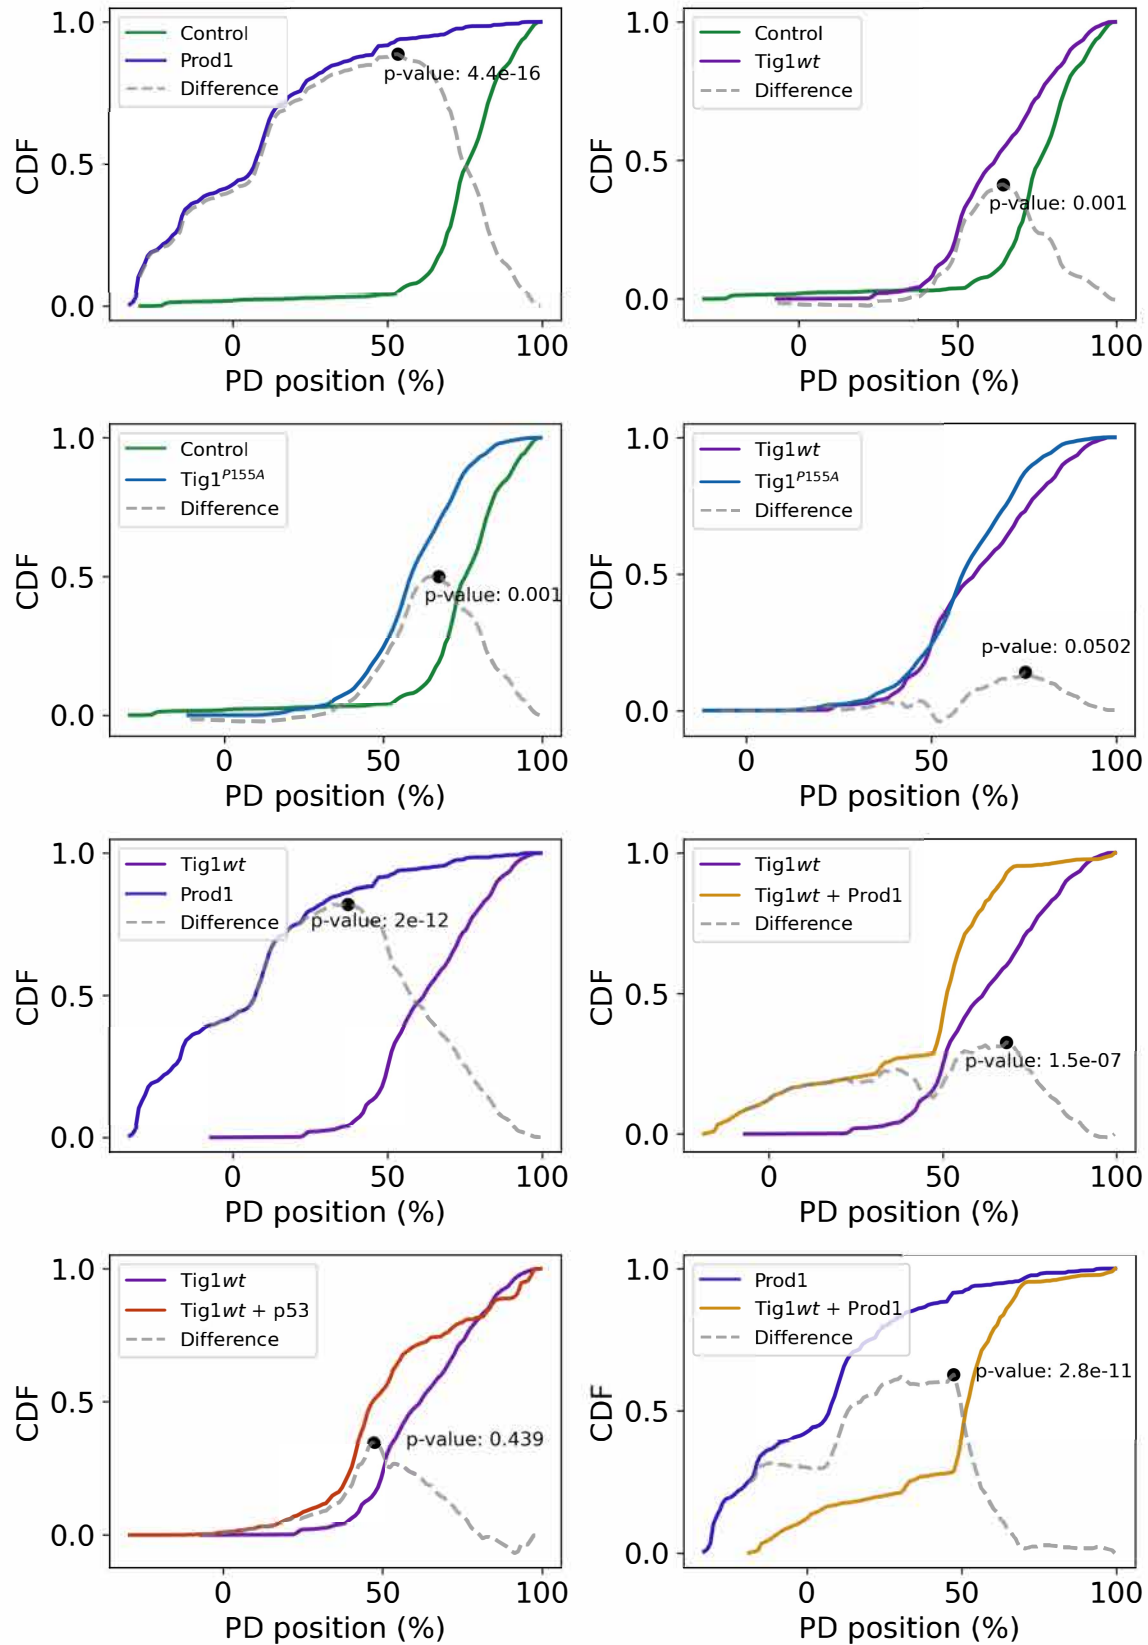

**Supplementary Fig. 15. Statistical analysis of Meandros  $f/f_{\max}$  profiles.** Kolmogorov–Smirnov (two-sample, two-tailed) statistical test comparing the cumulative distribution function (CDF) of the mean  $f/f_{\max}$  profiles for the indicated pairs of conditions (in continuous curves). The dashed line represents the distribution of the difference between CDFs and the p-value for each test is indicated.

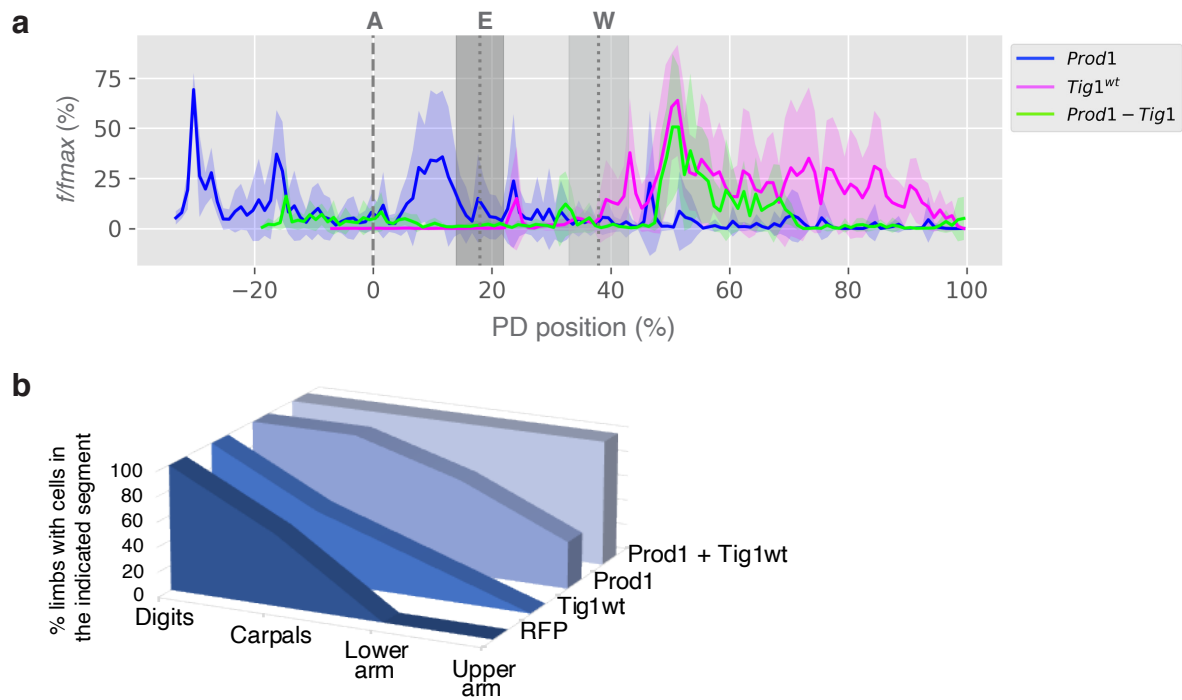

**Supplementary Fig. 16. Tig1 and Prod1 have differential effects on distal-to-proximal blastema cell displacement.** (a) Distribution of fluorescence intensity along the PD axis for the indicated conditions. Coloured shading indicates standard deviation, coloured center indicates mean. Grey shading indicates standard deviation of the PD position corresponding to elbow (E) or wrist (W). A: amputation plane. (b) Quantification of the number of limbs with electroporated cells in the indicated segments following a displacement assay. Control (n=7), Tig1wt (n=7), Prod1 (n=8) and Prod1-Tig1wt (n=12). Source data are provided as a Source Data file.

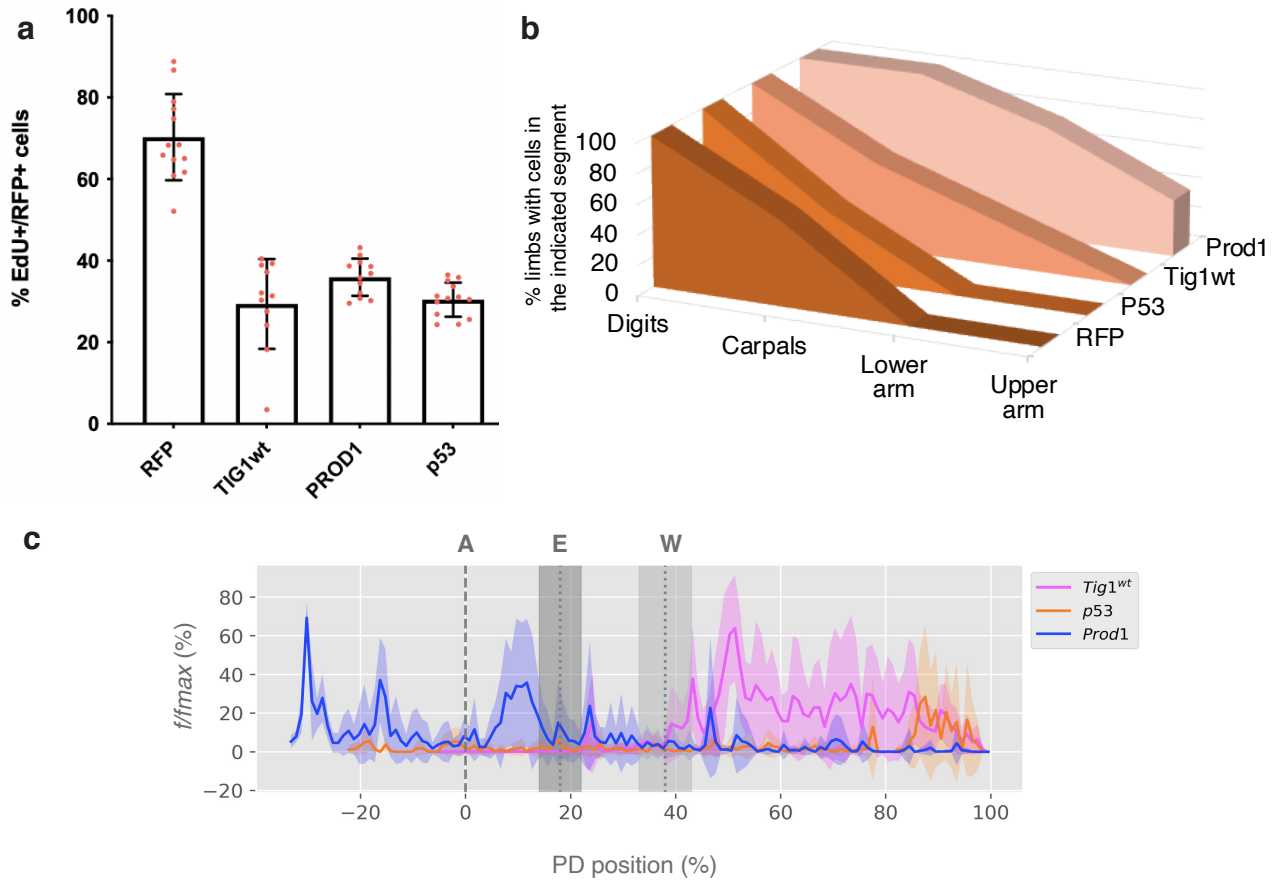

**Supplementary Fig. 17. Impairment in cell cycle progression is not sufficient to promote distal-to-proximal blastema cell displacement.** (a) Quantification of EdU+/RFP+ blastema cells following anti-RFP immunohistochemistry and azide-mediated EdU detection, 72 hours post electroporation with the indicated pN2 vectors and after two EdU pulses at 24h and 48h post electroporation ( $n = 5$  biologically independent samples). \*\*\* $p=4.56E-09$  (RFP vs TIG1),  $p=3.55E-10$  (RFP vs PROD1),  $p=4.08E-12$  (RFP vs P53) (two-tailed paired-matched t-test). Error bars represent S.E.M. (b) Quantification of the number of animals with electroporated cells in the indicated limb segments following a displacement assay using a control vector ( $n=7$ ), p53 ( $n=7$ ), Tig1wt ( $n=7$ ), and Prod1 ( $n=8$ ). (c) Distribution of fluorescence intensity along the PD axis for the indicated conditions. Coloured shading indicates standard deviation, coloured center indicates mean. Note that p53 overexpression does not lead to distal-to-proximal displacement. Grey shading indicates standard deviation of the PD position corresponding to elbow (E) or wrist (W). A: amputation plane. Source data are provided as a Source Data file.

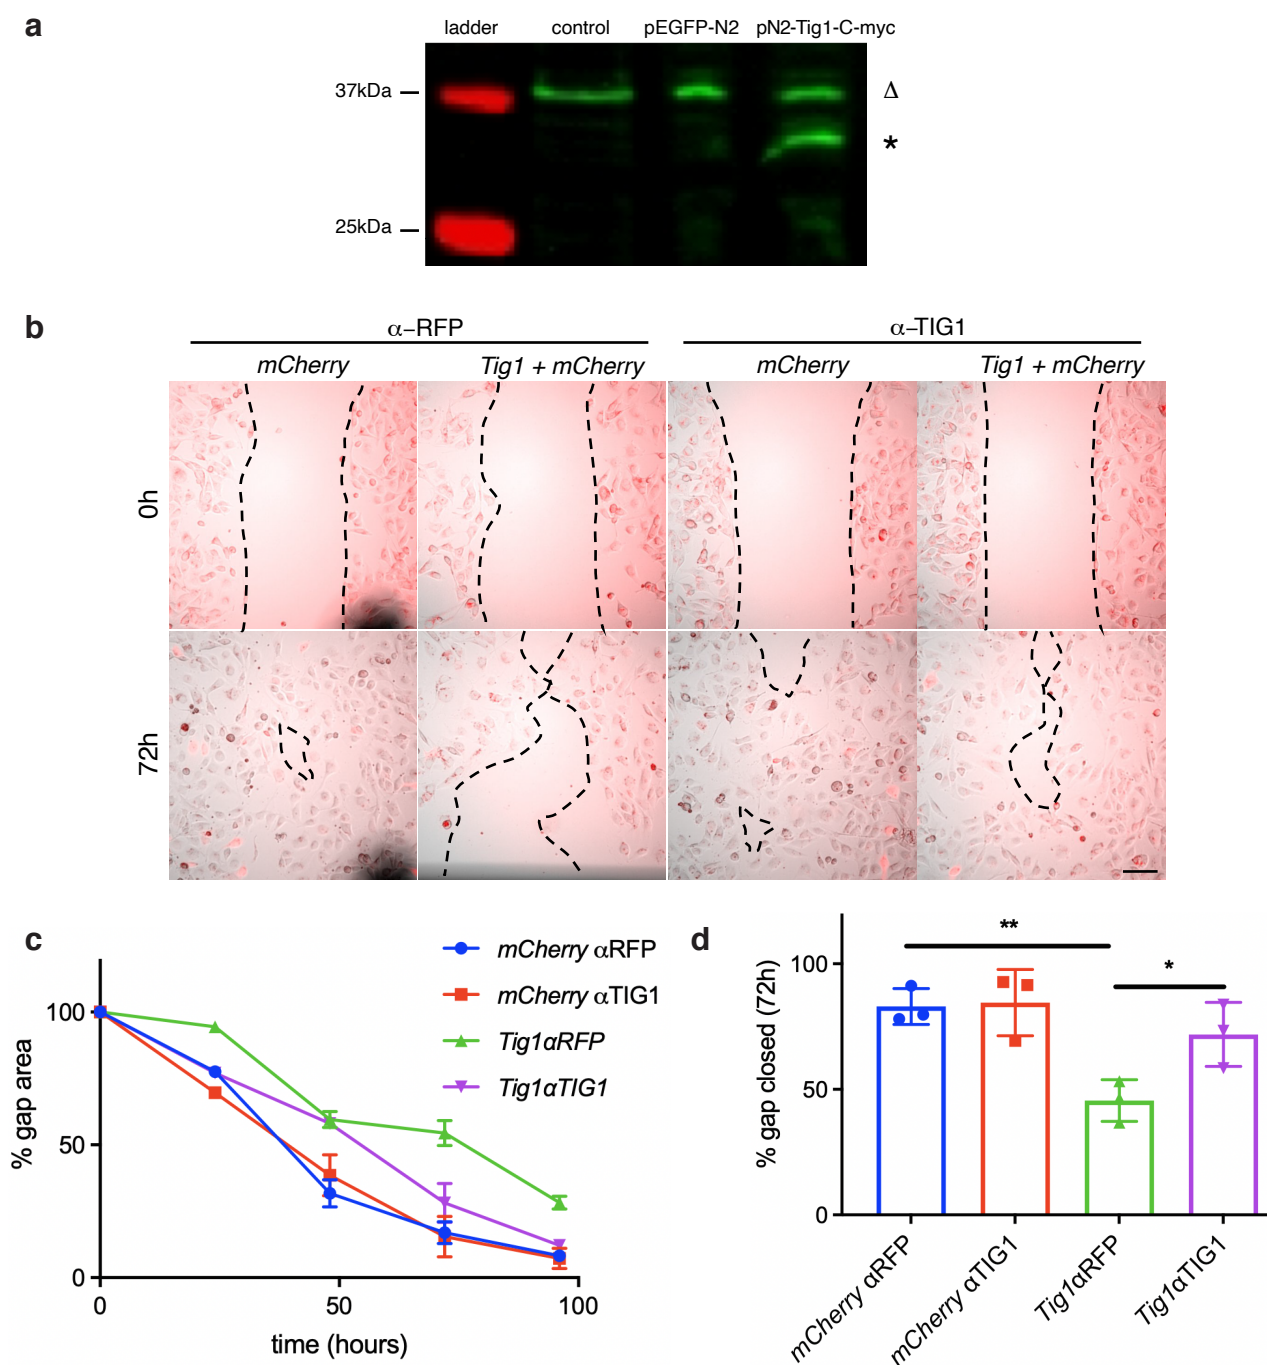

**Supplementary Fig. 18. Tig1 levels impact on cell migration.** (a) Western blot analysis of 293T cell extracts 48hs after lipofection with the indicated vectors, using the Tig1 antibody mix. Asterisk indicates the band corresponding to the TIG1-myc fusion (31kDa). Triangle indicates an unspecific band, present in all extracts including the untransfected control. (b-d) Scratch assay for evaluation cell migration in AL1 cells. (b) Representative images of AL1 cells. Migration was evaluated for 100hs, starting at 48hs after lipofection with the indicated constructs (0h) and in the presence of either -RFP or -Tig1 antibodies. Scale bar: 200 $\mu$ m. (c) Kinetics of cell migration for the indicated conditions. Cells were imaged every 24 hours and gap closure was quantified as the % cell-free area remaining relative to the 0h timepoint. (d) % gap closure at 72h for the indicated conditions. Note that treatment with -Tig1 antibodies neutralises the negative impact of TIG1 overexpression on cell migration. p-values: \*p=0.0398, \*\*p=0.004 (two-tailed, unpaired t-test). Error bars indicate S.E.M. (b-d: n=3 independent biological experiments). Source data are provided as a Source Data file.

**a**

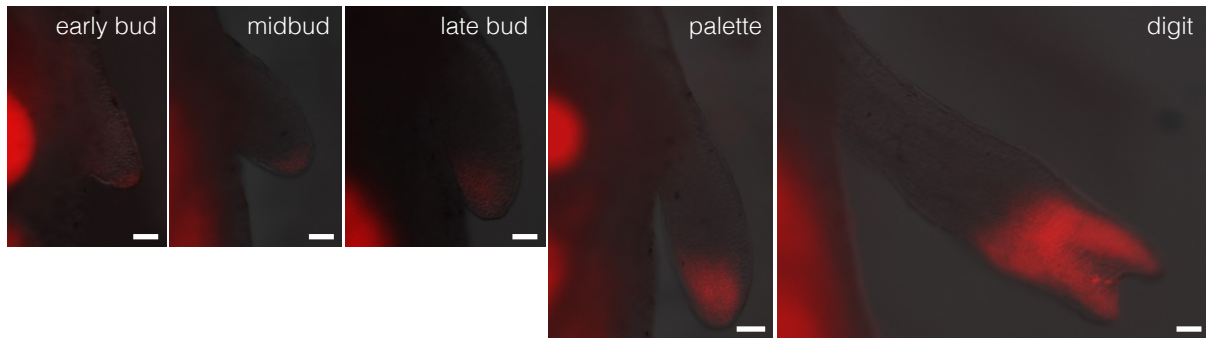

**b**

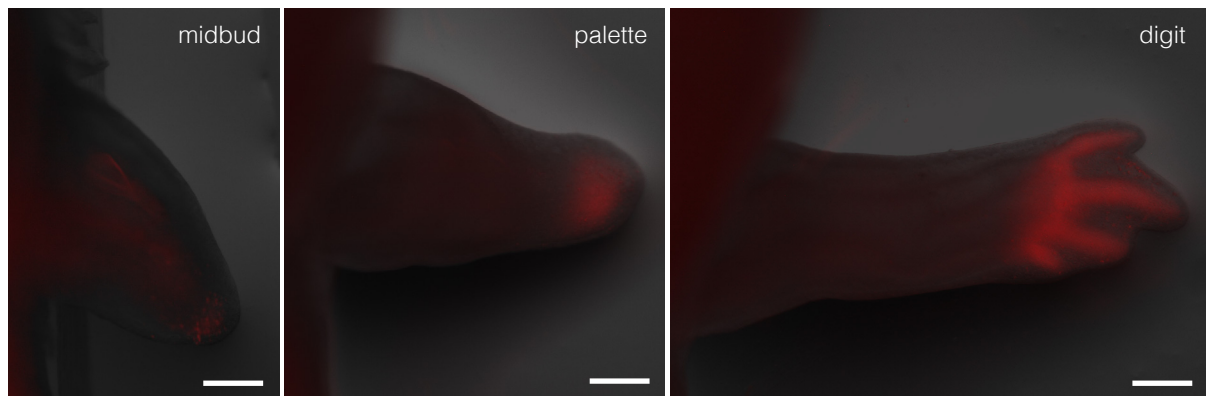

**Supplementary Fig. 19. A *Hoxa13* knock-in reporter line allows distal cell labelling during salamander limb regeneration.** (a) Representative images of limb bud development in the *Hoxa13:Hoxa13-T2a-mCherry* axolotl line. Scale bar: 100µm. (b) Representative images of limb regeneration in *Hoxa13:Hoxa13-T2a-mCherry* axolotls. mCherry fluorescence appears in the distal domain of midbud blastema, and intensifies through the course of regeneration until digit stage. Scale bar: 500µm.

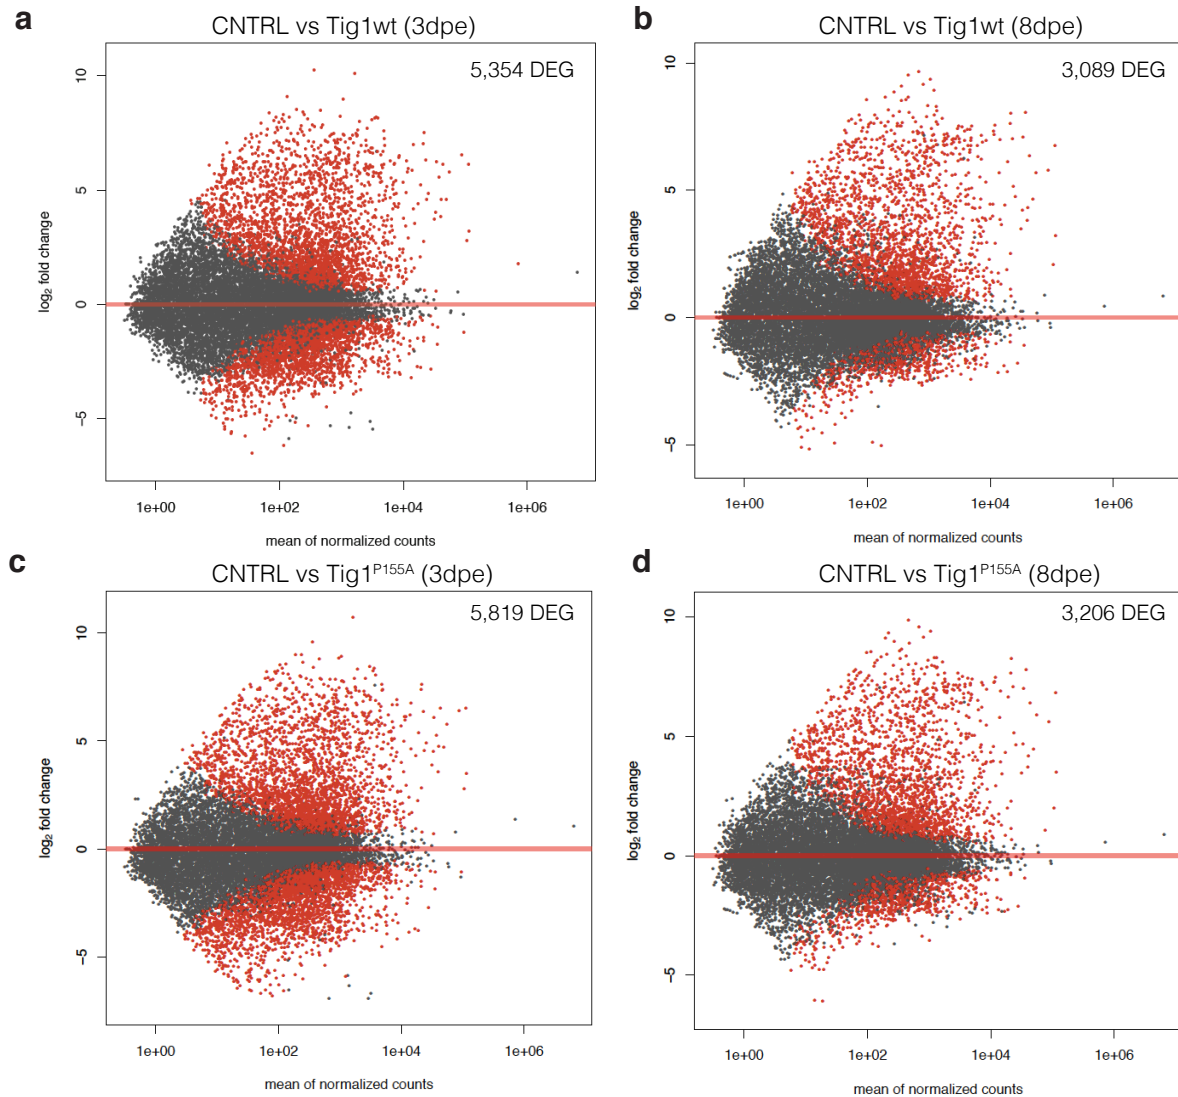

**Supplementary Fig. 20. Tig1 overexpression promotes broad transcriptomic changes.** (a-d) MA plot representation of differential expression analysis of genes expressed in control distal cells (mCherry+) versus Tig1 (a, b) or Tig1<sup>P155A</sup> (c, d) overexpressing distal cells (mCherry+/GFP+), at 3 (a,c) or 8 (b, d) days post electroporation. The number of differentially expressed genes (DGE) for each comparison is annotated in the top right corner. Red points mark the genes with significantly increased or decreased expression (FDR<0.05). The number of differentially expressed genes is indicated in the top left corner of each graph.

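The MA plots split the changed genes by direction. In the counts used here, 3941 genes were higher and 2150 lower with Tig1 at 3 dpe, and 2693 higher and 327 lower at 8 dpe. With Tig1P155A, 3845 were higher and 2923 lower at 3 dpe, and 2698 higher and 437 lower at 8 dpe. DESeq2, fitted to all 18 libraries, called 8310 and 4315 genes for Tig1 at 3 and 8 dpe and 8605 and 4503 for Tig1P155A. Of these, 4663, 3250, 4259 and 3171 were higher, and 6046, 2984, 6683 and 3122 were also called by edgeR. On simulated counts for Tig1 against control at 3 dpe, DESeq2 recovered 62% of the changed genes, with 57 false calls. Far fewer genes were changed in that simulation than were called here, so these rates need not hold for the real counts.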

**a**

| GO Analysis - Cluster B | adj.Pval | nGenes | Pathways                                         |
|-------------------------|----------|--------|--------------------------------------------------|
|                         | 8.50E-90 | 325    | Immune system process                            |
|                         | 1.40E-80 | 266    | Immune response                                  |
|                         | 6.30E-74 | 203    | Cell activation                                  |
|                         | 4.50E-71 | 188    | Leukocyte activation                             |
|                         | 6.90E-58 | 128    | Myeloid leukocyte activation                     |
|                         | 1.70E-54 | 165    | Immune effector process                          |
|                         | 3.50E-51 | 189    | Regulation of immune system process              |
|                         | 2.50E-48 | 120    | Leukocyte activation involved in immune response |
|                         | 1.40E-44 | 125    | Leukocyte mediated immunity                      |
|                         | 1.50E-44 | 102    | Leukocyte degranulation                          |

**b**

| GO Analysis - Cluster C | adj.Pval | nGenes | Pathways                         |
|-------------------------|----------|--------|----------------------------------|
|                         | 5.60E-18 | 14     | Muscle filament sliding          |
|                         | 5.60E-18 | 14     | Actin-myosin filament sliding    |
|                         | 1.30E-17 | 60     | Tissue development               |
|                         | 2.60E-15 | 17     | Actin-mediated cell contraction  |
|                         | 1.90E-13 | 17     | Actin filament-based movement    |
|                         | 4.80E-13 | 13     | Myofibril assembly               |
|                         | 7.30E-12 | 31     | Actin filament-based process     |
|                         | 9.30E-12 | 40     | Epithelium development           |
|                         | 1.00E-11 | 31     | Epithelial cell differentiation  |
|                         | 1.00E-11 | 16     | Striated muscle cell development |

**Supplementary Fig. 21. Gene ontology analysis of differentially expressed genes between control, Tig1 and Tig1<sup>P155A</sup> overexpressing cells.** GO enrichment analysis using g:Profiler of the Biological process terms in the 3 groups determined by K-means hierarchical clustering (number of groups was chosen based on tSNE and Elbow method), displaying the top ten enriched terms for cluster B (a) and C (b). The enriched pathways are listed with their corresponding adjusted p-value and number of genes. The p-values are corrected for multiple testing using False Discovery Rate (FDR).

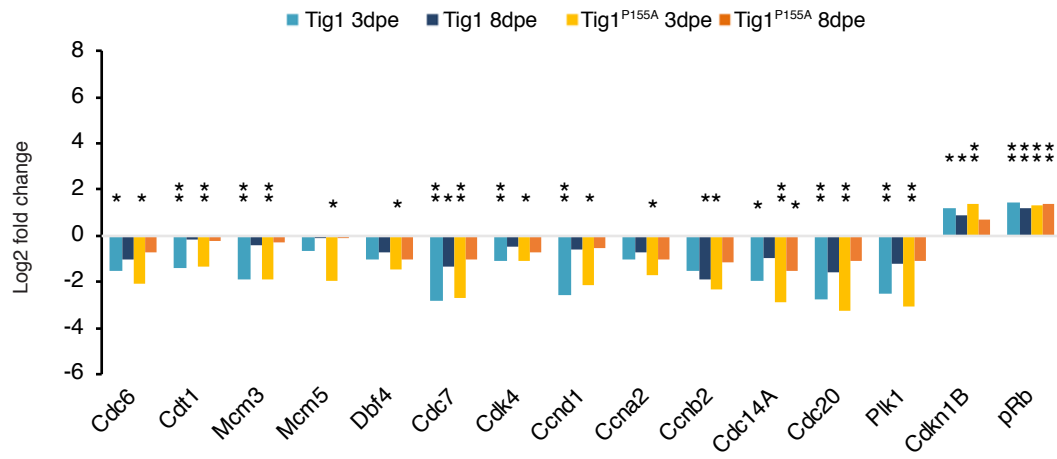

**Supplementary Fig. 22. Tig1 overexpression promotes the downregulation of cell cycle progression genes and upregulation of tumour suppressors.** Relative gene expression changes in genes associated with cell cycle progression among differentially expressed genes between control, Tig1 or Tig1<sup>P155A</sup> overexpressing distal cells at 3 or 8 dpe. \*  $p < 0.05$ ; \*\*  $p < 0.001$ . Source data (including exact p-values) are provided as a Source Data file.

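Cell cycle genes were compared between control cells and cells with either Tig1 form at 3 and 8 dpe. Of the 15 genes that Supplementary Fig. 22 shows, 13 have a row that passed the filter; 10 were lower on average in overexpressing cells, 2 (Cdkn1B and the gene named RB) were higher and 1 did not pass the threshold, and 13 passed adjusted over the list alone, a list that the study showed for the same samples. In single comparisons, 7 passed with Tig1 and 11 with Tig1P155A at 3 dpe, and 1, the gene named RB, with each form at 8 dpe. Connective tissue genes fell and myeloid genes rose in the same libraries, and the genes shown here were not scaled to either. No row is named Cdc7. The fall was largest in Cdc20 (CDC20, AMEX60DD020056; −2.17, SE 0.31, adjusted p = 1.67e-05) and Plk1 (PLK1, AMEX60DD020919; −2.02, SE 0.35, adjusted p = 0.000165), both below every control library of the same time point in 12 of 12. Cdc14A (CDC14A) changed by −1.87, Ccnb2 (CCNB2) by −1.46 (adjusted p = 0.0104), Mcm5 (MCM5) by −1.22, Mcm3 (MCM3) by −1.05, Ccnd1 (CCND1) by −0.87 and Dbf4 (DBF4) by −0.77, with adjusted p between 0.000562 and 0.0106. Ccnb2 was not called without control 3 dpe replicate 1 (−1.14, adjusted p = 0.0593). A row named CDC6.S (AMEX60DD010154), matched to Cdc6 only after the values had been seen, changed by −1.30 (adjusted p = 0.0126). Cdt1 (CDT1, AMEX60DD017135) changed by −0.66 (SE 0.25, adjusted p = 0.044), below every such control in 7 of 12 and above in 1. It was not called with the replicate number in the model (0.0627) or with every gene with a count tested (0.372). Nor was it called without control 3 dpe replicate 1 (0.0729) or 2 (0.0682), control 8 dpe replicate 1 (0.0802) or 2 (0.0627), Tig1 3 dpe replicate 3 (0.0531), Tig1 8 dpe replicate 1 (0.0593) or 2 (0.0614), Tig1P155A 3 dpe replicate 1 (0.0549), 2 (0.0532) or 3 (0.0584), or Tig1P155A 8 dpe replicate 1 (0.0588) or 2 (0.0534). Cdk4 (CDK4, AMEX60DDU001010016) changed by −1.49 (SE 0.61, adjusted p = 0.058), below every such control in 7 of 12. It was called with DESeq2's size factors (adjusted p = 0.0412), library size alone (0.0189), no filter beyond 1 count (0.0275), DESeq2 (0.0186) and without the mitochondrial genes (0.0305), and over these and the other alternatives for the whole data the adjusted p lay between 0.0186 and 0.0887. It was also called without control 3 dpe replicate 3 (0.0346), Tig1 3 dpe replicate 1 (0.0393), Tig1 8 dpe replicate 3 (0.0481), Tig1P155A 3 dpe replicate 2 (0.0242) or Tig1P155A 8 dpe replicate 3 (0.0491).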

| <b>gene</b>         | <b>Forward (5' primer)</b> | <b>Reverse (3'primer)</b> |
|---------------------|----------------------------|---------------------------|
| Rlp4                | TGAAGAACTTGAGGGTCATGG      | CTTGGCGTCTGCAGATTTTTT     |
| Hoxa13              | ACTGGTTCATGAAGACAATTGCCT   | CTGTTTTACCGTCTTCCCCATTA   |
| Hoxa11              | GCCAAACAGGCTTGTTTTTA       | CTTCCGGCGATTGTTTAGTC      |
| Meis1               | GCCGTCGCCAACAATGATTT       | GTGATGCGTACGGTTGATGC      |
| Enpp2               | CGATACCAGTCCCAACGCAT       | GAGTTGCTCAATGTCCCGGA      |
| Epha7               | CGTTACAATCGGCATGAGGG       | GCTAGGCCTTACTTCCCGTG      |
| Lhx2                | CCTCTTTCAAACACCACCAGTTG    | TGTGTTTTCTTGGCGTAGGAGAT   |
| Prod1               | GATCTCAAAGGTCGGTTCAGA      | CACAAGCCTGCTACTTCTAGA     |
| Tig1CDS             | TCCAATGAGCCCCTGAGAGA       | GACACTCTTCACTTGGGCCA      |
| Tig1-3'UTR          | CTCCCTCAAACAATCCGGCT       | GTTGTCGAGCGCTTCCATTC      |
| ef1- $\alpha$       | AACATCGTGGTCATCGGCCAT      | GGAGGTGCCAGTGATCATGTT     |
| Tig1 N.vir          | AAAGTTGGAACGTGCTCTGG       | CATTTGCATTGATTGGCTTG      |
| ef1- $\alpha$ N.vir | TAGAGTGCAGGTGACGATCC       | AGTCACCAAGTCTGCCATCA      |

**Supplementary Table 1. qRT-PCR primer sequences.**

# Supplementary material for: Tig1 regulates proximo-distal identity during salamander limb regeneration
**Source:** Nat Commun. 2022 Mar 3;13:1141. doi: 10.1038/s41467-022-28755-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Single cell transcriptomic analysis of gene contribution to different principal components (Gerber et al dataset).

File Name: Supplementary Data 2

Description: Hoxa13 and Tig1 coexpression at different TPM cutoffs (Gerber et al dataset). Fisher's exact test rules out co-expression (p value > 0.5 for every cutoff); blue and gray circled depict co-expression and lack of coexpression, respectively

File Name: Supplementary Data 3

Description: List of genes correlated with proximal or distal compartments after PD score (Lin et al, 2021 dataset<sup>19</sup>).

File Name: Supplementary Data 4

Description: Predicted regulatory elements (RA-related, Hox and Meis1/2 binding sites) within 40kb upstream of the start site of Tig1 coding sequence.

File Name: Supplementary Data 5

Description: Elisa and SDS-PAGE analysis of purified antibodies against Tig1 peptide 154

File Name: Supplementary Data 6

Description: Elisa and SDS-PAGE analysis of purified antibodies against Tig1 peptide 155

File Name: Supplementary Data 7

Description: List of up and downregulated genes in Hoxa13/mCherry<sup>+</sup> cells following Tig1 or Tig1<sup>P155A</sup> overexpression at 3 and 8dpa

File Name: Supplementary Data 8

Description: List of genes corresponding to the GO pathway enrichment analysis in Fig 6d and Supp. Fig 18 and adjusted p-values.

File Name: Supplementary Data 9

Description: List of Tig1 upregulated genes used for the upregulation score (Fig. 8).

File Name: Supplementary Data 10

Description: List of Tig1 downregulated genes used for the downregulation score (Fig. 8).

File Name: Supplementary Data 11

Description: FACS sample gating strategy (Fig. 6)

# Supplementary material for: Tig1 regulates proximo-distal identity during salamander limb regeneration
**Source:** Nat Commun. 2022 Mar 3;13:1141. doi: 10.1038/s41467-022-28755-1
**Supplement:** Supplementary file 8 — Supplementary data 5

## ANTIBODY SERVICE

### ANTIBODY PURIFICATION ANALYSIS BY INDIRECT ELISA

Customer : **Dr. YUN MAXIMINA**

|           |          |     |                     |
|-----------|----------|-----|---------------------|
| Peptide : | EP104154 | S:  | Serum               |
| Rabbit    | 1499     | FT: | Flow-through        |
|           |          | PA: | Purified antibodies |

## 2- Results

| Dilution (x-fold) |   | Against Peptide |       |       |                         |       |       |                        |       |       | Against Carrier |       |       |
|-------------------|---|-----------------|-------|-------|-------------------------|-------|-------|------------------------|-------|-------|-----------------|-------|-------|
|                   |   | serum (S)       |       |       | col. flow-through1 (FT) |       |       | purif. Antibodies (PA) |       |       | S               | FT    | PA    |
|                   |   | 1               | 2     | 3     | 4                       | 5     | 6     | 7                      | 8     | 9     | 10              | 11    | 12    |
| 100               | A | 3,118           | 3,136 | 3,121 | 0,382                   | 0,357 | 0,400 | 3,240                  | 3,437 | 3,498 | 3,815           | 3,802 | 1,158 |
| 300               | B | 1,527           | 1,499 | 1,281 | 0,366                   | 0,354 | 0,369 | 2,427                  | 2,545 | 2,985 | 3,771           | 3,782 | 0,657 |
| 900               | C | 0,712           | 0,608 | 0,546 | 0,342                   | 0,333 | 0,249 | 1,109                  | 1,269 | 1,559 | 3,770           | 3,769 | 0,490 |
| 2700              | D | 0,490           | 0,354 | 0,320 | 0,256                   | 0,292 | 0,249 | 0,719                  | 0,586 | 0,779 | 3,727           | 3,733 | 0,392 |
| 8100              | E | 0,408           | 0,321 | 0,279 | 0,235                   | 0,260 | 0,239 | 0,438                  | 0,459 | 0,503 | 3,562           | 3,447 | 0,306 |
| 24300             | F | 0,435           | 0,281 | 0,317 | 0,231                   | 0,241 | 0,232 | 0,375                  | 0,415 | 0,397 | 3,025           | 2,857 | 0,308 |
| 72900             | G | 0,285           | 0,280 | 0,367 | 0,219                   | 0,237 | 0,206 | 0,318                  | 0,360 | 0,363 | 0,064           | 0,062 | 0,055 |
| 218700            | H | 0,266           | 0,223 | 0,337 | 0,204                   | 0,234 | 0,205 | 0,299                  | 0,353 | 0,295 | 3,693           | 3,686 | 3,695 |

- contr.  
+ contr.

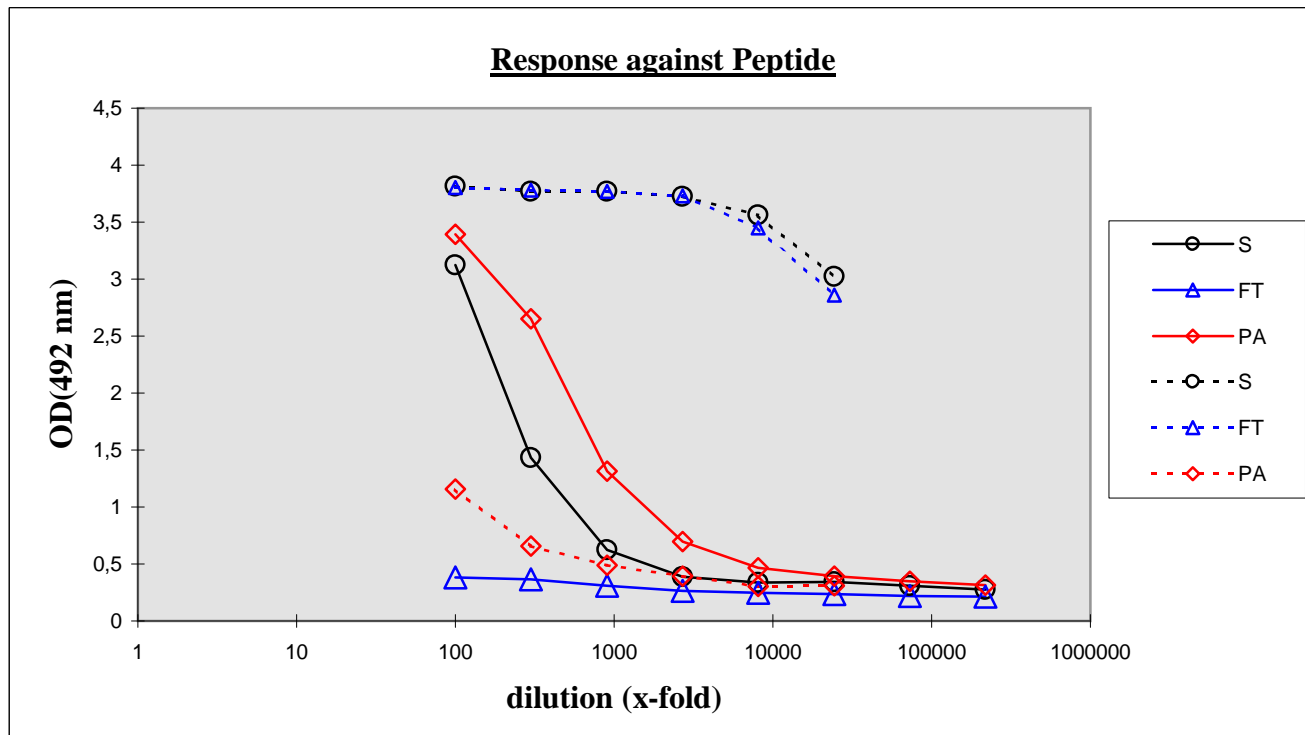

Peptide (straight line)

carrier (discontinuous line)

Visit [www.eurogentec.com/ELISA-interpretation.html](http://www.eurogentec.com/ELISA-interpretation.html) for ELISA results interpretation

## ANTIBODY SERVICE

### SDS-PAGE ANALYSIS (Bioanalyser, Agilent)

Customer : **Dr. YUN MAXIMINA**

Peptide : EP104154

Rabbit 1499

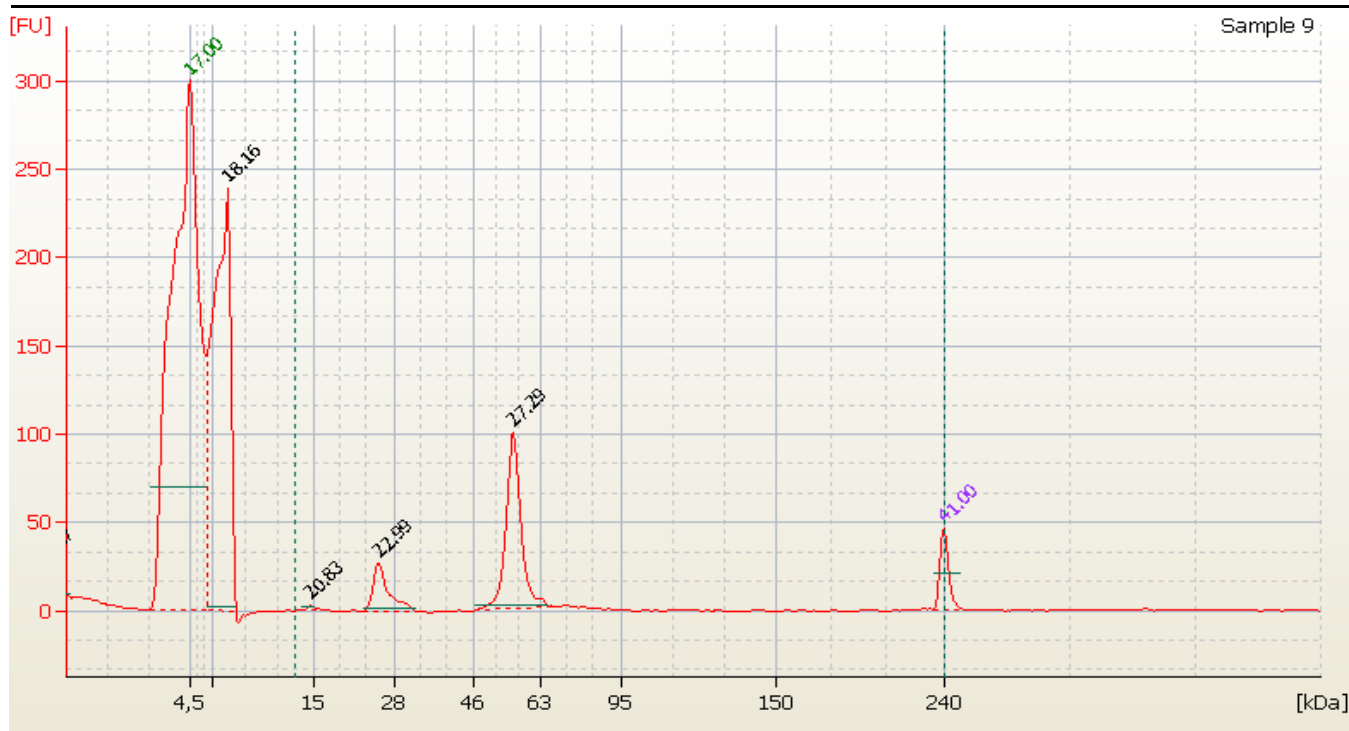

| Size [kDa] | % Total | Observations |
|------------|---------|--------------|
| 4,5        | 0,0     | Lower Marker |
| 8,2        | 0,0     | System Peak  |
| 14,8       | 1,3     |              |
| 25,5       | 23,7    | LC           |
| 56,4       | 75,0    | HC           |
| 240,0      | 0,0     | Upper Marker |

**Purity (sum HC+LC)**

**98,7 %**

|      |                      |
|------|----------------------|
| LC:  | Light Chain          |
| HC:  | Heavy Chain          |
| rSA: | rabbit Serum albumin |

# Supplementary material for: Tig1 regulates proximo-distal identity during salamander limb regeneration
**Source:** Nat Commun. 2022 Mar 3;13:1141. doi: 10.1038/s41467-022-28755-1
**Supplement:** Supplementary file 9 — Supplementary data 6

## ANTIBODY SERVICE

### ANTIBODY PURIFICATION ANALYSIS BY INDIRECT ELISA

Customer : **Dr. YUN MAXIMINA**

|           |          |     |                     |
|-----------|----------|-----|---------------------|
| Peptide : | EP104155 | S:  | Serum               |
| Rabbit    | 1499     | FT: | Flow-through        |
|           |          | PA: | Purified antibodies |

## 2- Results

| Dilution (x-fold) |   | Against Peptide |       |       |                         |       |       |                        |       |       | Against Carrier |       |                |
|-------------------|---|-----------------|-------|-------|-------------------------|-------|-------|------------------------|-------|-------|-----------------|-------|----------------|
|                   |   | serum (S)       |       |       | col. flow-through1 (FT) |       |       | purif. Antibodies (PA) |       |       | S               | FT    | PA             |
|                   |   | 1               | 2     | 3     | 4                       | 5     | 6     | 7                      | 8     | 9     | 10              | 11    | 12             |
| 100               | A | 3,460           | 3,461 | 3,417 | 0,712                   | 0,949 | 0,725 | 3,664                  | 3,681 | 3,661 | 3,805           | 3,781 | 0,994          |
| 300               | B | 2,361           | 2,236 | 2,219 | 0,471                   | 0,491 | 0,425 | 3,632                  | 3,654 | 3,662 | 3,790           | 3,758 | 0,770          |
| 900               | C | 1,201           | 0,984 | 1,036 | 0,421                   | 0,489 | 0,424 | 2,992                  | 3,085 | 3,128 | 3,764           | 3,758 | 0,558          |
| 2700              | D | 0,733           | 0,626 | 0,588 | 0,394                   | 0,439 | 0,422 | 1,788                  | 1,809 | 1,910 | 3,738           | 3,715 | 0,472          |
| 8100              | E | 0,635           | 0,616 | 0,396 | 0,382                   | 0,398 | 0,390 | 0,886                  | 0,885 | 0,944 | 3,658           | 3,544 | 0,448          |
| 24300             | F | 0,486           | 0,399 | 0,393 | 0,349                   | 0,381 | 0,382 | 0,572                  | 0,556 | 0,538 | 3,395           | 3,169 | 0,359          |
| 72900             | G | 0,376           | 0,381 | 0,389 | 0,347                   | 0,331 | 0,330 | 0,319                  | 0,370 | 0,326 | 0,058           | 0,053 | 0,062 - contr. |
| 218700            | H | 0,279           | 0,259 | 0,262 | 0,280                   | 0,283 | 0,329 | 0,329                  | 0,287 | 0,298 | 3,646           | 3,621 | 3,631 + contr. |

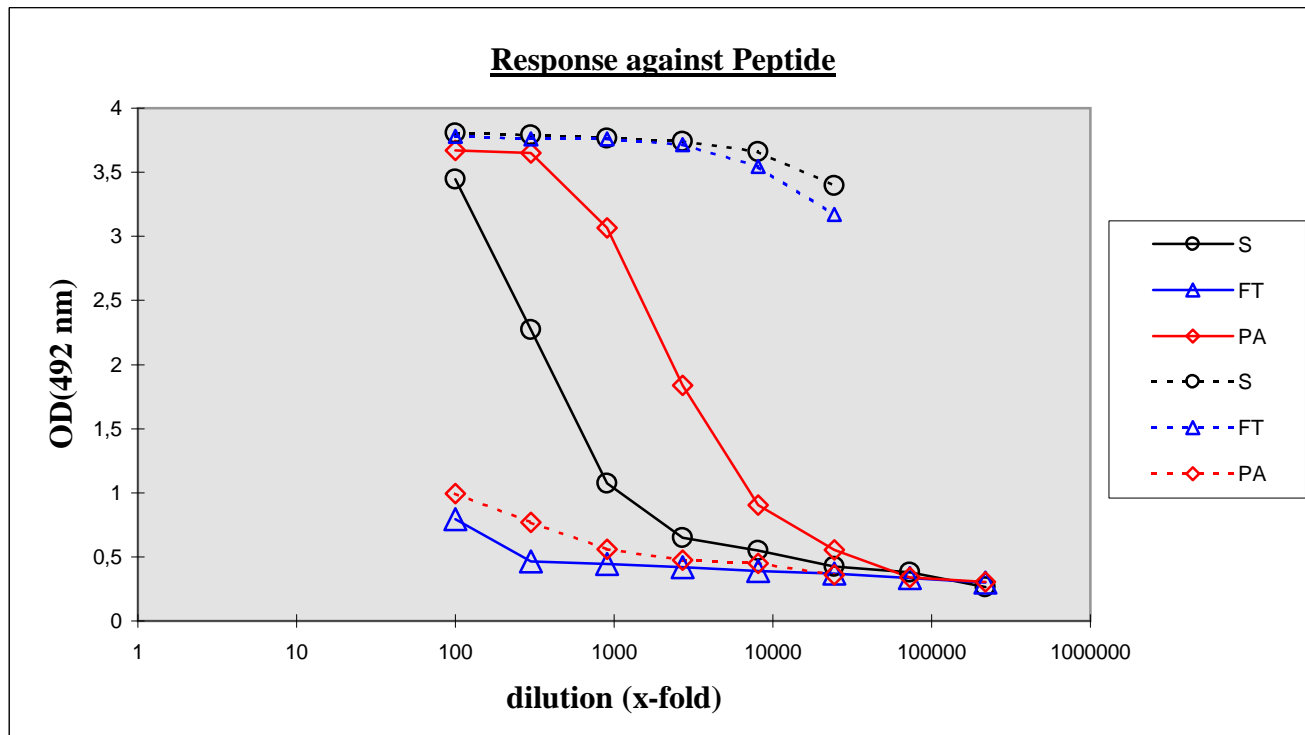

Peptide (straight line)

carrier (discontinuous line)

Visit [www.eurogentec.com/ELISA-interpretation.html](http://www.eurogentec.com/ELISA-interpretation.html) for ELISA results interpretation

## ANTIBODY SERVICE

### SDS-PAGE ANALYSIS (Bioanalyser, Agilent)

Customer : **Dr. YUN MAXIMINA**

Peptide : EP104155

Rabbit 1499

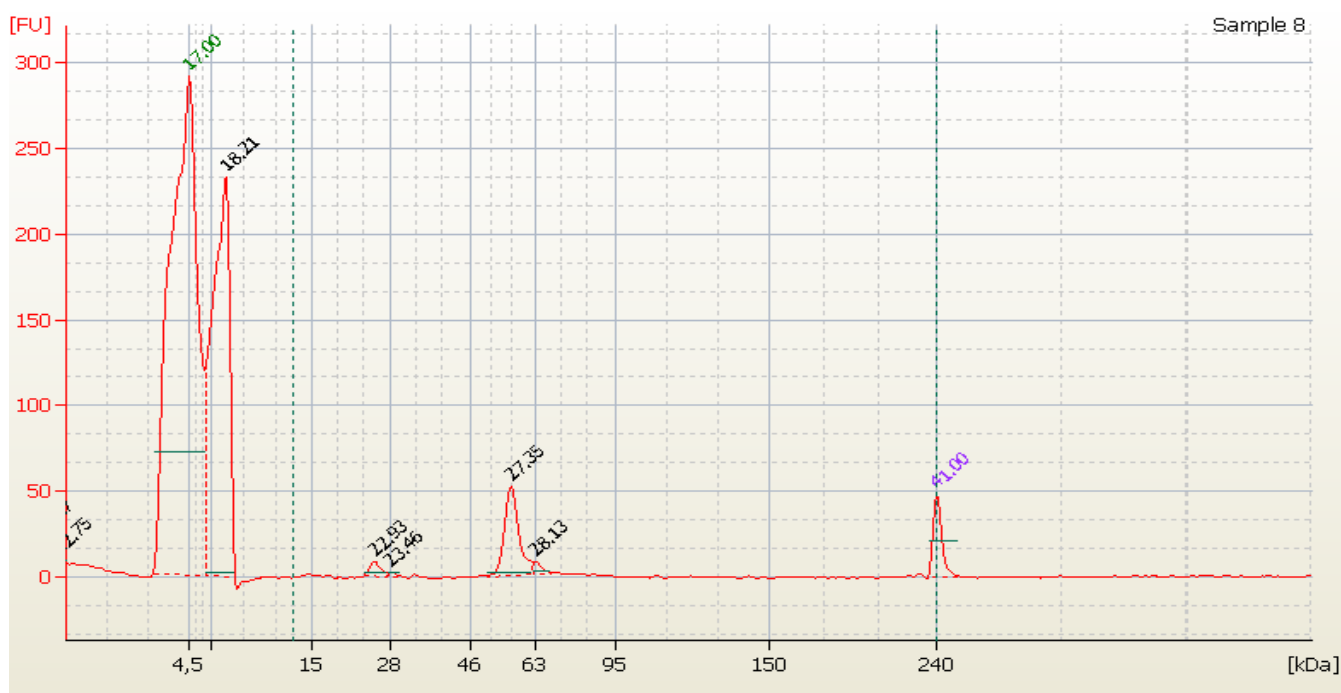

| Size [kDa] | % Total | Observations |
|------------|---------|--------------|
| 4,5        | 0,0     | Lower Marker |
| 8,3        | 0,0     | System Peak  |
| 25,3       | 13,0    | LC           |
| 28,0       | 2,2     | LC           |
| 56,8       | 79,1    | HC           |
| 63,2       | 5,7     |              |
| 240,0      | 0,0     | Upper Marker |

**Purity (sum HC+LC)**

**94,3 %**

|      |                      |
|------|----------------------|
| LC:  | Light Chain          |
| HC:  | Heavy Chain          |
| rSA: | rabbit Serum albumin |

# Supplementary material for: Tig1 regulates proximo-distal identity during salamander limb regeneration
**Source:** Nat Commun. 2022 Mar 3;13:1141. doi: 10.1038/s41467-022-28755-1
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

In this manuscript we used 'Meandros', an custom image analysis software for which a description is available in the methods section. A separate paper will be published elsewhere and the software will be uploaded to a public repository. The code is available to the Reviewers/ Editor upon request. All other software used is described within the submitted manuscript.  
Commercially/publicly available software/code used: Seurat package (v4); 'EnhancedVolcano' R package; R package 'rstatix' and 'ggpubr', <https://molotool.autosome.ru/>; STAR (v2.7.6a; PMID:27115637); featureCounts (v2.0.1; PMID:30783653); DESeq2 package; iDEP.93 web application; g:profiler; Prism 4.0 software; Opticon 3 (Bio-rad) software, Zen 2.3 (blue Edition, Zeiss) and Improvision Openlab (PerkinElmer) software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

A data availability statement is provided in the manuscript under a separate 'data availability' section. All data generated or analysed during this study are either included in this published article (and its supplementary information files) or publicly available (Gerber et al, Science, 2018 and Lin et al, Developmental Cell, 2021). The raw RNAseq data generated within this study has been deposited in the Gene Ontology Omnibus (GEO)/NCBI database under accession code GSE184948 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184948>). Additional scRNA seq and bulk RNAseq analysis and well as Tig1 antibody generation and validation information is presented as Supplementary Data. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The experimental designs were based on known biological variance of the culture and animal experiments as well as statistical feasibility. Power analysis was performed for sample size estimation using G*Power software. For our in vivo work, prior experience on the various assays was taken into account to achieve appropriate cohort size whilst minimising animal use. For the engulfment assay, sample size was determined considering Da Silva et al, Dev Cell 2002. For displacement assay, sample size determination took into consideration experiments from Echeverri & Tanaka, Dev Biol 2005. Assays involving Baculovirus delivery took into account Oliveira et al, Dev Biol 2018. For the RNAseq experiment, sample size was calculated based on the electroporation efficiency and the number of cells required for the sequencing protocol. |
| Data exclusions | No data were excluded from our analyses, with one exception: any images/part of images that did not reach the high-resolution standards (e.g. due to blurriness or suboptimal signal detection) required for Meandros analysis were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | To ensure the reproducibility of experimental findings we performed an appropriate number of technical and biological replicates. Independent experiments were used to verify our findings, the number is indicated in the corresponding figure legend. Each experiment was independently repeated at least three times. All replication attempts were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Randomised sample allocation was used for all the described experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Blinding was used for scoring of the engulfment, EdU, segment length estimation upon baculovirus transduction, scratch and displacement assays.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Polyclonal anti-TIG1 antibodies (custom for axolotl Tig1, specified in the manuscript, validated through ELISA -suppl data-, antibody staining and neutralisation of function - this manuscript-)</p> <p>anti-PROD1 (custom for axolotl Prod1 -Da Silva et al, 2002-)</p> <p>anti-PRRX1 (custom for axolotl PRRX1 -Gerber et al, 2008-)</p> <p>anti-TMEFF1 (custom antibodies against EGF-like domain of TMEFF1, see Da Silva et al, 2002 and Da Silva et al Mech Dev 2001)</p> <p>Anti-Myc (mouse monoclonal, clone 9E10, Sigma-Aldrich, cat no. M4439, LOT #110M4770)</p> <p>anti-RFP (rabbit polyclonal, Rockland, Cat no.600-401-379, LOT #45808)</p>                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | <p>Validation of the anti-axolotl Tig1 antibodies was performed by ELISA, Western blotting (eg appearance of band of right molecular weight and only upon expression of axolotl Tig1 upon transfection of human HEK293T cells), neutralization studies (scratch assay, engulfment assay) in this manuscript. Validation of all other antibodies is available elsewhere (literature or manufacturer). In particular:</p> <p>anti-PROD1 (custom for axolotl Prod1, validated elsewhere -Da Silva et al, 2002-)</p> <p>anti-PRRX1 (custom for axolotl PRRX1, validated elsewhere -Gerber et al, 2008-)</p> <p>anti-TMEFF1 (custom antibodies against EGF-like domain of TMEFF1, validated by Da Silva et al Mech Dev 2001, including exogenous expression of salamander TMEFF1 in COS7 cells and specific reactivity of antibody after immunostaining of transfected cells)</p> <p>Commercial antibodies used in this manuscript were further validated based on their performance against experimental controls as well as molecular weight ladders.</p> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | A1 (Notophthalmus viridescens, gift from Jeremy Brockes); AL1 (Ambystoma mexicanum, gift from Stephane Roy); HEK293T (Homo sapiens, gift from Jeremy Brockes); SF9 ESF (Sodoptera frugiperda, expresSF+, ProteinSciences Corporation; sourced from MPI CBG Protein Expression Facility).                                                                                                                                                                                                                                                      |
| Authentication                                                    | All cell lines used are published. A1 and AL1 are custom, non-commercial cell lines developed by others in the field and shared across the community. We did not formally authenticate them, but both lines always exhibited features previously attributed to each of them (e.g. myogenic capacity of newt A1 line, capacity of A1 or AL1 cells to integrate with regenerating salamander tissues, etc). HEK293T were a gift from Jeremy Brockes, not authenticated by our lab. SF9 line was authenticated in Oliveira et al, Dev Biol 2018. |
| Mycoplasma contamination                                          | All cell lines are negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | This study involves use of axolotls (Ambystoma mexicanum) and red-spotted newts (Notophthalmus viridescens). Axolotls of the leucistic (d/d) strain were used in all experiments, except for a) the engulfment assay, where Caggs:EGFP47 transgenics were used, and b) the distal cell reprogramming assay, where Hoxa13:Hoxa13-T2a-mCherry)Etnka axolotls were used. Animals between 3 and 13cm length snout-to-cloaca we used, as specified in legends and methods where relevant. A 50:50 ratio of males/females was used in all experiments. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | Procedures for care and manipulation of all animals used in this study were performed in compliance with the Animals -Scientific Procedures- Act 1986 (United Kingdom Home Office), and the laws and regulations of the State of Saxony, Germany.                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

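Cells carrying the Hoxa13:mCherry reporter were sorted from axolotl blastemas electroporated 13 days post amputation with Tig1 or Tig1P155A, each joined to GFP by a T2a sequence. For each condition 12 blastemas were pooled, 300 cells were taken for each library, and each of 6 groups (control, Tig1 and Tig1P155A cells at 3 and 8 dpe) has 3 libraries. The authors aligned the reads with STAR v2.7.6a to AmexG_v6.0-DD, to which they had added curated HoxA and HoxD gene models, the mitochondrial genome and the ERCC spike-in sequences, and counted uniquely aligned reads per gene with featureCounts v2.0.1. The values the authors deposited are counts per gene and library, without normalization or filter. The paper's text does not name the strandedness of the counting.

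Total counts had group medians of 20125855 and 18790572 in control cells at 3 and 8 dpe, 13490008 and 18259375 in Tig1 cells and 19440963 and 17391066 in Tig1P155A cells. TMM factors lay between 0.511 and 1.49, and correlations between replicates of a group between 0.897 and 0.976. The 92 ERCC sequences, which hold no counts, were left out, and the 37 mitochondrial genes were kept. Replicate numbers were not taken as pairs. Over 18 pairs of libraries with the same number and time point, residual correlations lay between −0.33 and 0.2. Over all pairs from different groups, across time points as well, they were 0.0089 on average for the same number and −0.0041 for other numbers.

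Counts were analysed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood tests), limma 3.58.1 (camera, with a preset correlation of 0.01, and fry) and DESeq2 1.42.0, with data.table 1.17.8 for reading. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. A gene was tested with at least 0.5 CPM in at least 1 library. The 12 comparisons were each Tig1 form against control at each time point, the forms against each other at each time point and on average, 8 against 3 dpe in each kind of cell, the average of the 4 comparisons with control, and the difference of the overexpression effect between 8 and 3 dpe. Distances between libraries and principal components used log2(CPM + 4), and k-means used 3 clusters, 100 starts and the 2000 genes with the largest SD. The test was tried on simulated data with 200 changed genes; in the comparison of the forms, where none were changed, edgeR made 0 false calls and DESeq2 16.

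The tests, the alternatives, the rule for named genes and the marker lists were chosen before the data were examined, apart from those named here. Named genes are every gene that the paper names for this experiment, the 5 genes with the largest average rise and the 5 with the largest average fall among those with a symbol and at least 4 CPM on average, past the threshold and changed in one direction in all 4 comparisons with control, and single genes of the marker lists. When that rule was written, the values in the paper's Source Data and in Supplementary Data 7 had been seen. Leaving locus tags out as symbols, which list genes are named, and matching names without an ending or hyphen were decided after the values were seen. Where several gene models shared a symbol, the one with the highest mean count was used. The 12 lists hold myeloid, neutrophil granule, lymphocyte, erythroid, endothelial, epidermis, muscle, connective tissue, proximal, distal, cell cycle and ribosomal protein genes.

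The alternatives were DESeq2's size factors in edgeR, library size alone, every gene with at least 1 count, at least 1 CPM in at least 3 libraries, DESeq2, a fit of only the 6 libraries compared, the replicate number in the model, an adjusted or unadjusted p under 0.001, a change of at least 2-fold (1 on the log2 scale), a pseudocount of 1, the 2000 genes with the largest SD for distances, unit SD for k-means, fry or an estimated correlation for the lists, and each library left out in turn. Leaving out the mitochondrial genes, DESeq2-normalized counts for distances and clusters, leaving out libraries for k-means and Supplementary Data 9 and 10, and the looser names were added after the data had been seen. The single-cell data, the imaging and the functional experiments of the paper were not analysed here. Supplementary Data 7 and 8 and the Source Data of Supplementary Fig. 22 were used only in part.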

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

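The comparison of the myeloid genes with those of other cell types, and the comparison of myeloid gene levels at 3 and 8 dpe, were chosen only after the result was seen.

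The paper reports immune system terms for its cluster B. Genes of immune cells were far above their level in control cells. All 17 myeloid genes were higher on average, with a median log2 fold change of 7.06 (interquartile range 6.58 to 7.64; camera adjusted p = 1.97e-16, fry 8.41e-10), and 17 passed the threshold adjusted over the list alone. In control cells 5 of them have at least 4 CPM on average, and none is in another list. Of 12 neutrophil granule genes, the 6 that passed the filter were higher with a median of 6.32 (adjusted p = 1.74e-07, fry 5.74e-10, 6 adjusted over the list alone), and the 6 lymphocyte genes with a median of 3.51 (adjusted p = 0.0228, fry 3.83e-08, 3 adjusted over the list alone); both lists have 0 genes at 4 CPM in control cells. With an estimated correlation, no list passed the threshold on average (adjusted p = 0.0522 for the myeloid and neutrophil genes and 0.0565 for the lymphocyte genes). In single comparisons, the myeloid and neutrophil lists passed by it for Tig1 (0.0463 and 0.0269 at 3 and 8 dpe) and Tig1P155A (0.0406 and 0.0198), and the lymphocyte list for Tig1 at 3 dpe (0.0463). The most abundant of these genes, picked after their values were seen, were C1QB, from 18.6 and 12.2 CPM in control cells at 3 and 8 dpe to between 2214 and 2339 in the overexpressing groups (average 7.25, SE 0.74, adjusted p = 2.51e-07), and MARCO, from 12.4 and 3.46 to between 1627 and 3654 (average 8.45). Both were above every control library of the same time point in 12 of 12. Library size alone did not take any of these 3 lists past or below the threshold. A lower share of connective tissue cells would raise the genes of every other cell type alike, which the other lists argue against: among endothelial, epidermis, muscle and erythroid genes the highest median was 1.55 (epidermis; at most 2.24 with a library left out), below the interquartile range of the myeloid list. In single comparisons it was 2.50 (epidermis) and 4.14 (muscle) with Tig1 at 3 and 8 dpe and 1.88 (endothelial) and 3.87 (muscle) with Tig1P155A, where the lower quartiles of the myeloid list were 5.93, 6.88, 5.59 and 7.30. A candidate explanation is myeloid cells in the mCherry+/GFP+ sort, for which 17 of 17 myeloid genes higher, beside lower connective tissue genes, is the value needed. Expression of these genes within distal cells would give the same count, so it does not favour either. Such a change, an effect of GFP or of electroporation, for which the libraries hold no control with GFP alone, and an effect of Tig1 on immune cells stay open and were not tested.

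The results of the remaining lists were not past the threshold. Endothelial genes (9 of 11 found) had a median of 0.89 (camera adjusted p = 0.297, fry 0.0191), and ribosomal protein genes (14 of 16) −0.24 (adjusted p = 0.231), a list that passed with library size alone. Epidermis genes (7 of 15) had a median of 1.55 and a mean of 1.33 while the test pointed lower (adjusted p = 0.901). Muscle genes (7 of 12) had a median of 0.66, or 1.31 with genes at their bound, and a mean of 0.12, while the test pointed lower (adjusted p = 0.539); the median was −0.13 with library size alone, −0.07 without Tig1 8 dpe replicate 3 and −0.33 without Tig1P155A 8 dpe replicate 1. Erythroid genes (5 of 11) had a median of −2.85, or −2.67 with a gene at its bound (adjusted p = 0.297, fry 0.0382), and 0.01 without control 3 dpe replicate 1. Adjusted over the list alone, 3 endothelial, 6 ribosomal protein, 2 epidermis, 3 muscle and 1 erythroid genes passed.

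The effect of overexpression differed between 8 and 3 dpe in 36 genes by a test of the interaction (edgeR), 31 of them with a negative and 5 with a positive difference, and 2405 genes had an unadjusted p under 0.05. DESeq2 called 433, of which 189 were positive. Of 100 assignments of the time points within each kind of cell, 2 gave as many genes, the real one and one with 60. These assignments also break up any change with time that control and overexpressing cells share. They therefore cannot tell whether chance explains the interaction. Every gene with a count tested gave 659 genes, 418 of them positive. Library size alone gave 0 genes, at least 1 CPM in at least 3 libraries 12, and leaving out the mitochondrial genes 17. The count was 10 without control 3 dpe replicate 2 (7 positive), 21 and 3 without control 8 dpe replicates 1 and 3, 19 (12 positive) and 20 without Tig1 3 dpe replicates 1 and 2, and 17 and 9 without Tig1 8 dpe replicates 1 and 2. It was 13, 4 and 6 without Tig1P155A 3 dpe replicates 1, 2 and 3, and 16, 4 and 6 without Tig1P155A 8 dpe replicates 1, 2 and 3. Among those with a symbol, the smallest p belonged to AIF1L, picked after its values were seen, with log2 fold changes of 6.27 at 3 and 1.79 at 8 dpe (difference −4.48, SE 0.54, adjusted p = 0.00186). As sets, cell cycle genes (median difference 1.17, adjusted p = 2.66e-08), connective tissue genes (0.95, 0.000769), distal genes (1.04, 0.00882) and muscle genes (0.000713) differed by camera, so 4 lists passed; fry kept 1, the cell cycle genes (0.0246), and an estimated correlation 0. Without control 3 dpe replicate 2 the number of lists was 8, and the distal median was 1.87 without Tig1 3 dpe replicate 1 and 0.68 without Tig1 8 dpe replicate 1. A larger share of myeloid cells in the sort at 3 dpe may contribute: myeloid genes were higher at 3 than at 8 dpe in overexpressing libraries (mean log2 levels of 7.59 and 6.99, two-sided exact permutation test, p = 0.00216) and connective tissue genes lower (3.82 and 5.84, the same p). Against control cells of the same time point, the myeloid genes themselves did not differ detectably (median difference 0.39, test pointing lower, adjusted p = 0.49), but they did without control 3 dpe replicate 1 (−0.22, adjusted p = 0.0061) or replicate 2 (0.95, 0.00381), with medians of opposite sign. A change of the effect of Tig1 with time stays open and was not tested apart from this.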

How the results depend on the processing

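Leaving out the mitochondrial genes was chosen only after the data had been seen, as was DESeq2-normalized counts for distances and clusters. Every alternative was run.

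DESeq2's size factors, the replicate number in the model and a change of at least 2-fold kept all 12 counts of changed genes within 1.5 times, at least 1 CPM in at least 3 libraries kept 11, library size alone 10 and leaving out the mitochondrial genes 10. For the average of the 4 comparisons, 9837 genes were called both with TMM and with DESeq2's size factors, 8222 with library size alone and 9449 without the mitochondrial genes. Of 48 genes that the paper names, the call and direction of the average held in 48 with the stricter filter, 47 with DESeq2's size factors, 46 with DESeq2, 46 with the replicate number in the model, 46 without the mitochondrial genes, 44 with every gene with a count tested and 43 with library size alone. The distance between overexpressing and control libraries kept its p at the smallest possible value in every alternative, and for the distance between the forms the lowest p was 0.49.

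For the cases that follow the cause was not tested, except that a stricter threshold calls fewer genes by construction. At an adjusted p under 0.001 there were 1995 and 1352 genes for Tig1 at 3 and 8 dpe, 2451 and 1385 for Tig1P155A, 4279 on average, 0 between the forms at 3 dpe, 2, 0 and 1 between 8 and 3 dpe in control, Tig1 and Tig1P155A cells, and 0 for the interaction. At an unadjusted p under 0.001 there were 3349 for Tig1 and 3846 for Tig1P155A at 3 dpe, 5727 on average, 23, 6 and 24 between the forms at 3 dpe, at 8 dpe and on average, 234 and 206 between 8 and 3 dpe in control and Tig1 cells, and 159 for the interaction. Testing every gene with a count gave 432, 226 and 512 genes between the forms, 877, 1220 and 1586 between 8 and 3 dpe, and 659 for the interaction. At nearly unchanged average log2 fold changes, it moved edgeR's adjusted p from 6.86e-05 to 4.13e-25 for MMP7 and from 0.135 to 1.59e-08 for CDH1.S. For CDT1 the adjusted p went the other way, from 0.044 to 0.372. Calls that rest on this setting alone therefore carry little weight. DESeq2 gave 96, 22 and 76 between the forms, 608, 775 and 1448 between 8 and 3 dpe, and 433 for the interaction. Fitting only the 6 libraries compared gave, with edgeR, 3 between the forms at 3 dpe and 256, 5 and 86 between 8 and 3 dpe. With DESeq2 it gave 4790 and 5479 for Tig1 and Tig1P155A at 8 dpe, 25 and 29 between the forms, and 1295, 496 and 1233 between 8 and 3 dpe. Library size alone gave 29 between 8 and 3 dpe in control cells and 0 for the interaction, the stricter filter 12 for the interaction, and leaving out the mitochondrial genes 35 in Tig1 cells and 17 for the interaction.

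Of the genes of Fig. 6e–h, between 8 and 3 dpe, 1 was called in control cells with library size alone, 9, 11 and 15 in control, Tig1 and Tig1P155A cells with every gene with a count tested, 7, 5 and 11 with DESeq2, and 2 in Tig1 cells without the mitochondrial genes; for the interaction the first of these tests gave 6 and DESeq2 4. Camera with an estimated correlation called 0 lists, on average and for the interaction, and fry 1 for the interaction. Signs turned for BCL11A on average with library size alone (−0.49) and without the mitochondrial genes (−0.087), for FGF8 with Tig1 at 8 dpe with the replicate number in the model (0.27) and for the muscle list with library size alone (−0.13).

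With each library left out in turn, counts ranged over 31 to 121, 0 to 332 and 55 to 430 genes between 8 and 3 dpe in control, Tig1 and Tig1P155A cells, 3 to 45 for the interaction and 0 to 2 between the forms at 3 dpe. For Fig. 6e–h they ranged over 1 to 3, 0 to 5 and 0 to 7 in those cells and 0 to 1 for the interaction, for interaction lists over 4 to 8, and for Supplementary Data 10 over 98.91% to 99.76%. Signs turned within these ranges: MEIS2 −0.33 to 1.24 on average, −0.54 to 3.30 with Tig1 at 8 dpe, −2.39 to 2.49 and −0.04 to 1.62 with Tig1P155A at 3 and 8 dpe; BCL11A −0.058 to 0.318; LOC102059433, nearest to the paper's Fbn1, −1.99 to 0.12; MEIS1 with Tig1P155A at 8 dpe −0.059 to 3.254; HoxA9 there −1.01 to 0.12; FGF8 −0.54 to 0.59 with Tig1 and −1.45 to 0.37 with Tig1P155A at 8 dpe. The erythroid list ranged over −3.451 to 0.012, the muscle list over −0.33 to 1.21 and the myeloid interaction over −0.22 to 0.95. Over all alternatives set before the data were examined, signs also turned with Tig1 at 8 dpe for IGFBP1 (−0.45 to 1.4) and MMP13 (−1.01 to 1.15).

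Depth limits genes with few counts: 3 counts are 0.455 CPM in Tig1 3 dpe replicate 2 and 0.0872 in control 3 dpe replicate 2. Thinned to the smallest library, 9577 genes were called on average.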

Differences from the paper's values

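For 132 log2 fold changes of 33 genes in the paper's Source Data, 125 had the same sign here and 15 differed by more than their SE (r = 0.791 and rho = 0.908 across these values, which are not independent replicates). Epha7 changed by −3.74 with Tig1 at 3 dpe (the paper's value is −2.45), which of the alternatives set before the data were examined came within range only without control 3 dpe replicate 3, Tig1 3 dpe replicate 2 or Tig1 3 dpe replicate 3. With Tig1P155A at 3 dpe it changed by −6.49 (the paper's −3.79), within range in no alternative. Igfbp1 changed by −1.49 with Tig1 at 3 dpe (the paper's −2.63), within range with library size alone and without Tig1 3 dpe replicate 1 and not in the others, and by 0.37 at 8 dpe (the paper's 2.09), within range only without control 8 dpe replicate 2. Bnc2 changed by −1.50 with Tig1 at 8 dpe (the paper's −2.68), within range only with library size alone. At 8 dpe, Shh changed by −6.51 with Tig1 (the paper's −3.52), within range only without control 8 dpe replicate 1, and by −6.59 with Tig1P155A (the paper's −3.80), within range only without control 8 dpe replicate 1 or Tig1P155A 8 dpe replicate 2 or 3; these fitted values depend on the prior count.

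Hzal3, taken as HYAL3, changed by −0.80 and −0.37 with Tig1 at 3 and 8 dpe and by −0.60 and −0.27 with Tig1P155A, where the paper's values are 2.76, 2.45, 3.70 and 2.73. Mmp13, in the gene model named MMP13, changed by −2.52 and 0.54 with Tig1 and by −2.88 and −1.17 with Tig1P155A, where the paper's values are 8.02, 7.33, 7.86 and 2.99. No alternative brought any of these 8 values within range. The row MMP7, chosen after the values were seen, was higher on average (adjusted p = 6.86e-05). For 7 of the 33 genes, the largest difference between the paper's 6 group means and those of the row used here was above 1 on the log2 scale: Epha7 (4.7), Igfbp1 (5.8), Bnc2 (5.5), HoxA9 (3.8), Lhx9 (1.3), Hzal3 (2.3) and Mmp13 (11).

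The paper reports Mmp18 and Fbn1 as lower. The rows nearest to their values, both chosen after the values were seen, were lower on average without passing the threshold. For Mmp18 (−0.95, adjusted p = 0.284; 2.21 with Tig1 at 8 dpe, 0.254) the row passed with library size alone (−1.64, 0.0415) and with every gene with a count tested (−0.95, 0.00363), and for Fbn1 (−0.62, adjusted p = 0.612; 0.12 without control 8 dpe replicate 3) in no alternative.

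The paper describes the 11-gene network as lower in overexpressing cells; 7 of 9 genes found under their symbol were, and Bcl11a (0.13, adjusted p = 0.686; with Tig1 0.95 at 3 dpe, 0.0417, and −0.69 at 8 dpe, 0.199) and Aff3 (−0.89, adjusted p = 0.19) were not past the threshold, Aff3 passing it with library size alone (−1.46, adjusted p = 0.0377). The 7 include Epha7, Igfbp1 and Bnc2, whose group means differ from the paper's by up to 4.7, 5.8 and 5.5. Bmp2, in the row BMP-2 matched after the values were seen, was also lower (−2.03, adjusted p = 0.00159). The paper states that Fgf8 was lower, and shows Cdk4 among cell cycle genes in Supplementary Fig. 22, titled as a fall of such genes; here Fgf8 (−1.41, adjusted p = 0.0902) passed with library size alone (0.0207), every gene with a count tested (0.0222), DESeq2 (0.0459) and the replicate number in the model (0.0447). Cdk4 (−1.49, adjusted p = 0.058) passed with DESeq2's size factors (0.0412), library size alone (0.0189), every gene with a count tested (0.0275) and DESeq2 (0.0186), and with the mitochondrial genes left out (0.0305), chosen after seeing the values. Both also passed with some single libraries left out. The paper lists Cdh1 as higher. Here CDH1.S had 2.38 (adjusted p = 0.135) and passed only with every gene with a count tested (1.59e-08). Calls by that setting alone carry little weight. The paper states that the genes of Fig. 6e–h showed no significant change between 3 and 8 dpe. Of 31 genes of Fig. 6e–h, the effect of overexpression differed between 3 and 8 dpe in 0 (edgeR; 9 at an unadjusted p under 0.05, 4 by DESeq2 and 6 with every gene with a count tested), while 2 in control, 1 in Tig1 and 4 in Tig1P155A cells changed between the time points.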

Other observations

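The tests of connective tissue genes against distal genes, Hoxa13 and Prod1, of the mitochondrial 16S rRNA share and of the row for Mmp13 were chosen only after the result was seen, and so was the setting without the mitochondrial genes.

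Other splits of the libraries were compared with the real ones. For the average of overexpression against control, 1 of 100 splits, the real one, gave as many genes as 10182 (the largest other split gave 2006). A chance arrangement of these libraries can thus be excluded. The splits treat the libraries as independent, which does not hold if those of a group came from a shared pool of blastemas. For the forms on average 0 genes were called, which every split reaches by construction (100 of 100), so this says nothing about chance; the largest other split gave 277, 1756 genes had an unadjusted p under 0.05 in edgeR and DESeq2 called 76. In comparisons of 3 against 3 libraries only 10 splits exist, so the splits alone cannot exclude chance at a share under 0.05, although the largest other split gave 0 genes in each of the 4 comparisons with control. Of these splits, 1 gave as many genes in each of the 4 comparisons with control and in each comparison of 8 with 3 dpe, 5 between the forms at 3 dpe and, with 0 genes called, 10 by construction at 8 dpe. The number of genes on average was not lowered by more than 1.5 times by leaving out the mitochondrial genes (10873) or by thinning every library to the smallest one (9577), which argues against a few abundant genes or library size as the whole cause.

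Distal genes were lower in overexpressing cells, with a median log2 fold change of −2.35, inside the interquartile range of connective tissue genes (−2.50 to −1.74). That range is a spread of single genes, so a median inside it cannot tell whether the 2 lists fell alike. Scaled to connective tissue genes, neither the distal genes (−0.292, two-sided exact permutation test within time points, p = 0.497) nor Hoxa13 differed detectably (−0.592, −0.72 to −0.439 with each library left out; same test, p = 0.147). Fewer connective tissue cells in the mCherry+/GFP+ sort thus stay possible as a contribution to the fall of both lists. A fall of distal genes beyond this, as an effect of Tig1, stays open as well. Prod1 rose in the same libraries, by 6.23 on average with comparisons against no counts at their bound. That is above the upper quartiles of the endothelial, epidermis, muscle and erythroid genes (at most 2.67, epidermis), which argues against fewer connective tissue cells as the whole cause of its rise, although 1 endothelial gene, ROBO4, rose by 7.05. Whether its transcripts came with the myeloid genes cannot be told apart from a rise in distal cells: over 12 overexpressing libraries, deviations of Prod1 and of the myeloid genes from their group means had r = −0.0126 (two-sided exact permutation test, p = 0.988) and rho = 0.21, and r = −0.107 without the 2 farthest libraries, and too few libraries keep it open.

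Mitochondrial 16S rRNA took 33.1% of the counts in overexpressing and 26.1% in control libraries. Whether these shares differ cannot be told apart from the spread between libraries (difference 6.98, two-sided exact permutation test within time points over 7056 labellings, p = 0.364), since the shares of single libraries lay between 13.4% and 58.1%. No biological explanation was tested.

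The paper's Mmp13 rises in each of the 4 comparisons with control. The gene model named MMP13 had a positive value only with Tig1 at 8 dpe (0.54, SE 0.93) and negative values in the others. That positive value ranged from −1.01 to 1.15 over the alternatives set before the data were examined. A candidate explanation is that the paper's Mmp13 is another gene model: MMP7 (AMEX60DD049503, chromosome 7q from 774124334 to 774225140) has the 6 group means of the Source Data within 0.03 on the log2 scale, against a median of 0.11 for the gene models used for 33 genes, a tolerance chosen after the values were seen. For the other rows that differ by more than 1 from the paper's values, no single gene model stands out: the nearest and the next lay at 0.44 and 0.45 for Epha7, 0.96 and 1 for Igfbp1, 0.76 and 0.79 for Bnc2, 0.36 and 0.47 for HoxA9, 0.46 and 0.49 for Lhx9 and 0.41 and 0.42 for Hzal3, against 0.03 and 1.4 for Mmp13. In MMP7, which has no count in control cells, levels were at least 336-fold and 245-fold higher with Tig1 at 3 and 8 dpe and at least 226-fold and 6.11-fold higher with Tig1P155A.

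Per-library qRT-PCR values in the Source Data were set beside the RNA-seq values of 8 genes, as deviations from group means. They were related over 144 values (r = 0.73, rho = 0.744, one-sided exact permutation test over 46656 permutations of replicate numbers within groups, p = 2.14e-05), with r between 0.498 and 0.951 in single genes and above 0 in 8 of 8. The paper states that the replicates of the RNA-seq were also used for qRT-PCR, and this is consistent with replicates 1 to 3 having the same numbers in both assays.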
